# Common gamma chain (γc) cytokines differentially potentiate TNFR family signaling in antigen-activated CD8^+^ T cells

**DOI:** 10.1186/s40425-014-0028-y

**Published:** 2014-09-16

**Authors:** Michael J McNamara, Melissa J Kasiewicz, Stefanie N Linch, Christopher Dubay, William L Redmond

**Keywords:** CD8+ T cell, Common gamma chain cytokines, IL-2, TNFR, OX40, Immunotherapy

## Abstract

**Background:**

Several members of the common gamma chain (gc) cytokine family are already approved (IL-2) or actively being developed as vaccine adjuvants and cancer immunotherapies. Studies have indicated that co-administration of gc cytokines may enhance the efficacy of immunotherapies that function via direct activation of co-stimulatory T cell receptors. To define the specific influence of gc cytokines on the co-stimulatory capacity of CD8^+^ T cells and identify combinations with synergistic potential, we investigated the direct impact of gc cytokines on the differentiation and transcriptional profile of recently antigen-primed CD8^+^ T cells.

**Methods:**

Naïve CD8^+^ T cells were activated with peptide-pulsed APCs. After 48 hours, CD8^+^ T cells were harvested and re-cultured in media supplemented with IL-2, IL-4, IL-7, IL-15 or IL-21. After 24 hours, cells were analyzed by cytokine bead array, flow cytometry, and mRNA micro-array. Gene networks responsible for specific CD8^+^ T cell functions were constructed through literature-meta review and publicly available annotation databases. Gene expression data from the experimental groups was imported into this network to visualize the impact of each gc cytokine on the functional polarization of recently-activated CD8^+^ T cells.

**Results:**

Among the gc cytokines, IL-2 induced the greatest increase in the expression of co-stimulatory receptors in recently-activated CD8^+^ T cells. IL-2 increased significantly expression of 4-1BB, GITR, ICOS and OX40, at both the transcriptional and protein level. IL-2 also drove the greatest increase in cellular proliferation and the most robust shift towards a pro-survival phenotype, compared with the other gc cytokines. Both IL-4 and IL-21 enhanced expression of cytotoxic effector proteins, but drove distinct phenotypic polarizations, Th2/Tc2 and NK-like, respectively.

**Conclusions:**

Overall, these observations suggest that among gc cytokines, IL-2 may be uniquely capable of synergizing with therapeutic strategies that combine immunization with agonists of co-stimulatory T cell receptors. Previous studies have shown that the timing of IL-2 treatment relative to immunization plays a key role in defining the CD8^+^ T cell response, and the findings from this study indicate that administration of exogenous IL-2 shortly after the initial antigen-priming event has concluded may augment the receptivity of these cells to subsequent TNFR co-stimulation.

## 1 Background

The common gamma chain (γc) receptor family of cytokines has a central role in the regulation of both innate and adaptive immunity. A subset of type I cytokines, the γc family, includes interleukin-2 (IL-2), IL-4, IL-7, IL-9, IL-15 and IL-21. Each of these cytokines signals via a multimeric receptor complex that incorporates the common gamma chain receptor, CD132. The γc cytokines are especially important in lymphocyte development, where they influence polarization, proliferation and survival [1]. Because of this influence, the therapeutic potential of γc family cytokines has been investigated in the context of numerous biomedical applications, notably cancer immunotherapy [2],[3]. High dose IL-2 therapy, which drives an expansion of lymphocyte populations, is currently approved by the FDA for the treatment of metastatic melanoma and renal cancer [4]. The remaining γc cytokines, with the exception of IL-9, are at various stages of pre-clinical development for immunotherapy applications [1]. Beyond their utility as monotherapies, ongoing research has indicated that the combination of exogenous γc cytokines with agonistic monoclonal antibodies that target TNFR family receptors on T cells can enhance anti-tumor immunity in multiple cancer models [5],[6]. Thus, a thorough understanding of how γc cytokines modulate and potentiate TNFR signaling in activated CD8^+^ T cells is important for the development of better combinatorial cancer immunotherapies.

Following TCR stimulation, CD8^+^ T cells undergo clonal expansion, acquire effector functions and can be polarized in multiple dimensions; cytokine production vs. cytolytic activity, short-lived vs. long-lived, co-stimulatory vs. co-repressive, peripheral vs. central homing, etc. [7],[8]. From a general perspective, CD8^+^ T cells can be polarized into Tc1, Tc2, and Tc17 cell populations, which parallel the polarization of CD4^+^ T cells into Th1, Th2, and Th17 cell populations, respectively [9]. The γc cytokines appear to be critical determinants of how CD8^+^ T cells progress through these developmental pathways [10]. Their receptor complexes utilize shared subunits that transduce overlapping signals via the JAK–STAT pathway and the differential activation of STAT pathways likely contributes to the distinct effects induced by each γc cytokine [11]. For leukocytes in general, IL-2, IL-7, and IL-15 have been shown to preferentially activate STAT5, while IL-4 and IL-21 preferentially activate STAT6 and STAT3, respectively . For CD8^+^ T cells specifically, recent work has suggested that IL-4 and IL-21 signal largely through STAT3, with minimal activation of STAT6 [1]. As a result of these unique signal transduction pathways, each γc cytokine likely has a distinct impact on the development and function of recently activated CD8^+^ T cells, and by extension, their capacity to respond to various signals via the TNFR family of cell surface receptors.

Ligation of co-stimulatory T cell receptors, such as OX40 (Tnfrsf4, CD134), 4-1BB (Tnfrsf9, CD137) and GITR (Tnfrsf18, CD357), with agonist mAbs has been shown to augment the anti-tumor immune response in numerous cancer models [12]. Exposure to IL-2 up-regulates OX40 expression on effector CD8^+^ T cells and IL-2 therapy has been shown to enhance the therapeutic efficacy of an agonist anti-OX40 mAb [6]. The potential synergy between γc cytokines and T cell stimulating mAbs offers the prospect of significantly improved therapeutic outcomes. However, the molecular mechanisms by which γc cytokines influence the TNFR-dependent signaling networks of T cells remain largely unexplored. While the systemic effects of administering exogenous γc cytokines have been investigated in animals and humans, the complexity, redundancy, and cross-talk within the γc signaling network presents a challenge to defining the *direct* effects of each γc cytokine on specific lymphocyte subpopulations. The purpose of this study was to investigate the direct influence of γc family cytokines on the differentiation and polarization of freshly antigen-primed CD8^+^ T cells in an effort to better define the functional relationship between γc cytokines and TNFR-mediated co-stimulation in this population.

## 2 Results

### 2.1 The γc cytokines differentially impact the proliferation and survival of recently activated CD8^+^ T cells

In this experimental model, activated CD8^+^ T cells are purified shortly after antigen-priming and cultured in the presence of individual γc cytokines to define their direct effect on short term differentiation of this T cell population. A significant increase in cellular proliferation, relative to untreated controls, was observed in response to treatment with all of the γc cytokines except IL-21 (Figure 1A), with IL-2 driving the most robust expansion. The proportion of viable cells was largely consistent in each treatment group, and all of the treatment groups had a significantly higher proportion of viable cells than the untreated control (Figure 1B). The differences in proliferation were paralleled at the protein level by the anti-apoptotic transcription factor, BCL2, which was elevated in all of the treatment groups and observed at greatest abundance in response to IL-2. In contrast, several markers of T cell activation (Ki-67, CD69 and KLRG1) were detected at levels that were consistent across all experimental groups (Figure 1C-D).

**Figure 1:**
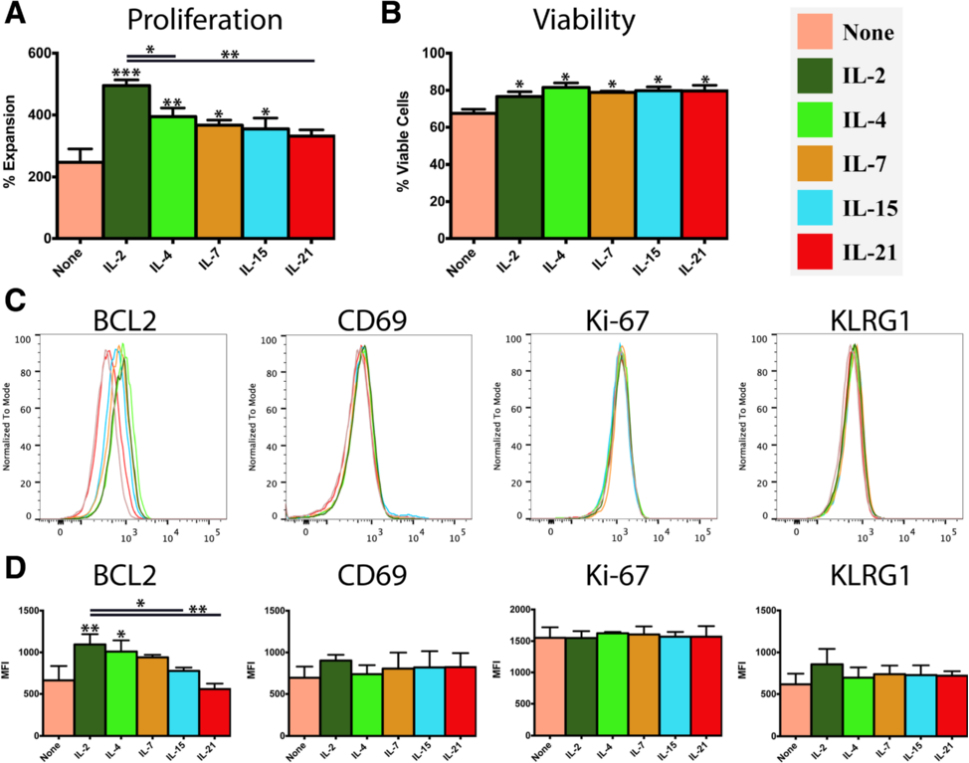
**Influence of γc cytokines on proliferation, survival and activation state of recently-activated CD8**^**+**^**T cells.** Purified naïve OT-I CD8^+^ T cells (1x10^6^/ml) were stimulated with peptide-pulsed APCs (6x10^6^/ml). After 48 hours, OT-I T cells were harvested, re-purified and re-cultured (5x10^5^/ml) in the presence of either plain media or media supplemented with IL-2, IL-4, IL-7, IL-15 or IL-21 (100 ng/ml). After 24 hours, cells were harvested and the analyzed. **A)** Expansion of OT-I CD8^+^ T cells in response to each treatment condition. **B)** Percentage of viable cells in each condition, as determined by Trypan Blue exclusion. **C**, **D)** Flow cytometry analysis of T cell markers associated with activation state, proliferation and exhaustion. Data are generated from 3 biological replicates, histograms reflect a single representative biological replicate and the bar graphs depict the mean of replicates +/−SD (n = 3). Unless otherwise noted, significance reflects the difference between the treatment group and the media only control. *P < 0.05, *P < 0.01, ***P < 0.001.

### 2.2 IL-2 uniquely enhances the expression of several co-stimulatory TNFR family receptors on activated CD8^+^ T cells

The ligation of co-stimulatory receptors on the surface of effector CD8^+^ T cells is known to support their survival and cytotoxic activity. Four of the most thoroughly described co-stimulatory T cell receptors are 4-1BB (CD137), GITR (CD357), ICOS (CD278) and OX40 (CD134). While several of these receptors appeared moderately up-regulated by multiple γc cytokines, IL-2 treatment induced a uniquely robust and statistically significant increase in expression of each of these receptors at the protein level (Figure 2A-B). Each γc cytokine also drove a distinct response with respect to co-repressive and suppressive T cell receptors. IL-2 treatment uniquely induced a significant increase in BTLA (CD272) and an apparent, but not statistically significant, increase in CTLA-4 (CD152), relative to the control (Figure 3C-D). Meanwhile, PD-1 (CD279) was significantly up-regulated in the IL-15 and IL-21 groups, compared to the control, while expression of TIM-3 (HAVCR2), a negative regulator of Th1/Tc1 T cells, was similar at the protein level across all treatment groups and controls.

**Figure 2:**
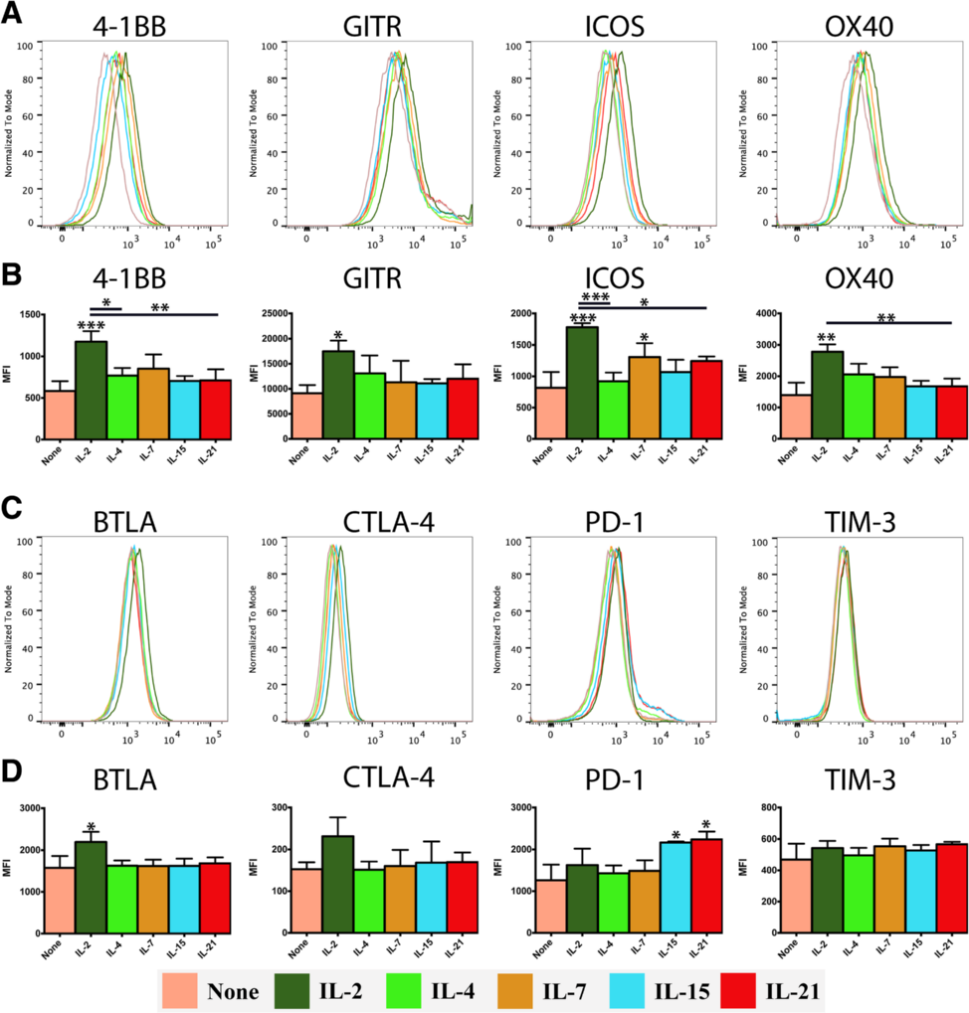
**Effect of γc cytokines on the expression of co-stimulatory and co-repressive receptors by recently-activated CD8**^**+**^**T cells.** Purified naïve OT-I CD8^+^ T cells (1x10^6^/ml) were stimulated with peptide-pulsed APCs (6x10^6^/ml). After 48 hours, OT-I T cells were harvested, re-purified and re-cultured (5x10^5^/ml) in the presence of either plain media or media supplemented with IL-2, IL-4, IL-7, IL-15 or IL-21 (100 ng/ml). After 24 hours, cells were harvested and the analyzed by intracellular cytokine staining and flow cytometry. **A**, **B)** Expression of co-stimulatory CD8^+^ T cell receptors. **C**, **D)** Expression of co-repressive and suppressive CD8^+^ T cell receptors. Data are generated from 3 biological replicates, histograms reflect a single representative biological replicate and the bar graphs depict the mean of replicates +/−SD (n = 3). Unless otherwise noted, significance reflects the difference between the treatment group and the media only control. *P < 0.05, *P < 0.01, ***P < 0.001.

**Figure 3:**
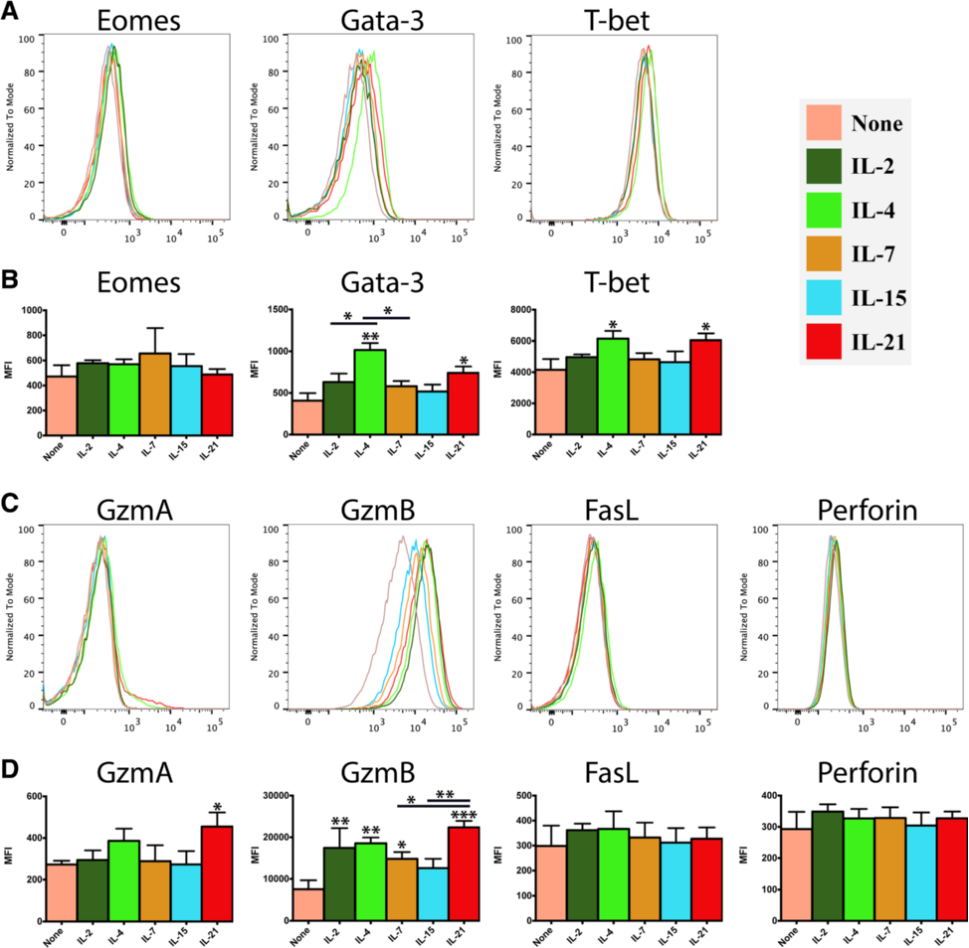
**Impact of γc cytokines on the production of transcription factors and cytotoxic effector proteins in recently-activated CD8**^**+**^**T cells.** Purified naïve OT-I CD8^+^ T cells (1x10^6^/ml) were stimulated with peptide-pulsed APCs (6x10^6^/ml). After 48 hours, OT-I T cells were harvested, re-purified and re-cultured (5x10^5^/ml) in the presence of either plain media or media supplemented with IL-2, IL-4, IL-7, IL-15 or IL-21 (100 ng/ml). After 24 hours, cells were harvested and the analyzed by intracellular cytokine staining and flow cytometry. **A**, **B)** Production of transcription factors associated with T cell fate determination. **C**, **D)** Production of effector proteins associated with cytotoxic CD8^+^ T cell function. Data are generated from 3 biological replicates, histograms reflect a single representative biological replicate and the bar graphs depict the mean +/−SD (n = 3). Unless otherwise noted, significance reflects the difference between the treatment group and the media only control. *P < 0.05, *P < 0.01, ***P < 0.001.

### 2.3 IL-4 and IL-21 induce a unique increase in transcription factors and effector proteins associated with cytotoxic functions

T-bet, a transcription factor associated with T cell effector function, was elevated in response to all of the γc cytokines, although this was increase was only statistically significant for IL-4 and IL-21. GATA-3 had a similar expression profile as T-bet, although it was up-regulated at substantially higher levels by IL-4, compared to the other treatment groups. These two observations were notable because T-bet and GATA-3 are known to be essential for competing phenotypic polarizations, Tc1/Th1 and Tc2/Th2, respectively [13],[14]. Eomes, a transcription factor associated with long-lived T cell populations and regulation of central vs. effector CD8^+^ T cell differentiation also appeared elevated by several γc cytokines, but these increases did not reach statistical significance (Figure 3A-B).

The production of cytotoxic effector proteins was also differentially influenced by treatment of CD8^+^ T cells with exogenous γc cytokines (Figure 3C-D). Levels of granzyme B were significantly increased by each of the cytokines except IL-15, with the highest levels induced IL-21. Meanwhile, granzyme A production was driven primarily by IL-4 and IL-21, with only the IL-21 group reaching significance. Expression of perforin and FasL (CD178) remained relatively consistent, at the protein level, across treatment groups and controls.

### 2.4 The effect of γc cytokines on the mRNA transcriptome of recently antigen-primed CD8^+^ T cells reveals activation of distinct molecular pathways

To better define the impact of γc cytokines on CD8^+^ T cell differentiation, and corroborate the preceding flow cytometry-based observations, the transcriptomic changes that occurred in each treatment group were profiled by mRNA/cDNA microarray. 

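Gene expression was measured in OT-I CD8+ T cells, which carry a transgenic T cell receptor for a peptide of ovalbumin. The cells were primed for 48 hours with peptide-pulsed antigen presenting cells, re-purified, and cultured for 24 hours in plain media, with IL-2, IL-4 or IL-7, or with IL-15 or IL-21, each at 100 ng/ml. RNA of 3 biological replicates per group was hybridised to 18 Affymetrix mouse arrays, with the RNeasy kit used for replicates 1 and 2 and TRIzol with Direct-zol for replicate 3. The authors made log2 values per probe set with the RMA algorithm in Expression Console and averaged the 3 replicates of a group, and the paper's text names no test for the arrays. Here, 1 probe set was taken for each of 18219 genes, that of Table S1 or S2 where these list the gene. Each cytokine was compared with media control by a limma fit over the 18 arrays, two-sided, with p adjusted over all genes. Changes are given as log2 differences of group means with their standard error (SE), and levels as mean ± SD (n = 3). The number of arrays limits the precision. The 18 columns are not on 1 scale. The medians of replicate 3 of media control, IL-2 and IL-15 lie between 4.47 and 4.52, and those of the other 15 arrays between 5.76 and 5.84. Table S2 gives values for these 3 samples that are 1.28 to 1.29 higher on average over its 275 probe sets, while its values for the other 15 arrays, which it numbers differently, equal the values used here to within 0.001. The actin probe sets at the 3' and 5' end, a measure of RNA integrity, differ by 0.59 to 0.68 in these 3 arrays, by 0.37 to 0.39 in the other TRIzol arrays and by 0.19 to 0.31 in the RNeasy arrays, while those of Gapdh differ by -0.05 to 0.02 in the 3 and by -0.01 to 0.12 in the other 15 arrays. Media control holds 1 array on the lower scale and IL-4, IL-7 and IL-21 hold none, and the median change over all genes is 0.43 with IL-4, 0.41 with IL-7 and 0.43 with IL-21, against 0.00 with IL-2 and -0.01 with IL-15. The distance of 1 array from the other arrays of its group also adds to the spread within that group. The changes relative to this shift are given by a renewed quantile normalization of the 18 arrays, where every array has the same distribution, beside those of the fit. After gene and group means are removed, arrays with the same replicate number correlate with each other (lowest of the 45 pairs 0.47, across genes), so the p from a fit with the replicates as a block is given beside a gene where it changes the call.

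**Figure D1:**
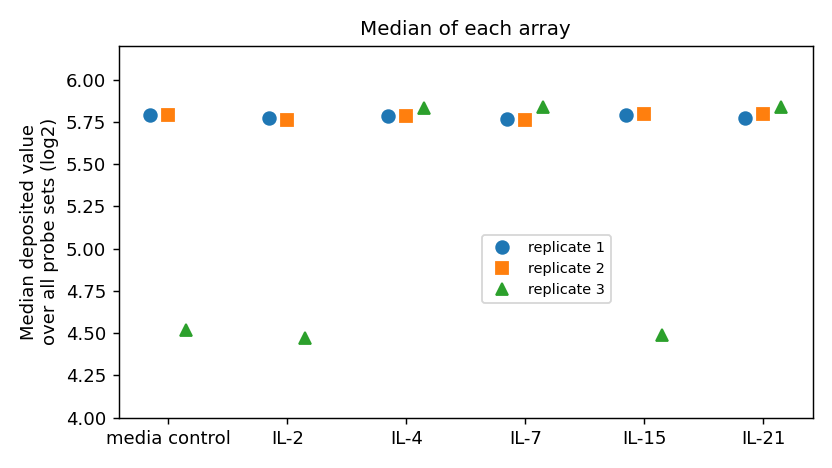
Median log2 value over all probe sets of each array (vertical axis), by treatment group (horizontal axis). Circles, squares and triangles are replicates 1, 2 and 3. The triangles of media control, IL-2 and IL-15 lie at 4.52 or lower and every other array lies at 5.76 or higher.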

The resulting data set was filtered and sorted to highlight genes with known relevance to T cell biology and grouped into functionally and/or structurally related clusters (Figure 4, Additional file 1: Table S1A). 

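IL-2 raised 39 genes and lowered 36 (limma, adjusted p under 0.05). Among its largest rises were Emilin2, an extracellular matrix glycoprotein, at 4.71 (SE 0.82, adjusted p = 0.0127), Batf3, an AP-1 family transcription factor, at 3.86 (SE 0.43) and the cytokine lymphotoxin alpha (Lta) at 3.79 (SE 0.40). Among its largest falls were the interferon-inducible gene Ifi209 at -4.75 (SE 0.57), the potassium channel gene Kcna2 at -4.62 (SE 0.84, adjusted p = 0.0173) and Mxd4, a transcriptional repressor of the MYC network, at -4.17 (SE 0.66). IL-4 raised 54 genes and lowered 13, with Epas1, which encodes a hypoxia-inducible factor, at 5.25 (SE 0.90, adjusted p = 0.0111), Metrnl, a secreted protein, at 4.61 (SE 0.48) and Cish, a STAT5-induced inhibitor, at 4.36 (SE 0.77) among the rises. Its largest falls were S1pr1, the receptor for lymphocyte egress, at -3.85 (SE 0.73, adjusted p = 0.0259) and Ikzf2, which encodes Helios, at -3.48 (SE 0.70). IL-7 raised 8 genes, the largest rise being Drc1, a gene of ciliary dynein, at 4.2 (SE 0.46, adjusted p = 7.1e-04), followed by Scd1, a fatty acid desaturase, at 3.86 (SE 0.49), and lowered none. With IL-7, 894 genes had an unadjusted p under 0.05 in either direction, no more than chance alone gives among 18219 genes. IL-21 raised 91 genes and lowered 6. Among its largest rises were the regulatory cytokine Il10 at 6.26 (SE 0.44, adjusted p = 5.2e-07), Serpinb5, a serpin, at 5.48 (SE 0.64) and Moxd1, a monooxygenase, at 5.14 (SE 0.46), and its falls included Capn3, a calpain protease, at -3.57 (SE 0.66, adjusted p = 0.0126) and Gucy1a1, a subunit of guanylate cyclase, at -3.08 (SE 0.43). With the replicates as a block the genes higher and lower numbered 401 and 366 for IL-2, 617 and 98 for IL-4, 167 and 2 for IL-7 and 515 and 50 for IL-21, and after quantile normalization 1434 and 1463, 728 and 927, 173 and 137, and 623 and 601. Without replicate 3 the counts were 2010 and 2177, 887 and 1356, 306 and 257 and 829 and 829 in the same order. Without replicate 1, where 1 of 2 control arrays lies on the lower scale, no gene passed in limma with IL-2, IL-4 or IL-7 and 20 were higher with IL-21 (at an unadjusted p under 0.05, 448, 824, 479 and 540 genes), and without replicate 2, 1 gene was higher with IL-4, 22 with IL-21 and none with IL-2 or IL-7 (361, 466, 218 and 477 genes at an unadjusted p under 0.05). Emilin2 with IL-2 lost its call without media control replicate 2 or IL-2 replicate 1 or 2 (adjusted p = 0.0546, 0.0717 and 0.0767), Kcna2 with IL-2 without media control replicate 2 or IL-2 replicate 1 (adjusted p = 0.129 and 0.0717), Mxd4 with IL-2 without media control replicate 2 (adjusted p = 0.0523) and Epas1 with IL-4 without IL-4 replicate 1 or 2 (adjusted p = 0.068 and 0.0932). Cish with IL-4 lost its call without media control replicate 3 or IL-4 replicate 1, 2 or 3 (adjusted p = 0.0575, 0.068, 0.111 and 0.0546), S1pr1 with IL-4 without media control replicate 1 or 2 or IL-4 replicate 1, 2 or 3 (adjusted p = 0.0684, 0.128, 0.1, 0.174 and 0.0979), Ikzf2 with IL-4 without media control replicate 1 or 2 or IL-4 replicate 1, 2 or 3 (adjusted p = 0.0804, 0.171, 0.128, 0.211 and 0.151) and Capn3 with IL-21 without media control replicate 1 or 2 or IL-21 replicate 2 or 3 (adjusted p = 0.0609, 0.0746, 0.0904 and 0.0622).

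**Figure D2:**
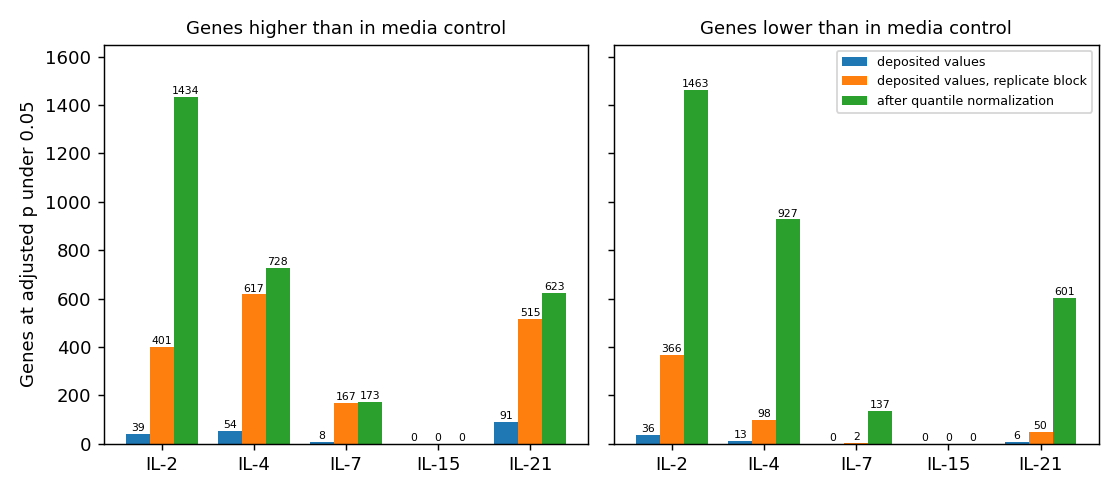
Number of genes higher (one panel) and lower (other panel) with each cytokine than in media control, at an adjusted p under 0.05 from limma. For each cytokine the bars stand for the values as deposited, the same values with the replicates as a block, and the values after quantile normalization. IL-15 has 0 genes in each, and IL-2 goes from 39 to 1434 genes higher.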

With respect to autocrine γc signaling, the transcriptional data was consistent with observations from the cytokine bead array that showed minimal endogenous production of γc cytokines in any of the experimental groups (Additional file 2: Figure S1). 

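The transcripts of the cytokines themselves were near the lower end of the array's range. In media control, Il2 had a log2 level of 4.22 ± 0.82, Il4 3.93 ± 0.85, Il7 3.08 ± 0.60, Il9 5.63 ± 0.43, Il15 3.66 ± 0.79 and Il21 3.62 ± 0.21 (SD, n = 3). The highest group means were 4.61 for Il2, 5.67 for Il4, 6.14 for Il9 and 5.67 for Il21. All stayed under 7.67, the background level, which is the 95th percentile over 36 genes of other tissues such as liver, pancreas and retina. Within this low range Il4 had a change of 1.74 with IL-2 (SE 0.75, limma adjusted p = 0.676, 0.0181 with the replicates as a block, 0.0259 after quantile normalization), and Il21 one of 2.06 with IL-21 (SE 0.46, adjusted p = 0.0569, 0.00212 with the block, 0.0214 after quantile normalization). The arrays carry no detection calls, so a level under the background level is taken as not above it and not as absent.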

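Il2ra (probe set 1420692_at) encodes CD25, the alpha chain of the high-affinity IL-2 receptor, and had a level of 8.32 ± 0.78 in media control. It rose by 3.24 with IL-2, 3.17 with IL-4, 2.74 with IL-7 and 3.24 with IL-21 (SE 0.41, limma adjusted p = 8.2e-04, 0.00144, 0.0103 and 3.3e-04), and after quantile normalization by 3.14, 2.67, 2.24 and 2.74 (SE 0.22, adjusted p = 9.0e-07, 5.2e-06, 3.5e-04 and 2.0e-06). Il4ra, the IL-4 receptor alpha chain, had a change of 2.48 with IL-4 (SE 0.78, limma adjusted p = 0.308), which passed with the replicates as a block (adjusted p = 1.7e-04) and after quantile normalization, at 1.98 (SE 0.42, adjusted p = 0.00734). Il21r, the IL-21 receptor, had changes of 1.47 with IL-4 and 1.83 with IL-21 (SE 0.48, limma adjusted p = 0.344 and 0.147). Both passed with the block (adjusted p = 0.00612 and 4.4e-04) and were 0.97 and 1.33 (SE 0.18, adjusted p = 0.00297 and 2.5e-04) after quantile normalization. Il7r, the IL-7 receptor alpha chain, had a change of -0.37 with IL-7 (SE 0.63, limma adjusted p = 0.754). Il2ra with IL-7 lost its call without IL-7 replicate 1, 2 or 3 (adjusted p = 0.0827, 0.0745 and 0.11).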

In the case of IL-2, IL-4 and IL-21, exposure to those cytokines induced transcriptional up-regulation of their corresponding receptors, potentially supporting a positive feedback loop for signaling by these cytokines. However, at the protein level, evidence of positive feedback was only observed for the IL-2 receptor, CD25. Consistent with previous reports about recently-activated CD8^+^ T cells, the transcriptomic data indicated that the IL-9 receptor, CD129, was not substantially expressed in any of the conditions tested, and that the IL-15 receptor, CD215, was expressed at a significantly lower level than the other γc cytokine receptors. 

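Il9r, the IL-9 receptor (CD129), had levels of 3.28 ± 0.64 in media control, 3.27 ± 0.63 with IL-2, 3.70 ± 0.09 with IL-4, 3.76 ± 0.16 with IL-7, 3.18 ± 0.54 with IL-15 and 3.78 ± 0.21 with IL-21, each under the background level. Il15ra, the IL-15 receptor alpha chain (CD215, probe set 1448681_at), had levels of 7.64 ± 1.09 in media control and 7.57 ± 1.02 with IL-15, at the background level, and of 8.34 ± 0.17 with IL-4, 8.16 ± 0.16 with IL-7 and 8.21 ± 0.24 with IL-21. After quantile normalization its mean in media control was 7.90 against a background level of 7.66. No change of Il15ra passed (limma adjusted p 0.66 or higher, 0.405 or higher after quantile normalization). Signals of different probe sets depend on the probes as well as on the transcript, so the level of Il15ra was compared with the background level and not with the other receptors.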

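No gene passed the limma test with IL-15, in the fit, with the replicates as a block or after quantile normalization (12, 54 and 391 genes at an unadjusted p under 0.05 in the 3 fits). Each of these counts is below what chance alone gives among 18219 genes, so the lack of calls does not show that there was no response. Quantile normalization and the block together left none passing either, with 1567 genes at an unadjusted p under 0.05 and a lowest adjusted p of 0.159. Bnip3, a hypoxia-inducible regulator of mitophagy, had a change of 1.39 (SE 0.68, adjusted p = 1), and hexokinase 2 (Hk2), which opens glycolysis, one of 1.15 (SE 0.62, adjusted p = 1). Granzyme B (Gzmb) had a change of 1.13 (SE 0.39, adjusted p = 1) and the integrin gene Itgae one of -1.35 (SE 0.87, adjusted p = 1). After quantile normalization 3 gene lists had mean changes of 0.70 (SE 0.23, fry adjusted p = 0.0451) for the hypoxia response, 0.40 (SE 0.23, adjusted p = 0.0472) for cholesterol synthesis and 0.36 (SE 0.13, adjusted p = 0.0472) for STAT5 targets. These 3 lists did not pass on the values as deposited (adjusted p = 0.542, 0.666 and 0.686), and they did in the normalized values with an estimated correlation in camera (adjusted p = 0.0265, 0.0292 and 0.0233). The B cell marker list, which includes Cd79a, had a mean change of -0.27 (SE 0.08, adjusted p = 0.0071) after quantile normalization.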

In this study, IL-15 did not induce dramatic changes in any of the assessed parameters, a finding which contrasts with those of several other studies investigating the impact of IL-15 on CD8^+^ T cells [15]–[19]. The low expression levels of the IL-15 receptor in this particular CD8^+^ T cell population may account for the muted effect of IL-15 treatment, relative to the other γc cytokines.

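The IL-15 receptor is built from 3 chains, of which Il2rb and Il2rg are shared with the IL-2 receptor. Il2rb had levels of 11.04 ± 1.06 in media control and 11.16 ± 1.17 with IL-15, and Il2rg, the common gamma chain, levels of 12.65 ± 0.53 and 12.48 ± 0.62 (SD, n = 3). Both lie well over the background level. With IL-2 the change of Il2rg was -1.11 (SE 0.38, limma adjusted p = 0.382), which passed after quantile normalization (-1.16, adjusted p = 0.00657). Il2ra, which is not part of the IL-15 receptor, was higher with IL-2 than with IL-15, at 2.72 for IL-2 minus IL-15 (SE 0.41, adjusted p = 0.00942). On the values as deposited 10 genes were higher and 11 lower with IL-2 than with IL-15 (limma). With IL-7 against IL-15, 0 were higher and 0 lower, and 199 had an unadjusted p under 0.05. The numbers after quantile normalization were 776 and 796, and 2 and 0 (815 at an unadjusted p under 0.05), so they depend on the normalization. With the replicates as a block they were 140 and 154, and 14 and 0 on the values as deposited, and 2101 and 1988, and 43 and 10 after quantile normalization.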

**Figure 4:**
**Differential changes in the functional polarization of CD8**^**+**^**T cells induced by each γc cytokine. A-E)** Genes are grouped into functional clusters reflecting distinct biological processes associated with CD8^+^ T cells. Functional clusters each contain multiple genes, which are represented as individual dots. Up-regulation (red) and down-regulation (blue) of gene expression are represented by color, and the amplitude of the change is represented by the size of the point. Values represent the mean of three biological replicates. Lines connecting genes represent putative gene-gene interactions, as defined by the Reactome FI database. Annotation of each cluster is based on a combination of a literature meta-study and the GO annotation database. Complete gene cluster, transcriptomic data and probe information is included in Additional file 3: Table S2. **F)** 3-dimensional bubble chart illustrating the distribution of all biological replicate from each experimental condition along three functional axes: pro-survival vs pro-apoptotic, peripheral homing vs central homing, and Tc1/Th1 vs Tc2/Th2 polarization.

A survey of genes associated with the regulation of cell survival highlighted a clear shift towards a pro-survival phenotype in all of the γc treatment groups, although this shift was most robust in the IL-2 group. 

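Of the 19 genes of the pro-survival cluster, 1 was higher and none was lower with IL-2 (5 and 0 adjusted over the list alone), and the members higher numbered 2 with IL-4, 1 with IL-7 and 2 with IL-21 (limma; 6, 4 and 4 adjusted over the list alone). Il2ra was among them with each of the 4, and Bcl2 with IL-4. With IL-21 Tnfrsf22, a decoy receptor for TRAIL, rose by 2.27 (SE 0.44, adjusted p = 0.0178). After quantile normalization the members higher numbered 8 with IL-2, 7 with IL-4, 4 with IL-7 and 5 with IL-21 (9, 8, 5 and 5 adjusted over the list alone), and 1 was lower with IL-4 (1 over the list alone). They included Fcmr, an inhibitor of Fas-induced apoptosis, at 1.99 with IL-2 (adjusted p = 0.0326). Of the 46 genes of the pro-apoptotic cluster, none was higher and 2 were lower with IL-2 (0 and 2 adjusted over the list alone), and none was higher and 1 was lower with IL-21 (1 and 1 adjusted over the list alone). In the quantile normalized values the members higher and lower numbered 3 and 8 with IL-2, 2 and 5 with IL-4 and 1 and 4 with IL-21 (3 and 8, 3 and 6, and 5 and 4 adjusted over the list alone). Bmf, a BH3-only initiator of apoptosis, was lower in each (-1.38, -1.84 and -1.32, adjusted p = 0.00769, 0.00192 and 0.0201), and Casp6, an executioner caspase, was higher with IL-4 at 1.57 (adjusted p = 1.1e-04). B cell markers moved as well, with a mean change with IL-2 of -0.69 (SE 0.07, fry adjusted p = 3.2e-06) after quantile normalization. Tnfrsf22 with IL-21 lost its call without media control replicate 3 or IL-21 replicate 1, 2 or 3 (adjusted p = 0.0783, 0.0683, 0.0963 and 0.122).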

Notably, the apoptosis facilitators Bim, Caspase-2 and Dapl1 were notably down-regulated in the IL-2 treatment group, while the apoptosis inhibitors BCL2, BCL-XL, and Bnip3 were up-regulated in each treatment group, with the greatest increase observed in the IL-2 and IL-4 groups.

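Bcl2l11 (probe set 1456005_a_at) encodes Bim, a BH3-only protein that starts mitochondrial apoptosis, and fell by 2.63 with IL-2 (SE 0.46, limma adjusted p = 0.0144). Dapl1, a death-associated protein-like gene of resting T cells, was lower with IL-2 and with IL-21, at -2.59 with IL-2 and -2.60 with IL-21 (SE 0.44, adjusted p = 0.0124 and 0.00628). Casp2, an initiator caspase, had a change of -0.60 with IL-2 (SE 0.67, adjusted p = 1), which passed with quantile normalization and the replicates as a block together. The apoptosis inhibitor Bcl2 had changes of 2.41 with IL-4, 1.80 with IL-2, 2.24 with IL-7 and 0.54 with IL-21 (SE 0.41, adjusted p = 0.0111, 0.0712, 0.0618 and 0.679), of which those with IL-2 and IL-7 passed with the replicates as a block (adjusted p = 7.4e-04 and 2.0e-04). Bcl2l1, which encodes BCL-XL, had changes of 1.32 with IL-2, 1.22 with IL-4, 1.19 with IL-7 and 0.29 with IL-21 (SE 0.44, adjusted p = 0.333, 0.424, 0.728 and 0.707), of which those with IL-2 and IL-4 passed with the block (adjusted p = 0.0172 and 0.0313). Bnip3, a BH3-type protein of mitophagy, had changes of 2.36 with IL-2, 2.62 with IL-4, 2.42 with IL-7 and 2.11 with IL-21 (SE 0.68, adjusted p = 0.223, 0.152, 0.615 and 0.366), and all 4 passed with the block (adjusted p = 4.5e-04, 1.4e-04, 0.00137 and 0.00165). After quantile normalization the Bcl2 changes with IL-2, IL-4, IL-7 and IL-21 were 1.72, 1.95, 1.78 and 0.06 (SE 0.26, adjusted p = 3.6e-04, 2.5e-04, 0.00464 and 0.941), and those of Bcl2l1 1.26, 0.71, 0.65 and -0.20 (SE 0.19, adjusted p = 3.1e-04, 0.0264, 0.0971 and 0.678). Bcl2l11 with IL-2 lost its call without media control replicate 1 or 2 (adjusted p = 0.0512 and 0.0829), Dapl1 with IL-2 without media control replicate 2 or IL-2 replicate 2 (adjusted p = 0.0705 and 0.0521), Dapl1 with IL-21 without IL-21 replicate 2 (adjusted p = 0.0727) and Bcl2 with IL-4 without IL-4 replicate 1 or 2 (adjusted p = 0.0559 and 0.111).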

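Tnfrsf4, Tnfrsf9 and Tnfrsf18 encode receptors of the TNFR family that co-stimulate T cells. Tnfrsf4 (probe set 1420351_at), which encodes OX40, rose by 2.47 with IL-2 and 2.65 with IL-4 (SE 0.46, limma adjusted p = 0.0173 and 0.0111), and its changes of 1.80 with IL-7 and 1.77 with IL-21 passed with the replicates as a block (adjusted p = 0.00658 and 0.00208). Tnfrsf9, which encodes 4-1BB, had changes of 1.87 with IL-2, 1.73 with IL-4, 1.44 with IL-7 and 1.74 with IL-21 (SE 0.64, adjusted p = 0.379, 0.47, 0.728 and 0.577), and each passed with the block (adjusted p = 4.7e-04, 0.00144, 0.0251 and 0.00114). Tnfrsf18, which encodes GITR, had changes of 1.51 with IL-2, 1.82 with IL-4, 1.26 with IL-7 and 1.04 with IL-21 (SE 0.41, adjusted p = 0.16, 0.0674, 0.728 and 0.648), and those with IL-2 and IL-4 passed with the block (adjusted p = 0.00554 and 8.7e-04). With IL-15 the 3 changes were 0.15, 0.11 and 0.09 (adjusted p = 1 for each). After quantile normalization Tnfrsf4 had changes of 2.37, 2.17, 1.30 and 1.27 (SE 0.23, adjusted p = 9.8e-06, 3.2e-05, 0.0106 and 0.00233) with IL-2, IL-4, IL-7 and IL-21, and Tnfrsf18 had changes of 1.40, 1.37, 0.81 and 0.56 (SE 0.13, adjusted p = 9.4e-06, 1.6e-05, 0.00831 and 0.0149). Tnfrsf4 with IL-2 lost its call without media control replicate 2 or IL-2 replicate 1 or 2 (adjusted p = 0.0705, 0.11 and 0.108) and Tnfrsf4 with IL-4 without IL-4 replicate 2 or 3 (adjusted p = 0.105 and 0.057).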

The transcriptional profile of T cell co-stimulatory receptors was largely consistent with the changes observed by flow cytometry, with 4-1BB, OX40, GITR all up-regulated by each γc cytokine and the most robust responses observed in the IL-2 treatment group. In contrast to the TNFR family co-stimulatory receptors, expression of the co-repressive receptors BTLA-4 and CD160 trended down in each treatment group, while expression of CTLA-4 remained stable. 

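Btla, an inhibitory receptor that binds HVEM, had changes of -0.93 with IL-2, -1.69 with IL-4, 0.27 with IL-7 and 0.38 with IL-21 (SE 0.44, limma adjusted p = 0.818, 0.155, 0.743 and 0.679). The change with IL-4 passed with the replicates as a block (adjusted p = 0.00897) and was -2.17 after quantile normalization (adjusted p = 0.013). Cd160, another receptor for HVEM, had changes of -1.75 with IL-2, -0.65 with IL-4, -0.13 with IL-7 and 0.09 with IL-21 (SE 0.46, adjusted p = 0.137, 0.66, 0.863 and 0.905), of which that with IL-2 passed with the block (adjusted p = 0.00408). Quantile normalization gave -1.81, -1.17, -0.66 and -0.43 (SE 0.17, adjusted p = 8.6e-06, 4.1e-04, 0.0621 and 0.174). For Ctla4, the inhibitory receptor for CD80 and CD86, the change did not pass with any cytokine, the values being 0.20, 0.26, 0.36, 0.03 and 0.16 with the cytokines in the order of their numbers (SE 0.39), and 0.07, -0.22, -0.11, -0.03 and -0.32 after quantile normalization. With IL-15 Btla had a change of 0.00 and Cd160 one of -0.03 (adjusted p = 1 for both). Over the 11 genes of the co-repressive cluster the mean change was -0.44 (SE 0.58, fry adjusted p = 0.841) with IL-2 and 0.83 (SE 0.45, adjusted p = 0.424) with IL-21, and after quantile normalization -0.47 (SE 0.13, adjusted p = 6.2e-04) and 0.36 (SE 0.10, adjusted p = 0.0275). With IL-4, IL-7 and IL-15 it was 0.16, 0.27 and -0.04 as deposited (adjusted p = 0.98, 0.897 and 0.98) and -0.32, -0.23 and -0.06 after quantile normalization (adjusted p = 0.0377, 0.0368 and 0.689), so that the values with IL-4 and IL-7 turned negative and passed. With an estimated correlation the normalized means did not pass (adjusted p = 0.163, 0.31, 0.212 and 0.491 with IL-2, IL-4, IL-7 and IL-21).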

Expression of both PD-1 and TIM-3 were uniquely elevated in the IL-21 treatment group.

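Havcr2 (probe set 1451584_at), which encodes the inhibitory receptor TIM-3, rose from 4.28 ± 0.88 in media control, under the background level, to 8.64 ± 0.44 with IL-21, a change of 4.36 (SE 0.56, limma adjusted p = 4.2e-04) whose size is not exact, as the control is not above background. With IL-4 the change was 2.28 (adjusted p = 0.12), which passed with the replicates as a block (adjusted p = 1.4e-04) and after quantile normalization (1.88, adjusted p = 0.00133). Havcr2 was higher with IL-21 than with IL-2, IL-7 and IL-15, with -3.49 for IL-2 minus IL-21 (SE 0.56, adjusted p = 0.00457), -3.58 for IL-7 minus IL-21 (SE 0.56, adjusted p = 0.00551) and -4.27 for IL-15 minus IL-21 (SE 0.56, adjusted p = 8.3e-04). Pdcd1, which encodes PD-1, had a change of 1.27 with IL-21 (SE 0.33, adjusted p = 0.13) and passed with the block (adjusted p = 0.0263), not after quantile normalization (0.77, adjusted p = 0.25). Between cytokines it was lower with IL-2 and IL-4 than with IL-21, with -1.66 for IL-2 minus IL-21 (SE 0.33, adjusted p = 0.0278) and -1.60 for IL-4 minus IL-21 (SE 0.33, adjusted p = 0.0371). Its values with IL-7 and IL-15 were 0.29 and -0.08 (adjusted p = 0.728 and 1).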

Transcriptional profiling of the granzyme family of cytotoxic effector proteins revealed distinct expression profiles in each treatment group that may reflect a divergence in the specificity and capacity of cytotoxic function. 

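The 19 genes of the cytotoxic effector cluster hold the granzymes, perforin, Fas ligand and their regulators. The members higher numbered 2 with IL-2, 4 with IL-4, 1 with IL-7 and 6 with IL-21, and 1 was lower with IL-4 (limma, adjusted p under 0.05). Adjusted over the list alone, 4, 5, 3 and 10 were higher in this order and 1 lower with IL-4. Fasl, the ligand that triggers Fas, rose by 1.85 with IL-4 and 1.65 with IL-21 (SE 0.36, adjusted p = 0.0269 and 0.0446). Klrk1, which encodes the activating receptor NKG2D, fell by 2.62 with IL-4 (SE 0.46, adjusted p = 0.013). Fasl with IL-4 lost its call without media control replicate 1 or 3 or IL-4 replicate 2 or 3 (adjusted p = 0.061, 0.0975, 0.214 and 0.159), Fasl with IL-21 without media control replicate 1, 2 or 3 or IL-21 replicate 1, 2 or 3 (adjusted p = 0.0864, 0.0653, 0.206, 0.18, 0.309 and 0.0988) and Klrk1 with IL-4 without media control replicate 1 or 2 or IL-4 replicate 1 or 2 (adjusted p = 0.0549, 0.0575, 0.0571 and 0.12).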

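Gzmb (probe set 1419060_at), the granzyme that activates caspases in target cells, rose by 2.50 with IL-2, 2.52 with IL-4, 2.27 with IL-7 and 2.73 with IL-21 (SE 0.39, limma adjusted p = 0.00721, 0.0043, 0.0384 and 0.00106). After quantile normalization the 4 values were 2.36, 2.19, 1.94 and 2.42 (SE 0.21, adjusted p = 5.8e-06, 1.6e-05, 6.6e-04 and 3.8e-06). Its level was 12.18 ± 1.01 in media control, 14.69 ± 0.20 with IL-2 and 14.92 ± 0.05 with IL-21 (SD, n = 3), and no difference between IL-2, IL-4, IL-7 and IL-21 passed (IL-2 minus IL-21 -0.23, adjusted p = 0.728). The levels with these 4 lie near the top of the scale, which ends at about 15, so their order and the lack of a difference may reflect saturation. For the same reason the sizes of the changes from media control are not exact. Gzma, a granzyme that cleaves without caspases, rose by 5.27 with IL-4 and 5.60 with IL-21 (SE 0.73, adjusted p = 0.00193 and 4.2e-04), against 0.12 with IL-2 and 0.03 with IL-7 (adjusted p = 1 and 0.979). The difference itself passed, with -5.15 for IL-2 minus IL-4 (SE 0.73, adjusted p = 0.00375) and -5.48 for IL-2 minus IL-21 (SE 0.73, adjusted p = 7.9e-04). Gzmc, of the same gene cluster as Gzmb, had changes of 2.35 with IL-4 and 1.95 with IL-21 (SE 0.52, adjusted p = 0.0625 and 0.148), which passed with the replicates as a block (adjusted p = 9.6e-05 and 8.3e-04) and after quantile normalization, at 1.93 and 1.54 (SE 0.38, adjusted p = 0.00404 and 0.0199). With IL-2 and IL-7 Gzmc had changes of 0.65 and 1.23 (adjusted p = 1 and 0.728). Gzmb with IL-7 lost its call without media control replicate 2 or 3 or IL-7 replicate 1, 2 or 3 (adjusted p = 0.0821, 0.07, 0.239, 0.185 and 0.246).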

Expression of granzyme B, while highest in the IL-2 treatment group was up-regulated in response to all the γc cytokines, while granzymes A and C were elevated primarily in response to IL-4 and IL-21. Meanwhile the up-regulation of granzyme D, granzyme K and perforin was restricted to the IL-21 group. 

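Prf1 (probe set 1451862_a_at), the pore-forming protein perforin, rose by 4.58 with IL-21 (SE 0.51, limma adjusted p = 1.6e-04) and Gzmk, a granzyme of memory CD8+ T cells, by 2.86 (SE 0.46, adjusted p = 0.00369). Both were higher than with IL-2, IL-4, IL-7 and IL-15. The differences for Prf1 were -3.05 for IL-2 minus IL-21 (SE 0.51, adjusted p = 0.006) and -3.96 for IL-7 minus IL-21 (SE 0.51, adjusted p = 8.2e-04), and for Gzmk -3.25 for IL-4 minus IL-21 (SE 0.46, adjusted p = 0.00148) and -2.56 for IL-15 minus IL-21 (SE 0.46, adjusted p = 0.0139). Gzmd had a change of 4.03 with IL-21 (SE 1.03, adjusted p = 0.125), which passed with the replicates as a block (adjusted p = 1.4e-07) and after quantile normalization (3.67, adjusted p = 0.0303), from 2.82 ± 0.91 to 6.85 ± 1.78, and both means lie under the background level, so the size is not exact. Prf1 had a change of 1.52 with IL-2 (adjusted p = 0.35), which passed with the block (adjusted p = 0.0113) and after quantile normalization (1.46, adjusted p = 1.1e-04). Its values with IL-4 and IL-7 were 1.05 and 0.62 (adjusted p = 0.66 and 0.728).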

Parallel to these observations, the expression of two primary transcription factors that support T cell cytotoxic function, PRDM1 (Blimp1) and T-bet, closely mirrored changes observed in granzyme expression. 

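Prdm1 (probe set 1420425_at), which encodes the transcriptional repressor Blimp1, rose by 2.45 with IL-2, 2.45 with IL-4 and 4.13 with IL-21 (SE 0.49, limma adjusted p = 0.0318, 0.0337 and 2.2e-04), and its change of 1.93 with IL-7 passed with the replicates as a block (adjusted p = 8.8e-04). Its change with IL-15 was 0.79 (SE 0.49, adjusted p = 1). Quantile normalization gave changes with IL-2, IL-4, IL-7 and IL-21 of 2.46, 2.02, 1.44 and 3.70 (SE 0.32, adjusted p = 1.2e-04, 9.7e-04, 0.0341 and 4.2e-06). Tbx21, which encodes T-bet, had a change of 1.43 with IL-21 (SE 0.68, adjusted p = 0.679) that passed with the block (adjusted p = 0.0424) and not after quantile normalization (0.91, adjusted p = 0.0893). Its values with IL-2, IL-4, IL-7 and IL-15 were 0.08, 1.09, 0.85 and 0.23 (adjusted p = 1, 0.66, 0.728 and 1). Prdm1 with IL-2 lost its call without media control replicate 1, 2 or 3 or IL-2 replicate 1 or 2 (adjusted p = 0.0808, 0.0705, 0.0638, 0.18 and 0.195) and Prdm1 with IL-4 without media control replicate 1 or 3 or IL-4 replicate 1, 2 or 3 (adjusted p = 0.0707, 0.131, 0.0969, 0.282 and 0.096).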

Interestingly, the expression profile of PRDM1 largely matched that of granzyme B, while the profile of T-bet matched that of granzymes A and C. This correlation may be indicative of a direct connection between the expression of these particular transcription factors and cytotoxic effector genes.

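Prdm1, the gene of Blimp1, was higher with IL-21 than with IL-15, at -3.35 for IL-15 minus IL-21 (SE 0.49, adjusted p = 0.00225). The same contrast for Gzmb was -1.61 for IL-15 minus IL-21 (SE 0.39, adjusted p = 0.123), and it passed with the replicates as a block (adjusted p = 0.00704) and after quantile normalization (-1.45, adjusted p = 6.5e-04). For IL-2 minus IL-21 quantile normalization gave -1.24 for Prdm1 (adjusted p = 0.03) and -0.06 for Gzmb (adjusted p = 0.927). The Gzmb levels with both lie near the top of the scale, so saturation may hide a difference. Gzma differed between IL-4 and IL-7 by 5.24 (adjusted p = 0.00699), against 0.24 for Tbx21 (adjusted p = 1) and 1.12 for Gzmc (adjusted p = 1). No contrast of Tbx21 between cytokines passed, before or after quantile normalization, while with the block after it IL-2, IL-7 and IL-15 differed from IL-21 (adjusted p = 7.0e-04, 0.0253 and 0.00569) and IL-2 from IL-4 (adjusted p = 0.0326).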

The γc cytokines also induced distinct changes in the expression of genes associated with intercellular adhesion and chemotaxis. 

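Xcl1, a chemokine that attracts dendritic cells, was lower with IL-2, IL-4 and IL-21, at -3.95 with IL-2, -2.67 with IL-4 and -2.47 with IL-21 (SE 0.50, limma adjusted p = 8.2e-04, 0.0243 and 0.0282). Cdh1, which encodes E-cadherin, a ligand of the integrin CD103, rose by 3.77 with IL-4 (SE 0.47, adjusted p = 9.7e-04). Klf2, a transcription factor that maintains homing and egress receptors, was lower with IL-2 and IL-4, at -3.38 with IL-2 and -3.13 with IL-4 (SE 0.64, adjusted p = 0.02 and 0.034), and S1pr1, the receptor for egress from lymph nodes, had a change of -2.91 with IL-2 (SE 0.73, adjusted p = 0.108), which quantile normalization gave as -2.94 (adjusted p = 4.8e-04). Cxcr3, a receptor for interferon-induced chemokines, had changes of -2.24 with IL-2, -1.41 with IL-4 and -0.76 with IL-21 (SE 0.53, adjusted p = 0.0798, 0.471 and 0.679), and after quantile normalization -2.29, -1.90 and -1.24 (SE 0.23, adjusted p = 1.6e-05, 1.1e-04 and 0.00357). Cxcr5, which guides cells to B cell follicles, had changes of -1.99 with IL-2, -2.45 with IL-4, -1.19 with IL-7 and -1.43 with IL-21 (SE 0.55, adjusted p = 0.172, 0.0638, 0.728 and 0.608), and after quantile normalization -2.01, -2.95, -1.70 and -1.95 (SE 0.29, adjusted p = 2.6e-04, 2.2e-05, 0.0106 and 6.0e-04) in the same order. Xcl1 with IL-4 lost its call without media control replicate 1 or 2 or IL-4 replicate 1, 2 or 3 (adjusted p = 0.0727, 0.103, 0.0578, 0.214 and 0.0594), Xcl1 with IL-21 without media control replicate 1 or 2 or IL-21 replicate 1, 2 or 3 (adjusted p = 0.105, 0.128, 0.163, 0.189 and 0.0609), Klf2 with IL-2 without media control replicate 2 or IL-2 replicate 1 (adjusted p = 0.142 and 0.0717) and Klf2 with IL-4 without media control replicate 1 or 2 or IL-4 replicate 1, 2 or 3 (adjusted p = 0.0684, 0.184, 0.179, 0.214 and 0.128).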

The most striking of these changes was a dramatic down-regulation in all of the γc treatment groups of the alpha-epsilon integrin (CD103), a gene associated with both epithelial localization and suppressive T cell populations. 

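Itgae (probe set 1447541_s_at), which encodes CD103, had a level of 10.18 ± 1.31 in media control and 5.32 ± 0.33 with IL-2 (SD, n = 3). It fell with IL-2 and IL-21, with changes of -4.87 and -3.95 (SE 0.87, limma adjusted p = 0.0149 and 0.0493). With IL-4 and IL-7 its changes were -2.37 and -2.93 (adjusted p = 0.457 and 0.672). These passed with the replicates as a block (adjusted p = 0.017 and 0.00797). Its levels with IL-2, IL-7 and IL-21 lay under the background level of 7.67, so the sizes of the changes with these 3 are not exact. The changes of Itgae with IL-2, IL-4, IL-7 and IL-21 after quantile normalization were -4.91, -2.86, -3.50 and -4.46 (SE 0.65, adjusted p = 1.1e-04, 0.0105, 0.0134 and 4.5e-04), and -1.42 with IL-15 (adjusted p = 1). By the same values, IL-2 and IL-21 differed from IL-15, with -3.50 for IL-2 minus IL-15 (SE 0.65, adjusted p = 0.00294) and 3.04 for IL-15 minus IL-21 (SE 0.65, adjusted p = 0.0131). Itgae with IL-2 lost its call without media control replicate 2 or IL-2 replicate 1 or 2 (adjusted p = 0.112, 0.0644 and 0.0583) and Itgae with IL-21 without media control replicate 1 or 2 or IL-21 replicate 1, 2 or 3 (adjusted p = 0.106, 0.218, 0.212, 0.212 and 0.174).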

Several receptors associated with central homing, including CD62L and CCR7 were also generally down-regulated by γc treatment. 

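Ccr7, the receptor for lymph node chemokines, had changes of -1.61 with IL-2, -1.29 with IL-4, -0.14 with IL-7 and -0.84 with IL-21 (SE 0.45, limma adjusted p = 0.192, 0.411, 0.846 and 0.679). Those with IL-2 and IL-4 passed with the replicates as a block (adjusted p = 0.00219 and 0.0186). After quantile normalization they were -1.66, -1.77, -0.60 and -1.31 (SE 0.26, adjusted p = 4.8e-04, 5.8e-04, 0.312 and 0.00602) in the same order. Naive and memory quiescence genes, a list of 27 with Klf2, Tcf7 and Lef1, had a mean change with IL-2 of -1.89 (SE 0.66, fry adjusted p = 0.0718), which passed with the block (adjusted p = 0.0129) and, with an estimated correlation, only after quantile normalization (adjusted p = 0.0923 as deposited and 0.0195 after it). Of these 27 genes, none was higher and 6 were lower with IL-2 (0 and 20 adjusted over the list alone).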

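Ccr2 (probe set 1421186_at), a receptor for monocyte chemoattractant proteins, rose from 4.73 ± 1.22 in media control, under the background level, to 9.23 ± 0.43 with IL-21 (SD, n = 3). The change was 4.50 (SE 0.55, limma adjusted p = 2.2e-04), and after quantile normalization 4.11 (adjusted p = 1.6e-07). Its size is not exact, as the control is not above background. With IL-2, IL-4, IL-7 and IL-15 the changes were -0.18, 0.37, 0.73 and 0.49 (adjusted p = 1, 0.699, 0.728 and 1).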

With respect to peripheral homing, a striking difference was observed between the IL-21 group and the other γc cytokines, with IL-21 inducing the substantial up-regulation of CCR2 and CCR5, both of which are chemokine receptors that help lymphocytes migrate towards sites of inflammation.

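STAT5, STAT3 and STAT6 transmit the signals of these cytokines, and lists of their target genes were tested. The 18 STAT5 targets, with Cish, Pim1 and Il2ra, had a mean change of 2.26 (SE 0.76, fry adjusted p = 0.0289) with IL-2, 2.12 (SE 0.57, adjusted p = 0.0289) with IL-4 and 1.97 (SE 0.55, adjusted p = 0.0289) with IL-7. Of the 18, 6 were higher and none was lower with IL-2 (15 and 0 adjusted over the list alone), 8 were higher and none was lower with IL-4 (15 and 0 adjusted over the list alone), and 3 were higher and none was lower with IL-7 (15 and 0 adjusted over the list alone). The 20 STAT3 targets, with Socs3, Bcl3 and Il10, had a mean change of 2.28 (SE 0.61, adjusted p = 0.0289) with IL-21. Of these, 5 were higher and none was lower with IL-21 (14 and 0 adjusted over the list alone). The 13 STAT6 targets, with Gata3 and Il4ra, had a mean change of 2.17 (SE 0.53, adjusted p = 0.0392) with IL-4, and 4 were higher and none was lower with IL-4 (9 and 0 adjusted over the list alone). The means with IL-4, IL-7 and IL-21 include the shift over all genes. After quantile normalization the STAT5 list had levels of 9.04 in media control, 11.23 with IL-2, 10.69 with IL-4 and 10.52 with IL-7, highest with IL-2. The STAT3 list then went from 7.73 to 9.55 with IL-21 and the STAT6 list from 7.66 to 9.37 with IL-4. None of these 5 calls held with an estimated correlation (adjusted p = 0.0745, 0.103, 0.0745, 0.0923 and 0.12 in the order given), a test of the list against the other genes, and each of the 5 held with one after quantile normalization (adjusted p = 0.00225, 0.0056, 0.00225, 0.00225 and 0.00828). Each call was also lost when single arrays were left out. For STAT5 this was with IL-2 without media control replicate 3 or IL-2 replicate 1 or 2 (adjusted p = 0.0943, 0.0552 and 0.0598), with IL-4 without media control replicate 3 or IL-4 replicate 1, 2 or 3 (adjusted p = 0.146, 0.0506, 0.09 and 0.0508) and with IL-7 without media control replicate 3 or IL-7 replicate 1, 2 or 3 (adjusted p = 0.172, 0.0867, 0.0984 and 0.0701). STAT3 with IL-21 lost it without media control replicate 3 or IL-21 replicate 1 or 2 (adjusted p = 0.172, 0.0637 and 0.0718) and STAT6 with IL-4 without media control replicate 3 or IL-4 replicate 1, 2 or 3 (adjusted p = 0.242, 0.0522, 0.09 and 0.0508). A fit on the 6 arrays compared gave adjusted p = 0.468 for each of the 5, and 1 of the 5 ceased to pass when genes with a mean under 6 were removed. The lists overlap, since Il4ra, Socs1 and Nfil3 stand in more than 1, so their calls are not independent and do not tell 1 STAT from another. Gata3 and Il4ra, the genes named for the STAT6 list, did not pass singly with IL-4 in limma on the deposited values. Nfil3, a basic leucine zipper transcription factor, rose by 3.35 with IL-2 and 4.55 with IL-4 (SE 0.62, limma adjusted p = 0.0173 and 0.00183), and Lif, a cytokine of the IL-6 family, by 3.31 with IL-2 and 3.01 with IL-4 (SE 0.44, adjusted p = 0.0012 and 0.00311). Cebpd, a transcription factor on the STAT3 list, rose by 3.67 (SE 0.50, adjusted p = 7.7e-04) with IL-21. After quantile normalization the STAT5 list also passed with IL-21 at 0.94 (SE 0.10, fry adjusted p = 9.2e-05), the STAT3 list with IL-4 at 0.73 (SE 0.22, adjusted p = 3.7e-04) and the STAT6 list with IL-2 at 1.23 (SE 0.22, adjusted p = 2.3e-05) (adjusted p = 0.0365, 0.0512 and 0.0452 with an estimated correlation). On the deposited values these 3 shifts passed in fry with the replicates as a block (adjusted p = 0.0147, 0.0243 and 0.0272). With an estimated correlation on those values they did not (adjusted p = 0.299, 0.423 and 0.223). Nfil3 with IL-2 lost its call without IL-2 replicate 1 or 2 (adjusted p = 0.0974 and 0.105).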

A comparison of genes associated with intracellular signaling and transcriptional regulation identified several striking differences in how each treatment modulates intracellular signal transduction. The suppressor of cytokine signaling (SOCs) proteins are negative feedback regulators of JAK/STAT signaling and their transcriptional regulation can be a useful indicator of pathway activation. 

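Socs2 (probe set 1449109_at), an inhibitor of receptor signalling induced by STAT5, rose by 4.05 with IL-2, 2.43 with IL-4 and 3.67 with IL-7 (SE 0.49, limma adjusted p = 6.7e-04, 0.0337 and 0.00422). With IL-15 and IL-21 its changes were 1.06 and 1.34 (adjusted p = 1 and 0.56). Its level was 6.83 ± 0.87 in media control, 10.88 ± 0.26 with IL-2, 10.50 ± 0.59 with IL-7 and 9.26 ± 0.51 with IL-4 (SD, n = 3). The level in media control lies under the background level of 7.67, so the sizes of the changes from it are not exact. IL-2 exceeded IL-21, at 2.71 for IL-2 minus IL-21 (SE 0.49, adjusted p = 0.013). The contrasts of IL-2 and IL-7 with IL-4 did not pass (1.62, adjusted p = 0.681 for IL-2 minus IL-4, which passed with the replicates as a block, adjusted p = 0.0411, and -1.24, adjusted p = 1 for IL-4 minus IL-7). Quantile normalization gave changes with IL-2, IL-4 and IL-7 of 3.99, 1.95 and 3.18 (SE 0.63, adjusted p = 4.5e-04, 0.0674 and 0.0189), so that the call with IL-4 was lost. Socs2 with IL-4 lost its call without media control replicate 2 or 3 or IL-4 replicate 1, 2 or 3 (adjusted p = 0.134, 0.142, 0.0918, 0.167 and 0.233) and Socs2 with IL-7 without IL-7 replicate 3 (adjusted p = 0.0525).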

SOCS2 was dramatically up-regulated in response to IL-2 and IL-7, and to a lesser extent in the IL-4 group. 

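Socs3 (probe set 1455899_x_at), an inhibitor induced by STAT3, rose by 3.53 with IL-21 (SE 0.67, limma adjusted p = 0.0156). Its change of 1.61 with IL-4 (SE 0.67, adjusted p = 0.577) passed with the replicates as a block (adjusted p = 0.0104) and not after quantile normalization (1.11, adjusted p = 0.106). The values with IL-2, IL-7 and IL-15 were 0.25, 1.08 and 0.14 (adjusted p = 1, 0.728 and 1). IL-21 exceeded IL-2 and IL-15, with -3.28 for IL-2 minus IL-21 (SE 0.67, adjusted p = 0.0319) and -3.39 for IL-15 minus IL-21 (SE 0.67, adjusted p = 0.0274), and after quantile normalization also IL-4, with -1.93 for IL-4 minus IL-21 (SE 0.40, adjusted p = 0.00986). Socs3 with IL-21 lost its call without media control replicate 3 or IL-21 replicate 2 or 3 (adjusted p = 0.0865, 0.123 and 0.0699).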

Meanwhile, SOCS3 was substantially up-regulated in the IL-4 and IL-21 groups, with minimal changes in the others. 

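Socs1 (probe set 1450446_a_at), which inhibits JAK kinases, had changes of 1.25 with IL-2, 2.19 with IL-4, 1.32 with IL-7 and 0.81 with IL-21 (SE 0.54, limma adjusted p = 0.666, 0.113, 0.728 and 0.679). That with IL-4 passed with the replicates as a block (adjusted p = 4.3e-04), and those with IL-2 and IL-4 passed after quantile normalization, at 1.23 and 1.72 (SE 0.38, adjusted p = 0.0383 and 0.00932). Socs6, which lowers signalling of receptor kinases, had changes of 0.72 with IL-2, 0.96 with IL-4, 0.91 with IL-7 and 0.95 with IL-21 (SE 0.63, adjusted p = 1, 0.66, 0.728 and 0.679). After quantile normalization they were 0.73, 0.54, 0.44 and 0.53 (SE 0.22, adjusted p = 0.0353, 0.171, 0.403 and 0.212). For Socs4, Socs5 and Socs7 no change passed in the fit, with the block or after quantile normalization. Their changes after it lay between -0.03 and 0.17 for Socs4, between -0.16 and 0.14 for Socs5 and between -0.44 and -0.09 for Socs7 over the 5 cytokines. With quantile normalization and the block together, Socs7 passed as lower with IL-4, IL-7 and IL-21.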

IL-2, IL-4 and IL-7 all induced moderate up-regulation of SOCS1 and SOCS6, while little change was observed in the expression SOCS4, SOCS5 and SOCS7.

### 2.5 Visualization of transcriptomic data in functionally-related networks illustrates the distinct polarization profile induced by each γc cytokine

To contrast the impact of each γc cytokine on the polarization of distinct CD8^+^ T cell functions, we defined clusters of genes that are directly associated with, or supportive of, specific functions and phenotypes. These gene clusters were assembled by integrating data from publicly available databases with a T cell oriented literature review of genes associated with specific lymphocyte functions. The genes comprising the functional clusters (long-lived/pro-survival, short-lived/pro-apoptosis, peripheral homing, central homing, cytotoxic effectors, co-stimulatory receptors, co-repressive receptors, NK-like markers, Th1/Tc1 markers, Th2/Tc2 markers and markers of suppressive T cells) were overlaid with the transcriptomic data generated in this study (Additional file 3: Table S2). These gene clusters, their corresponding expression data and annotated gene-gene interactions were then visualized in an effort to illustrate how each γc cytokine drives the polarization of recently-activated CD8^+^ T cells in multiple functional dimensions (Figure 4A-E). 

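The 11 clusters were tested with each of the 5 cytokines, in 55 tests. IL-21 raised the NK-like cluster, which holds Ccl3, Ccl4, Ifitm1 and killer lectin-like receptors, with a mean change of 1.81 (SE 0.39, fry adjusted p = 0.0288), and IL-2 lowered the central homing cluster, with Ccr7 and Cxcr5, with a mean change of -1.67 (SE 0.52, adjusted p = 0.0296). These 2 calls were lost with an estimated correlation (adjusted p = 0.0995 and 0.0995, and 0.0568 and 0.0557 after quantile normalization). The NK-like call was also lost without media control replicate 3 (adjusted p = 0.0799), the central homing call without media control replicate 1 or 2 or IL-2 replicate 3 (adjusted p = 0.129, 0.121 and 0.0752), and both in a fit on the 6 arrays compared (adjusted p = 0.472 for each). The fry test asks whether the members of a cluster move one way on balance and does not compare them with other genes. Of the 11 NK-like genes, 4 were higher and none was lower with IL-21 (7 and 0 adjusted over the list alone), and of the 6 central homing genes, none was higher and 2 were lower with IL-2 (0 and 4 adjusted over the list alone). With the replicates as a block, IL-21 also raised the Th1/Tc1 cluster (1.40, adjusted p = 0.0356), the cytotoxic effectors (adjusted p = 0.0107) and the peripheral homing cluster (adjusted p = 0.0395). None of these 3 passed on the values as deposited with an estimated correlation (adjusted p = 0.873, 0.214 and 0.914), and after quantile normalization only the cytotoxic effectors did with one. Of the 26 co-stimulatory genes, 1 was higher and none was lower with IL-2 (3 and 2 adjusted over the list alone), and after quantile normalization 3 were higher and 8 were lower with IL-2 (3 and 10 adjusted over the list alone). Among these Cd27, itself a co-stimulatory receptor in this cluster, had a change of -2.36 with IL-2 after quantile normalization (adjusted p = 1.6e-05). Its direction was opposite to that of Tnfrsf4, Tnfrsf9 and Tnfrsf18, which were higher with IL-2 in these values. That cluster had mean changes of -0.08, 0.40, 0.35, -0.09 and 0.44 with the cytokines in the order of their numbers on the values as deposited (adjusted p = 0.98, 0.861, 0.889, 0.98 and 0.842), and -0.11, -0.05, -0.10, -0.11 and -0.01 after quantile normalization (adjusted p = 0.231, 0.498, 0.231, 0.231 and 0.964), so the sign with IL-4, IL-7 and IL-21 depends on the normalization. In the normalized values with the replicates as a block, its means with IL-2, IL-4, IL-7 and IL-15 passed (fry adjusted p = 0.00108, 0.0266, 0.00613 and 0.016).

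**Figure D3:**
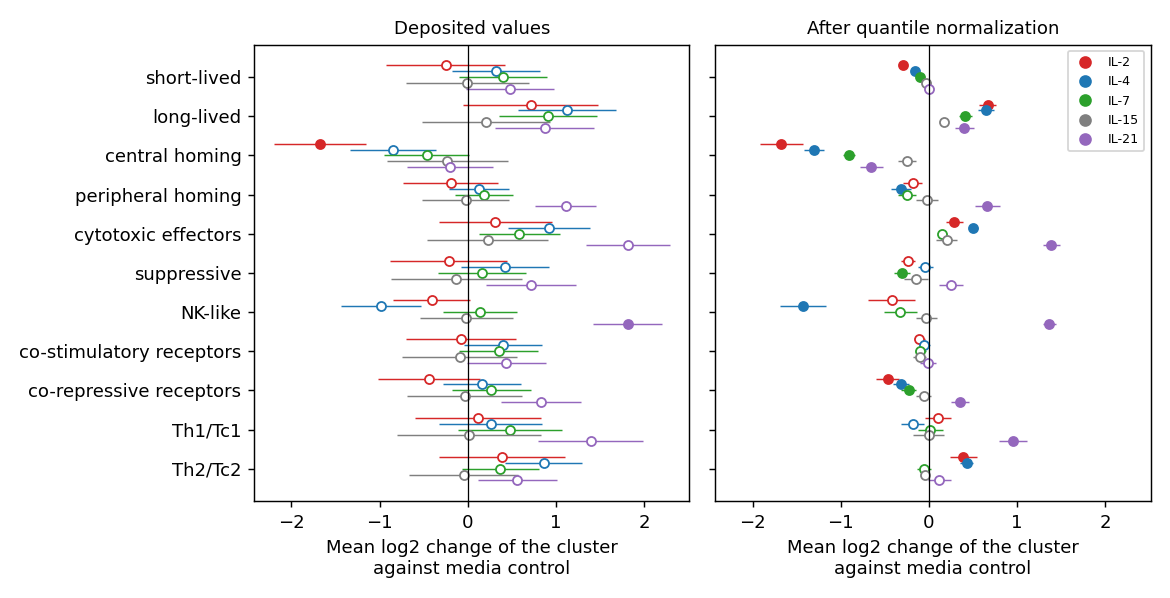
Mean log2 change of each functional cluster (vertical axis: cluster) with each cytokine against media control, with bars of 1 SE, in a panel for the deposited values and a panel after quantile normalization. Filled points have an adjusted p under 0.05 from fry. The NK-like cluster with IL-21 lies at 1.81 and 1.37 in the panels.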

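The 3 axes were computed per array as differences of cluster averages. On the axis of long-lived minus short-lived genes, such as Bcl2 and Bcl2l11, all 3 arrays of every cytokine lay above all 3 arrays of media control. The changes of the means were 0.96 with IL-2, 0.80 with IL-4, 0.51 with IL-7, 0.21 with IL-15 and 0.40 with IL-21 (exact two-sided permutation test, p = 0.1 for each, the smallest p that 3 arrays against 3 allow). Media control lay at -0.07 ± 0.08 and IL-2 at 0.89 ± 0.14 (SD, n = 3). On the axis of peripheral minus central homing, with Ccr4 set against Ccr7, the changes were 1.48 with IL-2, 0.98 with IL-4, 0.65 with IL-7, 0.21 with IL-15 and 1.31 with IL-21. The exact p was 0.3 with IL-15 and 0.1 with the others, and 3 of 3 arrays of every cytokine, IL-15 among them, lay above the control array of the same replicate number (exact sign flips within the 3 pairs, p = 0.25 for each, the smallest they allow). On the axis of Th1/Tc1 minus Th2/Tc2 genes, such as Ifng and Il4, the changes were -0.27 with IL-2, -0.60 with IL-4, 0.11 with IL-7, 0.06 with IL-15 and 0.84 with IL-21, with exact p of 0.2, 0.1, 0.9, 0.7 and 0.1. Without replicates 1, 2 and 3 the value with IL-2 was -0.12, -0.11 and -0.58, that with IL-7 0.17, 0.20 and -0.05, and that with IL-15 0.06, 0.09 and 0.03. With IL-7 the sign turned without replicate 3, and 2 of its 3 arrays lay below the control array of the same number. With IL-21 all 3 arrays lay above the controls on this axis and with IL-4 all 3 lay below. An offset shared by all genes of an array cancels in a difference of averages within it.

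**Figure D4:**
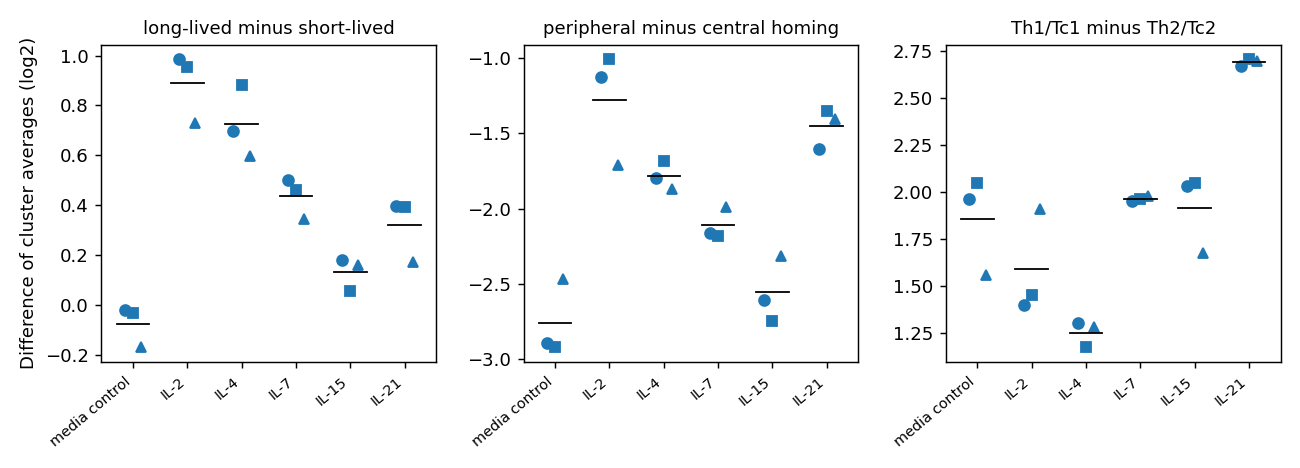
Difference of cluster averages per array (log2 units, vertical axis) for the 3 axes (panels), by treatment group. Points are arrays and lines are group means. On the first axis IL-2 has a mean of 0.89 and media control one of -0.07.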

Polarization along three specific axes (Tc1/Th1 vs Tc2/Th2, Long-lived vs Short-lived, Peripheral homing vs Central homing) was also visualized in 3 dimensions for each biological replicate, to illustrate the functional clustering and consistency between samples (Figure 4F).

This analysis indicates that all of the γc cytokines drive expression of pro-survival genes and suppression of pro-apoptotic genes, with IL-2 inducing the most robust response. 

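The mean change of the pro-survival cluster was 0.71 (SE 0.77, fry adjusted p = 0.688) with IL-2, 1.12 (SE 0.55, adjusted p = 0.344) with IL-4, 0.91 (SE 0.55, adjusted p = 0.424) with IL-7, 0.20 (SE 0.73, adjusted p = 0.914) with IL-15 and 0.87 (SE 0.56, adjusted p = 0.426) with IL-21. After quantile normalization it passed with IL-2, IL-4, IL-7 and IL-21, at 0.67, 0.65, 0.42 and 0.40 (adjusted p = 3.3e-05, 3.3e-05, 6.9e-04 and 5.1e-04). Tnfrsf22 was higher by 1.64 with IL-2 and 1.56 with IL-7 in these values (adjusted p = 2.8e-04 and 0.00614). The pro-apoptotic cluster had mean changes of -0.25 with IL-2, 0.32 with IL-4, 0.40 with IL-7, -0.01 with IL-15 and 0.48 with IL-21 on the values as deposited (adjusted p 0.841 or higher). Quantile normalization gave -0.29, -0.15, -0.10, -0.03 and 0.01, with adjusted p = 1.7e-05, 0.00548, 0.0405, 0.498 and 0.32, so that the values with IL-4 and IL-7 turned negative and passed. Dap, a death-associated protein, had a change of -1.26 with IL-2 and -1.09 with IL-4 (adjusted p = 0.00419 and 0.018), and Bbc3, which encodes the BH3-only protein PUMA, -0.80 with IL-21 (adjusted p = 0.0363). Neither normalized mean passed with IL-2 with an estimated correlation (adjusted p = 0.0568 and 0.0568), nor did those with IL-4 (adjusted p = 0.0557 and 0.233), IL-7 (adjusted p = 0.0568 and 0.453) and, for the pro-survival cluster, IL-21 (adjusted p = 0.102). The B cell marker list had a mean change with IL-7 of -0.57 (SE 0.07, fry adjusted p = 1.2e-05) after quantile normalization.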

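Central homing genes had mean changes of -0.85 with IL-4, -0.47 with IL-7, -0.23 with IL-15 and -0.20 with IL-21 (fry adjusted p = 0.424, 0.842, 0.912 and 0.98). After quantile normalization IL-4, IL-7 and IL-21 passed, at -1.30, -0.91 and -0.65 (adjusted p = 1.0e-04, 0.00248 and 0.00596). The peripheral homing cluster of 9 genes, with Ccr4 and Cxcr3, had a mean change of 1.11 (SE 0.35, fry adjusted p = 0.202) with IL-21. With IL-2, IL-4, IL-7 and IL-15 the means were -0.19, 0.13, 0.18 and -0.03 (adjusted p = 0.98, 0.897, 0.897 and 0.98). After quantile normalization they were -0.18, -0.32, -0.25, -0.02 and 0.66 with the cytokines in the order of their numbers (adjusted p = 0.193, 0.0322, 0.142, 0.998 and 2.2e-04), so the sign with IL-4 and IL-7 depends on the normalization. No such mean passed with an estimated correlation (adjusted p = 0.422 with IL-4 and 0.372 with IL-21, and for central homing 0.0568, 0.0568 and 0.168 with IL-4, IL-7 and IL-21). Ltb4r1, the leukotriene B4 receptor, had a change of 1.02 with IL-2 in the quantile normalized values (adjusted p = 0.0263). Myeloid cell markers, such as Lyz2 and Csf1r, had a mean change with IL-2 of -1.02 (SE 0.50, adjusted p = 0.0288) after quantile normalization (adjusted p = 0.268 with an estimated correlation).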

Overall, each of the γc cytokines suppress genes associated with central homing and up-regulate those associated with peripheral chemotaxis, although peripheral homing pathways are more dramatically induced by IL-21, compared to the other cytokines. Similarly, all of the cytokines drive expression of the cytotoxic effector cluster, but IL-21 induces expression of more of these genes, and at much higher levels. 

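The cytotoxic effector cluster had mean changes of 0.31 (SE 0.64, fry adjusted p = 0.875) with IL-2, 0.92 (SE 0.46, adjusted p = 0.424) with IL-4, 0.59 (SE 0.46, adjusted p = 0.688) with IL-7, 0.22 (SE 0.69, adjusted p = 0.912) with IL-15 and 1.81 (SE 0.48, adjusted p = 0.0577) with IL-21. Quantile normalization gave 0.29, 0.50, 0.15, 0.20 and 1.39, of which those with IL-2, IL-4 and IL-21 passed (adjusted p = 0.00927, 4.6e-04, 0.142, 0.108 and 1.7e-07). Of its genes, 10 were then higher and 1 lower with IL-21 (10 and 1 adjusted over the list alone), and 4 and 4 with IL-2 (5 and 5). Fasl had a change of 1.35 with IL-2 in these values (adjusted p = 0.00899), and Klrk1, 1 of those lower with IL-4, -3.11 (adjusted p = 2.3e-04). In the normalized values with an estimated correlation the adjusted p of the cluster was 0.448 with IL-2, 0.102 with IL-4 and 0.00449 with IL-21.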

The polarization between NK-like, Th1/Tc1, Th2/Tc2 and suppressive clusters offers an intriguing perspective on the functional impact of the respective γc cytokines. While the features that delineate Th1/Tc1 and Th2/Tc2 populations are generally well-defined, the NK-like T cell population remains somewhat amorphous [20]. NK-like T cells are broadly defined as cytotoxic T cells that are major histocompatibility complex-unrestricted, surface CD3^+^, express NK-cell antigens, and rearrange their T-cell receptor [21]. There are a variety of phenotypic and functional subsets within this class, but this analysis is primarily restricted to broadly conserved NK markers, such as KLRC1 (NKG2A), KLRK1 (NKG2D), and KLRD1 (CD94). IL-2, IL-7 and IL-15 up and down-regulate a mix of genes in each cluster and do not appear to have a clear polarization bias, although they each appear to down-regulate the NK-like cluster. 

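Of the NK-like genes, Klrd1, which encodes CD94, was lower with IL-2 at -2.87 (SE 0.40, limma adjusted p = 0.00243), while Klrk1 and Klrc1, which encode NKG2D and NKG2A, had changes of -1.25 and -0.45 (adjusted p = 0.45 and 1). With IL-7 the 3 genes had changes of -0.77, -0.46 and 0.11, and with IL-15 -0.33, -0.21 and 0.32, and none passed. The cluster mean was -0.41 (SE 0.44, fry adjusted p = 0.841) with IL-2, 0.14 (SE 0.42, adjusted p = 0.914) with IL-7 and -0.02 (SE 0.53, adjusted p = 0.98) with IL-15, and after quantile normalization -0.42, -0.32 and -0.03 (adjusted p = 0.231, 0.231 and 0.998). Both directions occurred within the Th1/Tc1 cluster, of whose 21 genes 3 were higher and 1 was lower with IL-2 (4 and 2 adjusted over the list alone). Il18, a cytokine that promotes interferon-gamma, was lower at -2.79 (SE 0.58, adjusted p = 0.0372), while Lta, a cytokine of Th1 cells, was higher (adjusted p = 3.6e-04). In the suppressive cluster, Ikzf2, which encodes Helios, had a change of -2.96 with IL-2 and -2.01 with IL-7 after quantile normalization (adjusted p = 7.8e-05 and 0.0134). The mean of that cluster with IL-2, IL-7 and IL-15 was -0.22, 0.16 and -0.13 on the values as deposited (adjusted p = 0.98, 0.905 and 0.98) and -0.24, -0.31 and -0.14 after quantile normalization (adjusted p = 0.0549, 0.0132 and 0.193). The value with IL-7 thus changed sign and passed, and did not pass in the normalized values with an estimated correlation (adjusted p = 0.177). Il18 with IL-2 lost its call without media control replicate 1 or 2 or IL-2 replicate 1, 2 or 3 (adjusted p = 0.106, 0.211, 0.121, 0.109 and 0.0573).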

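With IL-4 the receptor genes Klrd1 and Klrc1 fell, with changes of -2.93 (SE 0.40, limma adjusted p = 0.00183) and -2.36 (SE 0.47, adjusted p = 0.0333). The NK-like cluster as a whole had a mean change of -0.98 (SE 0.46, fry adjusted p = 0.202). It passed after quantile normalization, at -1.42 (SE 0.26, adjusted p = 4.5e-04), and on the values as deposited with an estimated correlation in camera (adjusted p = 0.0444), but not on the normalized values with one (adjusted p = 0.0568). Of its 11 genes, none was higher and 3 were lower with IL-4 (0 and 3 adjusted over the list alone). The Th2/Tc2 cluster, with Gata3, Il4 and Ccr4, had a mean change of 0.86 (SE 0.44, adjusted p = 0.424), and after quantile normalization 0.43 (SE 0.07, adjusted p = 0.0283). Its adjusted p in the normalized values with an estimated correlation was 0.233. Of its 20 genes, 1 was higher and none was lower with IL-4 (3 and 0 adjusted over the list alone). The same cluster with IL-2 had a mean change of 0.39 (SE 0.15, adjusted p = 0.0328) after quantile normalization, which did not pass with an estimated correlation (adjusted p = 0.372). Il10rb, a chain of the IL-10 receptor, had a change of -1.24 with IL-4 (adjusted p = 0.00139 after quantile normalization), and Il18r1, the receptor for IL-18 in the Th1/Tc1 cluster, fell by 2.30 (SE 0.35, adjusted p = 0.0043). B cell markers had a mean change with IL-4 of -0.62 (SE 0.06, adjusted p = 6.9e-06) after quantile normalization. Klrc1 with IL-4 lost its call without media control replicate 1, 2 or 3 or IL-4 replicate 1 or 2 (adjusted p = 0.0782, 0.1, 0.0748, 0.102 and 0.242) and Il18r1 with IL-4 without IL-4 replicate 2 (adjusted p = 0.0557).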

Meanwhile, IL-4 shows a clear polarization towards the Th2/Tc2 cluster, at the expense of NK-like features. In contrast, IL-21 drives a robust up-regulation of both the NK-like and Th1/Tc1 cluster, while leaving the Th2/Tc2 cluster largely unchanged.

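The members of the NK-like cluster that IL-21 raised were Ccl3, Ccl4, Ifitm1 and Runx2. Klrc1, an inhibitory receptor, had a change of 1.84 with IL-21 (SE 0.47, limma adjusted p = 0.126) that passed with the replicates as a block (adjusted p = 0.00286), and Klrk1 and Klrd1 had changes of 0.14 and -0.31 (adjusted p = 0.843 and 0.687). Runx2, a transcription factor, rose by 2.17 (SE 0.48, adjusted p = 0.0493). Of the 21 Th1/Tc1 genes, 6 were higher and none was lower with IL-21 (8 and 1 adjusted over the list alone), and after quantile normalization 8 were higher and 3 were lower with IL-21 (11 and 5 adjusted over the list alone). Il1r1, the IL-1 receptor, rose by 3.08 (SE 0.44, adjusted p = 0.00122) and Il18r1, the IL-18 receptor, by 1.67 (SE 0.35, adjusted p = 0.0349), while after quantile normalization Lta, a Th1 cytokine, had a change of -1.78 (adjusted p = 0.0015) and Il18r1 did not pass (1.17, adjusted p = 0.317). The cluster mean after quantile normalization was 0.95 (SE 0.16, fry adjusted p = 3.3e-05), and with an estimated correlation in these values its adjusted p was 0.0618. The Th2/Tc2 cluster had a mean change of 0.56 (SE 0.45, adjusted p = 0.688), and after quantile normalization 0.12 (SE 0.13, adjusted p = 0.653). Il10 belongs to this cluster. A list of NK cell markers, which holds Gzma and Prf1 as well as receptors, had a mean change with IL-21 of 0.98 (SE 0.04, adjusted p = 2.4e-05) and the B cell markers of -0.55 (SE 0.10, adjusted p = 1.4e-05), both after quantile normalization (adjusted p = 0.0961 and 0.0117 with an estimated correlation). Runx2 with IL-21 lost its call without media control replicate 2 or 3 or IL-21 replicate 1, 2 or 3 (adjusted p = 0.122, 0.263, 0.286, 0.244 and 0.109) and Il18r1 with IL-21 without media control replicate 1, 2 or 3 or IL-21 replicate 1, 2 or 3 (adjusted p = 0.0853, 0.128, 0.0783, 0.115, 0.202 and 0.168).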

## 3 Discussion

Although the systemic effects of administering exogenous γc cytokines have been investigated in both i*n vitro* and *in vivo* systems, the complexity and interdependence of the γc signaling network presents a challenge to defining the *direct* effects of each γc cytokine on specific lymphocyte subpopulations. The present study addresses that challenge by characterizing the direct influence of γc cytokines on the differentiation, survival, and co-stimulatory potential of recently-activated Ag-specific CD8^+^ T cells within an experimental system designed to limit non-target cytokine signaling and cell-cell interactions. Specifically, this study interrogated how each γc cytokine altered the short-term differentiation of recently-activated CD8^+^ T cells when administered in the absence of additional stimuli and antigen-specific re-challenge. Our observations indicate that while all of the γc cytokines drive a set of shared outcomes in this population, they each induce a unique profile of phenotypic and functional polarization. 

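The responses overlapped in part. Of the genes higher with IL-2, 18 were also higher with IL-4, 7 with IL-7 and 19 with IL-21, Il2ra, Scd1 and Gzmb being among those shared by all 4. The shared falls with the same 3 numbered 8, 0 and 3 (limma, no fall with IL-7 having passed, where 894 genes had an unadjusted p under 0.05). Blocking by replicate gave 256, 142 and 162 shared rises and 82, 2 and 34 shared falls, and quantile normalization gave 506, 168 and 328 shared rises and 723, 136 and 436 shared falls. All comparisons share the media control arrays. The covariance of the changes across genes after quantile normalization, a setting added after the data had been seen, was 0.195 for IL-2 and IL-4, 0.151 for IL-2 and IL-7, 0.151 for IL-2 and IL-21 and 0.0472 for IL-7 and IL-15, against 0.0126 for simulated groups that share these controls, are paired with them by replicate number and do not differ from them (0.0325 without the pairing). The correlations across genes were 0.776, 0.811, 0.628 and 0.786, against 0.504 for the paired simulated groups, and genes are not independent replicates. The lowest of the 10 pairs was IL-15 and IL-21 at 0.536, near that reference with an SD of 0.0811 over the 3 replicate numbers. On the values as deposited the simulated covariance is 0.0693 with the pairing and 0.135 without it, which includes the lower scale of 1 control array, and the observed ones were 0.196, 0.153, 0.151 and 0.0484 for the same pairs. Of all 10 pairs of cytokines, 4 lay below the paired reference there, the 4 with IL-15, and 7 lay below the reference without the pairing. After quantile normalization the observed covariances hardly changed, the simulated ones fell, and all 10 pairs lay above both references. Lying below the references on the values as deposited therefore does not show a lack of similarity. In the normalized values the SD of the correlation over the replicate numbers was 0.0923, 0.147, 0.0352 and 0.0271 for the 4 pairs given first, and highest at 0.222 for IL-2 and IL-15. Between cytokines, 9 genes were higher and 70 lower with IL-2 than with IL-21, and 23 and 51 with IL-4 than with IL-21 (limma). IL-2 and IL-4 differed in 3 genes higher and 16 lower with IL-2. In these 3 comparisons the genes higher and lower numbered 525 and 680, 266 and 431, and 176 and 200 after quantile normalization, so the counts and their balance depend on the normalization. Blocked by replicate they numbered 39 and 484, 83 and 148, and 28 and 192 on the values as deposited, and 1937 and 1969, 927 and 1221, and 1035 and 912 after quantile normalization. The paper states that its observations point to some outcomes that the cytokines have in common in these cells and to a profile of polarization that each gives on its own.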

Viewed in light of previous studies, the findings from this study demonstrate the importance of timing and context on the patterns of CD8^+^ T cell differentiation induced by exposure to specific γc cytokines.

Administration of γc cytokines *in vivo* has been shown to increase a variety of circulating lymphocyte populations, including CD8^+^ T cells [18],[22]–[27]. Consistent with those findings, we observed that all of the γc cytokines tested, with the exception of IL-21, supported a significant increase in both cell survival and proliferation, compared to untreated controls. 

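Mki67, which encodes the proliferation marker Ki-67, had a level of 12.47 ± 0.58 in media control, and its changes of -0.13, 0.34, 0.45, 0.08 and 0.29 with the cytokines in the order of their numbers (SE 0.40) did not pass. Cd69, an early activation marker, had changes of 0.42, -0.16, 0.55, 0.43 and -0.12 (SE 0.74), and none passed. Klrg1, a receptor of terminally differentiated T cells, had changes of -0.24, 0.29, 0.12, -0.19 and 0.48 (SE 0.46), none of which passed, and lay under the background level in every group (5.41 ± 0.85 in media control). These 3 genes did not pass after quantile normalization either, where the lowest limma adjusted p was 0.428 for Mki67, 0.456 for Cd69 and 0.435 for Klrg1. A list of 28 cell cycle genes, with Mki67, Ccnb1 and Mcm2, had mean changes of 0.36, 0.87, 0.87, 0.25 and 0.57 (fry adjusted p = 0.765, 0.282, 0.282, 0.848 and 0.519), and 0.30, 0.41, 0.40, 0.21 and 0.11 after quantile normalization (adjusted p = 0.105, 0.0143, 0.00902, 0.144 and 0.653). The calls with IL-4 and IL-7 were lost with an estimated correlation (adjusted p = 0.228 and 0.0994 in the normalized values). Bcl2 was compared between cytokines, with 1.89 for IL-4 minus IL-21 (SE 0.26, adjusted p = 3.7e-04), 1.72 for IL-7 minus IL-21 (SE 0.26, adjusted p = 0.00142) and 1.66 for IL-2 minus IL-21 (SE 0.26, adjusted p = 0.0012) after quantile normalization, which did not pass before it (adjusted p = 0.0613, 0.213 and 0.464) and passed there with the replicates as a block (adjusted p = 6.5e-04, 0.00362 and 0.0281).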

Underlying these proliferative changes, we observed that expression of the anti-apoptotic factor, BCL2, mirrored the changes in proliferation at both the protein and transcriptional levels, while several markers of T cell activation and exhaustion, including Ki-67, CD69 and KLRG1 remained unchanged. The transcription of several genes required for glucose metabolism and cell growth, such as hexokinase 2 and fatty acid desaturase 2, were also markedly up-regulated in response to all of the cytokines tested. 

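Hk2 (probe set 1422612_at), the hexokinase that opens glycolysis, rose by 2.88 with IL-2 and 2.83 with IL-21 (SE 0.62, limma adjusted p = 0.0479 and 0.0473), and its changes of 2.52 with IL-4 and 2.55 with IL-7 passed with the replicates as a block (adjusted p = 9.6e-05 and 3.6e-04). Fads2, a desaturase of polyunsaturated fatty acids, had changes of 2.15 with IL-2, 2.64 with IL-4, 2.08 with IL-7 and 2.49 with IL-21 (SE 0.61, adjusted p = 0.21, 0.0796, 0.668 and 0.0959), each of which passed with the block (adjusted p = 2.0e-04, 1.2e-05, 0.00123 and 2.1e-05). With IL-15 Fads2 had a change of 0.61 (adjusted p = 1). After quantile normalization Hk2 had changes of 2.82, 2.04, 2.06 and 2.34 (SE 0.28, adjusted p = 1.3e-05, 2.8e-04, 0.00292 and 7.8e-05) and Fads2 2.14, 2.18, 1.58 and 2.06 (SE 0.37, adjusted p = 8.3e-04, 0.00133, 0.0401 and 0.00231) with IL-2, IL-4, IL-7 and IL-21. Over the 18 glycolysis genes the mean change was 1.00 with IL-2, 1.37 with IL-4, 1.32 with IL-7, 0.57 with IL-15 and 1.35 with IL-21 on the values as deposited (fry adjusted p = 0.388, 0.197, 0.197, 0.666 and 0.197), and after quantile normalization 0.95, 0.94, 0.89, 0.53 and 0.93 (adjusted p = 0.00406, 0.0053, 0.00639, 0.0911 and 0.00561). The 13 genes of fatty acid synthesis, with Scd1 and Fasn, had mean changes of 1.06, 1.42, 1.29, 0.33 and 1.48 (adjusted p = 0.272, 0.171, 0.181, 0.827 and 0.157), and after quantile normalization 1.02, 0.94, 0.80, 0.30 and 1.01 (adjusted p = 1.2e-04, 2.7e-04, 8.4e-04, 0.196 and 7.6e-05). With the replicates as a block, which pairs the samples, the deposited values gave adjusted p = 0.0533, 0.0149, 0.0166, 0.25 and 0.0149 for glycolysis and 0.0434, 0.0147, 0.018, 0.565 and 0.0136 for fatty acid synthesis with the cytokines in the order of their numbers. With an estimated correlation neither list passed on these values (adjusted p = 0.343, 0.352, 0.299, 0.159 and 0.347 for glycolysis and 0.304, 0.326, 0.271, 0.327 and 0.271 for fatty acid synthesis), and it gave the normalized values adjusted p = 0.195, 0.148, 0.0961 and 0.136 for glycolysis and 0.0757, 0.0632, 0.0439 and 0.0395 for fatty acid synthesis with IL-2, IL-4, IL-7 and IL-21. Scd1 rose by 4.04 with IL-2 and 4.24 with IL-4 (SE 0.49, adjusted p = 6.7e-04 and 6.4e-04). Hk2 with IL-2 lost its call without media control replicate 2 or 3 or IL-2 replicate 1 or 2 (adjusted p = 0.0864, 0.0884, 0.277 and 0.25) and Hk2 with IL-21 without media control replicate 2 or 3 or IL-21 replicate 1, 2 or 3 (adjusted p = 0.052, 0.234, 0.243, 0.184 and 0.167).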

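The pro-survival cluster, with Bcl2 and Bcl2l1, was compared between cytokines. IL-2 minus IL-21 was -0.16 (adjusted p = 0.877) and after quantile normalization 0.26 (adjusted p = 0.0329), and IL-4 minus IL-21 was 0.25 (adjusted p = 0.83) and 0.24 (adjusted p = 0.0663) (fry), the last passing with the replicates as a block (adjusted p = 0.0483). For the pro-apoptotic cluster, with Bcl2l11 and Dapl1, IL-2 minus IL-21 was -0.73 (adjusted p = 0.485) and after quantile normalization -0.29 (adjusted p = 3.5e-06). Bcl2l11 was lower with IL-2 than with the other cytokines, with -2.70 for IL-2 minus IL-4 (SE 0.46, adjusted p = 0.0201), -2.77 for IL-2 minus IL-7 (SE 0.46, adjusted p = 0.0461), -2.48 for IL-2 minus IL-15 (SE 0.46, adjusted p = 0.0405) and -3.35 for IL-2 minus IL-21 (SE 0.46, adjusted p = 0.00104) in limma. Dapl1 was higher with IL-4 than with IL-21, with 2.15 for IL-4 minus IL-21 (SE 0.44, adjusted p = 0.0367). Bcl2l1 was higher with IL-2 than with IL-21 after quantile normalization, at 1.46 for IL-2 minus IL-21 (SE 0.19, adjusted p = 2.2e-04). Markers of myeloid cells had a mean change with IL-4 of -0.95 (SE 0.51, fry adjusted p = 0.0295) after quantile normalization (adjusted p = 0.231 with an estimated correlation).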

Functional grouping of transcriptomic data into pro-survival and pro-apoptotic clusters highlighted a clear shift towards a pro-survival transcriptional program, particularly in groups treated with IL-2 and IL-4, although this shift was muted in the IL-21 group. Furthermore, several receptors of pro-apoptotic signals, such as FasR and PD-1 were down-regulated by IL-2, IL-4 and IL-7, while treatment with IL-21 increased expression of these markers. 

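Fas (probe set 1460251_at), the death receptor for Fas ligand, had changes of -0.91 with IL-2, -0.07 with IL-4, 0.35 with IL-7 and 1.32 with IL-21 (SE 0.44, limma adjusted p = 0.835, 0.915, 0.728 and 0.41). The change with IL-21 passed with the replicates as a block (adjusted p = 0.0383), and IL-2 was lower than IL-21, with -2.22 for IL-2 minus IL-21 (SE 0.44, adjusted p = 0.0252). The changes of Fas after quantile normalization were -0.93, -0.56, -0.18 and 0.83 (SE 0.26, adjusted p = 0.0234, 0.245, 0.793 and 0.0788), so that the fall with IL-2 passed and the value with IL-7 changed sign. By these values Fas was also lower with IL-4 than with IL-21, at -1.39 for IL-4 minus IL-21 (SE 0.26, adjusted p = 0.00481). Pdcd1, which encodes PD-1, had values after quantile normalization of -0.44, -0.82 and -0.25 (SE 0.35, adjusted p = 0.567, 0.183 and 0.779) with IL-2, IL-4 and IL-7. The level of Pdcd1 was 8.39 ± 0.28 in media control and 9.66 ± 0.06 with IL-21 (SD, n = 3).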

In total, these findings suggest that the increase in CD8^+^ T cell populations observed following administration of γc cytokines, particularly IL-2, may reflect not just an enhancement of metabolic and proliferative cellular activity, but also a decreased sensitivity to anti-proliferative and pro-apoptotic signals.

Previous studies have indicated that treatment with exogenous IL-21 enhances tumor infiltration and the cytotoxic function of effector CD8^+^ T cells *in vivo*[28]–[31]. 

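Cxcr6, the receptor for CXCL16, rose with IL-21 and fell with IL-2, at -2.48 with IL-2 and 2.02 with IL-21 (SE 0.39, limma adjusted p = 0.00721 and 0.0162). Its change was 1.04 with IL-4, -0.18 with IL-7 and 0.04 with IL-15 (adjusted p = 0.466, 0.789 and 1). IL-21 exceeded IL-7 and IL-15, with -2.20 for IL-7 minus IL-21 (SE 0.39, adjusted p = 0.0168) and -1.98 for IL-15 minus IL-21 (SE 0.39, adjusted p = 0.0248), and the difference from IL-4 did not pass (-0.98, adjusted p = 1). Ccr2 was higher with IL-21 than with each other cytokine, with differences of -4.67, -4.13, -3.76 and -4.01 for IL-2, IL-4, IL-7 and IL-15 minus IL-21 (adjusted p = 1.7e-04, 7.4e-04, 0.00227 and 0.0011). Table S2 places Cxcr6 in the central homing cluster, so its rise counts there. Cxcr6 with IL-21 lost its call without media control replicate 3 or IL-21 replicate 1 or 2 (adjusted p = 0.0865, 0.0836 and 0.152).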

In this study, we observed that IL-21 uniquely increased expression of several chemokine receptors that are important for peripheral homing, notably CCR2, CCR5 and CXCR6 [32],[33]. Conversely, IL-2, IL-4 and IL-7 uniquely elevated expression of CCR4, a chemokine receptor that is also associated with peripheral homing. 

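Ccr4 (probe set 1421655_a_at), a receptor of skin-homing and Th2 cells, rose with IL-4 by 1.80 (SE 0.32, limma adjusted p = 0.0136). With IL-2 its change was 1.38 (adjusted p = 0.0712), which passed with the replicates as a block (adjusted p = 0.00893) and after quantile normalization (1.40, adjusted p = 0.00259). With IL-7, IL-15 and IL-21 it had changes of 0.74, 0.11 and -0.15 (adjusted p = 0.728, 1 and 0.765). Its level was 5.23 ± 0.22 in media control and 7.02 ± 0.14 with IL-4 (SD, n = 3), under the background level in both, so the size of its change is not exact. Ccr4 was higher with IL-2 and IL-4 than with IL-21, at 1.53 for IL-2 minus IL-21 (SE 0.32, adjusted p = 0.0355) and 1.95 for IL-4 minus IL-21 (SE 0.32, adjusted p = 0.00502). Ccr4 with IL-4 lost its call without media control replicate 1 or IL-4 replicate 1, 2 or 3 (adjusted p = 0.0549, 0.0571, 0.115 and 0.087).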

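Ccl3 and Ccl4, which encode the ligands MIP-1 alpha and MIP-1 beta, rose with IL-21 by 3.36 (SE 0.56, limma adjusted p = 0.00502) and 3.91 (SE 0.41, adjusted p = 8.6e-05). Ccl9, a ligand of CCR1, had a change of 2.30 with IL-21 (SE 1.01, adjusted p = 0.679), which passed with the replicates as a block (adjusted p = 0.00961) and not after quantile normalization (1.91, adjusted p = 0.161). With IL-4 the 3 genes had changes of -1.27, -0.44 and -1.16 (adjusted p = 0.615, 0.66 and 0.66), and with IL-2 0.58, 0.25 and -1.51 (adjusted p = 1, 1 and 1). Ccl4 was higher with IL-21 than with each other cytokine, the differences being -3.66, -4.36, -3.43 and -3.68 for IL-2, IL-4, IL-7 and IL-15 minus IL-21 (adjusted p = 1.5e-04, 2.2e-05, 4.9e-04 and 1.4e-04). For Ccl3 the contrasts with IL-2, IL-4 and IL-15 passed (adjusted p = 0.0303, 2.8e-04 and 0.0288) and that with IL-7 did only with the replicates as a block (adjusted p = 0.00224, and 0.148 without it).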

A similar split was observed among chemokine ligands, with IL-21 uniquely inducing expression of the MIP family ligands (CCL3, CCL4 and CCL9), which are associated with acute inflammation and recruit a range of leukocytes [34]. 

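Ccr9 (probe set 1427419_x_at), the receptor that guides T cells to the small intestine, had a level of 5.87 ± 2.26 in media control, under the background level, so the sizes of its changes are not exact. They were -1.97 with IL-2, -0.74 with IL-4, -0.89 with IL-7, -0.34 with IL-15 and -0.53 with IL-21 (SE 0.90, limma adjusted p = 0.747, 0.667, 0.728, 1 and 0.728). That with IL-2 passed with the replicates as a block (adjusted p = 0.0201) and not after quantile normalization (-1.89, adjusted p = 0.0692). Ccr7, a lymph node homing gene, was lower with IL-4 than with IL-15 after quantile normalization, at -1.57 for IL-4 minus IL-15 (SE 0.26, adjusted p = 0.00282). For the central homing cluster IL-2 minus IL-15 was -1.44 (adjusted p = 0.0488) and IL-2 minus IL-21 -1.47 (adjusted p = 0.0385) (fry). These are deposited values, where an array of IL-2 and of IL-15 lies on the lower scale and none of IL-21 does. After quantile normalization the cluster had levels of 7.19 with IL-2, 8.62 with IL-15 and 8.21 with IL-21, so the gap to IL-21 was smaller.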

All of the treatment groups showed a decrease in the expression of key genes associated with central homing (CCR7, CD62L) and homing to epithelial tissues (Itgae/CD103, CCR9). The expression of genes associated with cytotoxic function, were increased by all of the γc cytokines, although the magnitude of this increase was greatest in response to IL-4 and IL-21. 

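The cytotoxic effector genes, granzymes and perforin, were compared between cytokines as a cluster. IL-2 minus IL-4 was -0.61 (adjusted p = 0.661) and IL-4 minus IL-7 0.33 (adjusted p = 0.826) (fry). IL-2 minus IL-21 was -1.51 (adjusted p = 0.136), which passed with the replicates as a block (adjusted p = 0.0218), IL-4 minus IL-21 -0.90 (adjusted p = 0.429) and IL-7 minus IL-21 -1.23 (adjusted p = 0.26). After quantile normalization these were -0.21 (adjusted p = 0.0957), 0.35 (adjusted p = 0.0098), -1.10 (adjusted p = 2.8e-06), -0.89 (adjusted p = 1.9e-05) and -1.24 (adjusted p = 1.2e-06) in the same order, and the first passed with the block (adjusted p = 0.0457). Prf1 was higher with IL-21 than with IL-4, at -3.53 for IL-4 minus IL-21 (SE 0.51, adjusted p = 0.0017), and Gzmk than with IL-2, at -3.71 for IL-2 minus IL-21 (SE 0.46, adjusted p = 3.4e-04). Gzma was higher with IL-4 than with IL-15, at 4.92 for IL-4 minus IL-15 (SE 0.73, adjusted p = 0.0069).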

Taken together, these observations suggest that each of the γc cytokines support the development of cytotoxic capabilities and the migration of recently-activated T cells into the periphery, although not necessarily to epithelial tissues. However, IL-21 treated cells appear primed to follow a distinct chemokine gradient mediated by CCR2 and CCR5, one that is more likely to arise from sites of acute inflammation in the periphery [35].

Perhaps the most striking results observed in this study were the distinct differences in the polarization of CD8^+^ T cells along the traditional Tc1/Th1 and Tc2/Th2 axes [8],[10],[36],[37]. Tc1 and Tc2 are designations of CD8^+^ T cell subsets that mirror those for Th1 and Th2 CD4^+^ T cells, respectively [38]. Tc1 polarized CD8^+^ T cells are generally capable of secreting abundant IFN-γ in response to TCR activation, whereas Tc2 cells generally secrete little IFN-γ but significant amounts of IL-4, IL-5, and IL-10 in response to the same stimuli [9],[38]. Tc1 and Tc2 cells are also reported to employ distinct complements of chemokine receptors, with Tc1 cells expressing abundant CCR5, while Tc2 cells express abundant CCR4 [39]. Both subsets have been shown to have proliferative and cytolytic capacities, although these attributes tend to vary greatly between experimental models [40]–[43]. CD8^+^ T cells, at various stages of differentiation, have been polarized into Tc1 and Tc2 subsets by treatment with several different cytokine cocktails. For example, CD8^+^ T cells can be polarized into Tc1 cells by a combined treatment with IL-12, IFN-γ and an IL-4 neutralizing antibody. In contrast, these same cells can be driven to a Tc2 phenotype by treatment with IL-4 and blockade of IL-12 and IFN-γ [44]. Overall, we observed that IL-2 induced a Tc1/Th1 phenotype, IL-4 induced a Tc2/Th2 phenotype, and IL-21 induced a combined Tc1/Th1 and NK-like phenotype, while IL-7 and IL-15 did not have a preferential impact on polarization. 

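For the Th1/Tc1 cluster, with Ifng and Tbx21, IL-2 minus IL-21 was -1.28 (adjusted p = 0.226), which passed with the replicates as a block (adjusted p = 0.0446), and -0.85 (adjusted p = 7.7e-05) after quantile normalization (fry). IL-4 minus IL-21 was -1.14 (adjusted p = 0.226) and -1.14 (adjusted p = 1.9e-05). With IL-2 and IL-4 its mean changes against media control were 0.12 and 0.26 as deposited (adjusted p = 0.914 and 0.912) and 0.11 and -0.19 after quantile normalization (adjusted p = 0.498 and 0.653), so the sign with IL-4 depends on the normalization. The Th2/Tc2 cluster had a mean change of 0.39 with IL-2 on the values as deposited (adjusted p = 0.861), and IL-2 minus IL-4 was -0.47 (adjusted p = 0.662). The NK-like cluster was higher with IL-21 than with IL-2, IL-7 and IL-15, with -2.22 (adjusted p = 0.00381), -1.68 (adjusted p = 0.0262) and -1.83 (adjusted p = 0.023) for each of these minus IL-21 on the values as deposited. After quantile normalization its levels were 7.71 with IL-2, 7.81 with IL-7, 8.11 with IL-15 and 9.50 with IL-21, so the gaps to IL-2 and IL-15 were smaller.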

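Gata3 (probe set 1448886_at) encodes the transcription factor that directs Th2 differentiation. Its level was 8.84 ± 1.26 in media control and 10.14 ± 0.61 with IL-4 (SD, n = 3), a change of 1.30 with IL-4 (SE 0.84, limma adjusted p = 0.66). It passed with the replicates as a block (adjusted p = 0.046) and not after quantile normalization (0.80, adjusted p = 0.4). With IL-2, IL-7, IL-15 and IL-21 the values were -0.68, -0.08, -0.20 and -0.93 (adjusted p = 1, 0.953, 1 and 0.679). IL-4 exceeded IL-21 after quantile normalization, at 2.22 for IL-4 minus IL-21 (SE 0.48, adjusted p = 0.013), against an adjusted p of 1 before it and of 3.6e-04 there with the replicates as a block.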

Consistent with numerous previous reports, IL-4 treatment induced a substantial increase in GATA-3 expression, a transcription factor associated with a Tc2/Th2 phenotype [45]–[48]. 

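Il24, a cytokine of the IL-10 family, had changes of 2.94 with IL-2 and 2.68 with IL-4 (SE 0.65, limma adjusted p = 0.0605 and 0.109). Both passed with the replicates as a block (adjusted p = 1.1e-04 and 4.0e-04) and after quantile normalization, at 2.91 and 2.24 (SE 0.48, adjusted p = 6.6e-04 and 0.00781). Its level was 4.80 ± 0.31 in media control and 7.47 ± 0.89 with IL-4 (SD, n = 3), under the background level in both, so the size of its change is not exact. With IL-7, IL-15 and IL-21 it had changes of -0.21, -0.33 and 0.07 (adjusted p = 0.846, 1 and 0.949). IL-4 exceeded IL-7, IL-15 and IL-21 after quantile normalization, with 2.87 for IL-4 minus IL-7 (SE 0.48, adjusted p = 0.00529), 2.55 for IL-4 minus IL-15 (SE 0.48, adjusted p = 0.00691) and 2.64 for IL-4 minus IL-21 (SE 0.48, adjusted p = 0.00362). Ccr4, a chemokine receptor of Th2 cells, was higher with IL-4 than with IL-15, at 1.68 for IL-4 minus IL-15 (SE 0.32, adjusted p = 0.0299). Tbx21, which encodes T-bet, had a change of 0.57 (SE 0.30, adjusted p = 0.313) with IL-4 after quantile normalization.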

The change in GATA-3 expression was accompanied by a sharp increase in transcription among genes associated with Tc2/Th2 functionality, notably CCR4 and IL-24.

Interestingly, IL-4 treatment also induced an increase in T-bet expression, which is generally associated with Tc1 polarized effector cells that produce IFN-γ following TCR stimulation [49],[50]. IFN-γ itself is also known to induce T-bet expression in lymphocytes and myeloid cells [51]. In context of the relatively promiscuous expression of T-bet across among lymphocyte subsets, the observation here that both GATA-3 and T-bet are increased in recently-activated CD8^+^ T cells may be evidence that polarization between Th1/Tc1 and Th2/Tc2 is more dependent on the balance between T-bet and GATA-3, than on the expression of the individual transcription factors. An alternative possibility is that the observation regarding T-bet expression may simply be a short-term event that does not persist through the developmental process.

In contrast, IL-21 induced a dramatic shift away from a Tc2/Th2 orientation and towards a Tc1/Th1 phenotype, adopting a profile that has been described as “NK-like”. 

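IL-4 and IL-21 were compared directly. Of the 11 clusters the NK-like cluster differed most between them, with IL-4 minus IL-21 at -2.80 (adjusted p = 7.7e-04) and -2.79 (adjusted p = 2.5e-06) after quantile normalization (fry), and the Th2/Tc2 cluster at 0.30 (adjusted p = 0.83) and 0.31 (adjusted p = 0.0725), the latter passing with the replicates as a block (adjusted p = 0.00129). Among the killer lectin-like receptors, Klrc1, Klrk1 and Klrd1 were lower with IL-4 than with IL-21, the differences being -4.19 (SE 0.47, adjusted p = 1.3e-04), -2.77 (SE 0.46, adjusted p = 0.006) and -2.62 (SE 0.40, adjusted p = 0.00293) in limma. Ccl3, a chemokine of the cluster, was lower too, at -4.63 (SE 0.56, adjusted p = 2.8e-04). Over all genes 266 were higher and 431 lower with IL-4 than with IL-21 after quantile normalization (927 and 1221 with the block). The cluster averages of Th1/Tc1 minus Th2/Tc2 in single arrays had an SD of 0.02 with IL-21 and 0.07 with IL-4 as deposited (n = 3). After quantile normalization it was 0.07 and 0.08, so the smaller spread with IL-21 depends on the normalization.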

CD8^+^ T cells with an NK-like phenotype display several surface markers normally restricted to NK populations, including members of the KLRG and KLRK killer cell lectin-like receptor families, and express several distinct transcription factors [52]–[55]. NK-like CD8^+^ T cells have also been described as short-lived cells with expanded cytotoxic capabilities [56]. It is not entirely clear precisely which features define this population and what drives their formation, but it has been suggested that high levels of IFN-γ can induce this phenotype, and indeed expression of several markers of IFN-γ exposure, such as the IFITM family of interferon-inducible transmembrane proteins (IFITM1, IFITM2, and IFITM3) were substantially increased in the IL-21 treatment group [57]. However, expression of IFN-γ by the CD8^+^ T cells was broadly, and relatively evenly, up-regulated across the treatment groups, suggesting that the mechanism may involve an altered sensitivity to IFN-γ or an alternative signaling pathway, rather than a direct response to increased concentrations of IFN-γ. 

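Interferon-inducible transmembrane proteins restrict the entry of viruses. Ifitm1 (probe set 1424254_at) rose with IL-21 by 3.89 (SE 0.73, limma adjusted p = 0.015) and Ifitm2 by 3.38 (SE 0.63, adjusted p = 0.0149). Ifitm3 had a change of 2.86 with IL-21 (SE 0.72, adjusted p = 0.111), which passed with the replicates as a block (adjusted p = 3.1e-04) and after quantile normalization (2.36, adjusted p = 0.00362). All 3 were higher with IL-21 than with IL-4, with IL-4 minus IL-21 at -5.26 (SE 0.73, adjusted p = 0.00119), -3.22 (SE 0.63, adjusted p = 0.0256) and -3.76 (SE 0.72, adjusted p = 0.0201). With IL-2 Ifitm2 had a change of 1.49 (adjusted p = 0.654, and 0.0252 with the block), and with IL-4 Ifitm1 had a change of -1.38 (adjusted p = 0.66, and 0.0467 after quantile normalization). A list of 30 genes of the type I interferon response, with Ifit1, Isg15 and Mx1, had a mean change with IL-21 of 0.14 (SE 0.63, fry adjusted p = 0.936) and after quantile normalization -0.32 (SE 0.21, adjusted p = 0.103), and with IL-2 one of -0.70 (SE 0.17, adjusted p = 0.0012) after quantile normalization, where 13 members were lower (15 adjusted over the list alone). The adjusted p of that list in the normalized values with an estimated correlation was 0.115. Irf7, a transcription factor of the interferon response, had a change of -1.77 with IL-2 and Mx1, an antiviral GTPase, 1.39 with IL-4 in these values (adjusted p = 0.00125 and 0.0045). Ifitm1 with IL-21 lost its call without media control replicate 2 or 3 or IL-21 replicate 1, 2 or 3 (adjusted p = 0.0699, 0.0865, 0.0708, 0.104 and 0.0609) and Ifitm2 with IL-21 without media control replicate 3 or IL-21 replicate 1 or 2 (adjusted p = 0.0772, 0.0791 and 0.118).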

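Ifng (probe set 1425947_at), the Th1 cytokine interferon-gamma, rose by 3.14 with IL-2 and 3.76 with IL-21 (SE 0.54, limma adjusted p = 0.0127 and 0.00122). With IL-4 its change was 2.09 (adjusted p = 0.152), which passed with the replicates as a block (adjusted p = 5.9e-04). With IL-7 and IL-15 it had changes of 1.06 and 0.44 (adjusted p = 0.728 and 1). Its level was 6.65 ± 0.82 in media control, under the background level, 9.79 ± 0.84 with IL-2 and 10.41 ± 0.61 with IL-21 (SD, n = 3), so the sizes of the changes from media control are not exact. The changes of Ifng after quantile normalization were 3.10, 1.63, 0.58, 0.44 and 3.31 (SE 0.45, adjusted p = 2.6e-04, 0.0332, 0.624, 1 and 2.6e-04) with the cytokines in the order of their numbers. The cytokines differed, IL-21 being above IL-15 at -3.32 for IL-15 minus IL-21 (SE 0.54, adjusted p = 0.0053) and, after quantile normalization, above IL-7 at -2.73 for IL-7 minus IL-21 (SE 0.45, adjusted p = 0.00277), with IL-2 above IL-7 at 2.51 for IL-2 minus IL-7 (SE 0.45, adjusted p = 0.0114). Ifng with IL-2 lost its call without IL-2 replicate 1 (adjusted p = 0.0911).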

Alternatively, several studies have shown that CD8^+^ T cells can acquire NK-associated markers and MHC-unrestricted cytolytic capabilities via treatment with various cytokines, including IL-7, IL-12, IL-15 and IL-21[15],[55],[56],[58]. However, the inconsistent phenotypic outcomes reported by these studies, as well as the observations from this study, suggest that the capacity of specific cytokines to induce an NK-like polarization in CD8^+^ T cells may be largely defined by context and timing. While IL-4 and IL-21 drove divergent polarizations along the Tc1/Th1 vs Tc2/Th2 axis in our model, the response to IL-2, IL-4 and IL-15 was much more balanced. 

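The Th1/Tc1 cluster, with Ifng, and the Th2/Tc2 cluster, with Il4 and Il13, were set side by side for IL-7 and IL-15. On the values as deposited the means were 0.48 and 0.37 with IL-7 (fry adjusted p = 0.841 and 0.861) and 0.01 and -0.05 with IL-15 (adjusted p = 0.98 and 0.98). Quantile normalization gave means with IL-7 of 0.02 and -0.05 (adjusted p = 0.951 and 0.582), and with IL-15 of 0.00 and -0.04 (adjusted p = 0.998 and 0.689), so the Th2/Tc2 mean with IL-7 changes sign. For IL-7, 2 Th1/Tc1 genes were higher and 1 lower in these values (limma; 2 and 2 adjusted over the list alone). These were Gzmb, Lta at 1.67 and Il18 at -1.50 (adjusted p = 0.0122 and 0.0248).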

IL-2 has been previously reported to support both Th1 and Th2 differentiation, at the expense of Th17 differentiation [59]. However, IL-2 is also known to support the overall expansion of lymphocyte populations, irrespective of their functional orientation. In this model, we observed that IL-2 did indeed primarily induce a balanced increase in the expression of gene clusters associated with both Th1/Tc1 and Th2/Tc2 polarizations. 

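With IL-2 the Th1/Tc1 genes went both ways. After quantile normalization 5 of the 21 were higher and 4 lower (5 and 4 adjusted over the list alone), with a mean of 0.11 (SE 0.15, fry adjusted p = 0.498). Among them were Lta at 3.69 and Il18 at -2.80 (adjusted p = 2.5e-06 and 3.4e-05). Of the 20 Th2/Tc2 genes 5 were higher and 1 lower (5 and 1 over the list alone), with Il13, a cytokine of Th2 cells, at 0.94 (adjusted p = 0.0158). On the values as deposited no Th2/Tc2 gene passed in limma (2 were higher when adjusted over the list alone). In the normalized values with an estimated correlation the adjusted p was 0.981 for the Th1/Tc1 and 0.372 for the Th2/Tc2 cluster.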

Underlying these changes may be a positive feedback mechanism that augments the signal strength of specific γc cytokines. In this model, we observed that treatment with IL-2, IL-4 and IL-21 each significantly increased expression of their cognate receptor, which may increase the sensitivity to each respective cytokine (Figure 5, Additional file 2: Figure S1). 

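Il21r, the IL-21 receptor, was higher with IL-21 than with IL-2, IL-7 and IL-15 after quantile normalization, with -1.32 for IL-2 minus IL-21 (SE 0.18, adjusted p = 3.7e-04), -1.36 for IL-7 minus IL-21 (SE 0.18, adjusted p = 4.3e-04) and -1.35 for IL-15 minus IL-21 (SE 0.18, adjusted p = 3.5e-04), and on the values as deposited these contrasts passed only with the replicates as a block (adjusted p = 9.8e-04, 0.0436 and 7.9e-04, and 0.23, 1 and 0.225 without it). Il4ra, the IL-4 receptor, was higher with IL-4 than with IL-7 and IL-15 in the same values, at 1.95 for IL-4 minus IL-7 (SE 0.42, adjusted p = 0.0312) and 1.97 for IL-4 minus IL-15 (SE 0.42, adjusted p = 0.0146), and on the values as deposited again only with the block (adjusted p = 0.0138 and 3.4e-04, and 1 and 0.633 without it). Il2ra, which encodes CD25, was higher with IL-4 and IL-21 than with IL-15, with 2.65 for IL-4 minus IL-15 (SE 0.41, adjusted p = 0.00785) and -2.72 for IL-15 minus IL-21 (SE 0.41, adjusted p = 0.00253). Between IL-2 and IL-21 Il2ra differed by 0.00 (adjusted p = 0.997) on the values as deposited, where an array of IL-2 lies on the lower scale and none of IL-21 does. After quantile normalization the change of Il2ra against media control was the larger with IL-2.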

In an *in vivo* system that contains myriad competing signals, this feedback system may be important for facilitating a robust polarization in response to small changes in cytokine concentration.

**Figure 5:**
**Transcription heat maps for selected gene families associated with CD8**^**+**^**T cell differentiation and functionality.** Purified naïve OT-I CD8^+^ T cells (1x10^6^/ml) were stimulated with peptide-pulsed APCs (6x10^6^/ml). After 48 hours, OT-I T cells were harvested, re-purified and re-cultured (5x10^5^/ml) in the presence of either plain media or media supplemented with IL-2, IL-4, IL-7, IL-15 or IL-21 (100 ng/ml). After 24 hours, cells were harvested, mRNA isolated and gene expression analyzed by microarray. Data are generated from 3 biological replicates. Complete gene and probe information is included in Additional file 1: Table S1.

Numerous agonistic monoclonal antibodies that target TNFR family receptors are undergoing pre-clinical and clinical trials as immunotherapies for cancer [12],[60]. Several studies have reported findings that suggest administration of exogenous γc cytokines may augment the efficacy of mAb therapies that target TNFR receptors. Specifically, co-administration of IL-2 has been reported to enhance the anti-tumor immune responses of therapies targeting OX40 (CD134), GITR (CD357) and 4-1BB (CD137) [5],[6],[61],[62]. In this study, we observed that exposure to IL-2 led recently-activated CD8^+^ T cells to substantially increase their expression of 4-1BB, GITR, ICOS and OX40, at both the transcriptional and protein level. 

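Icos (probe set 1436598_at), an inducible co-stimulatory receptor of the CD28 family, had changes of 0.51 with IL-2, -0.13 with IL-4, 0.33 with IL-7, -0.06 with IL-15 and 1.06 with IL-21 (SE 0.36, limma adjusted p = 1, 0.814, 0.728, 1 and 0.437). None passed with the replicates as a block or after quantile normalization, where they were 0.40, -0.64, -0.17, -0.10 and 0.57 (adjusted p = 0.319, 0.0984, 0.778, 1 and 0.172), so that the values with IL-4, IL-7 and IL-15 stood below media control. IL-2 exceeded IL-4 in these values, at 1.04 for IL-2 minus IL-4 (SE 0.23, adjusted p = 0.0221). The changes of Icos with IL-2 and IL-21 passed with quantile normalization and the replicates as a block together, a setting added after the data had been seen. Tnfrsf9, which encodes 4-1BB, had a change of 1.78 (SE 0.34, adjusted p = 0.00195) with IL-2 after quantile normalization and was higher than with IL-15, at 1.70 for IL-2 minus IL-15 (SE 0.34, adjusted p = 0.00524).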

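Tnfrsf4 and Tnfrsf18, which encode OX40 and GITR, were compared between IL-2 and the other cytokines. After quantile normalization Tnfrsf4 was higher with IL-2 than with IL-7, IL-15 and IL-21, by 1.07 (SE 0.23, adjusted p = 0.0271), 2.27 (SE 0.23, adjusted p = 2.6e-05) and 1.10 (SE 0.23, adjusted p = 0.00701) in limma. Tnfrsf18 was higher with IL-2 than with the same 3, by 0.59 (SE 0.13, adjusted p = 0.0377), 1.34 (SE 0.13, adjusted p = 2.5e-05) and 0.83 (SE 0.13, adjusted p = 0.00117). IL-2 minus IL-4 was 0.21 for Tnfrsf4 and 0.03 for Tnfrsf18 (adjusted p = 0.845 and 0.97), which did not pass. None of these contrasts passed on the values as deposited, where IL-2 minus IL-15 did with the replicates as a block (adjusted p = 1.5e-04 and 0.0178). Tnfrsf4 was higher there with IL-4 than with IL-15, at 2.50 for IL-4 minus IL-15 (SE 0.46, adjusted p = 0.0245).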

The other γc cytokines also boosted the transcriptional expression of these receptors to a lesser extent, but at the protein level these increases only reached statistical significance in one case, IL-7 induced expression of ICOS. Therefore, in this model it appears that IL-2 is far more likely to enhance the capacity of recently-activated CD8^+^ T cells to respond to co-stimulatory signals, compared with other members of the γc family.

The observations reported in this study demonstrate the importance of timing for the response of activated CD8^+^ T cells to γc cytokines. A previous study by Hinrichs, et al. reported that when exogenous IL-21 was added to the culture media during antigen priming, the acquisition of effector functions and the induction of granzyme B were inhibited, while exogenous IL-2 and IL-15 had an opposite effect, although this was not maintained following adoptive transfer [63]. However, in this study we observed that IL-21 treatment produced the most robust induction of cytolytic effector function, and several other studies have reported that exogenous IL-21 enhances cytotoxic capacity of CD8^+^ T cells *in vivo*. The key difference appears to be in both the timing and context of the stimuli. With respect to context, the addition of exogenous γc cytokine during *in vitro* antigen priming with a mixed population of leukocytes will skew the balance of γc signaling in the system, but the original complement of cytokines is still present. In contrast, this model interrogates the response of CD8^+^ T cells that are isolated prior to stimulation, creating a cytokine environment that is dominated by a single γc cytokine. Although artificial, this type of isolated stimuli may reflect some aspects of the environment encountered by the freshly-activated T cells as they migrate into the periphery, where there may be fewer sources of γc cytokine production in close proximity. Additionally, differences in the timing of the γc stimuli clearly make a critical difference. A short-term burst of IL-2 production has been shown to accompany antigen-specific priming of T cells, and unusually high levels of other γc cytokines may disrupt the initial phases of rapid differentiation that occur during early activation [64]–[66]. These observations raise the possibility that, as modulators of CD8^+^ T cell-mediated immunity, γc cytokines may be more useful when administered after immunization, rather than as a simultaneous treatment. Furthermore, the rapid and dramatic up-regulation of multiple TNFR family co-stimulatory receptors in response to IL-2 treatment suggests that this γc cytokine may be uniquely well-suited for co-administration with agonistic antibodies targeting these receptors, particularly 4-1BB, GITR, ICOS and OX40. Our findings also suggest that the cytotoxic activity of such a population may be further enhanced by IL-21 treatment, and indeed it has been reported that a combination of IL-21 with low dose IL-2 improves outcomes in a murine melanoma model, in part by enhancing the anti-tumor activity of CD8^+^ T cells [29].

## 4 Conclusions

Overall, this study suggests that among γc cytokines, IL-2 may be uniquely beneficial for therapeutic strategies that combine immunization with agonists of co-stimulatory T cell receptors. The data from this report, along with previous studies of γc cytokines and CD8^+^ T cell differentiation, indicate that the timing of IL-2 administration relative to immunization may play a critical role in defining the resulting CD8^+^ T cell response [67]. In this study, we found that administration of IL-2 significantly increased the proliferation, survival and the expression of co-stimulatory by CD8^+^ T cells when treatment followed antigen-priming by 48 hours. In line with previous reports, this study also found that IL-4 and IL-21 both induced a robust acquisition of cytotoxic functions in this population, albeit with dramatically different polarization profiles, Th2/Tc2 and NK-like, respectively [68]. Those observations support the hypothesis that IL-21 may be useful for promoting the cytotoxic function of peripheral CD8^+^ T cells, but because exogenous γc cytokine treatment may disrupt antigen-priming, only after a population of activated, tumor-reactive CD8^+^ T cells is well-established.

## 5 Methods

### 5.1 Mice

Wild-type C57BL/6 mice were purchased from Jackson Labs (Bar Harbor, ME). OT-I Thy1.1 TCR Tg mice were bred in our facility. All mice were maintained under specific pathogen-free conditions in the Providence Portland Medical Center animal facility. Experimental procedures were performed according to the National Institutes of Health Guide for the Care and Use of Laboratory Animals.

### 5.2 Cell isolation and preparation

Spleens were harvested from both wild-type C57BL/6 and OT-I Thy1.1 TCR Tg mice and processed to obtain single cell suspensions. ACK lysing buffer (Lonza, Walkersville, MD) was added for 5 min at RT to lyse red blood cells. Cells were washed and re-suspended in complete RPMI 1640 (Lonza) cell culture media supplemented with 10% FBS (Lonza), HEPES, non-essential amino acids, sodium pyruvate (all from Lonza), and pen-strep glutamine (Invitrogen). Whole splenocytes from wild-type C57BL/6 mice were used as stimulator cells and CD8^+^ T cells purified from OT-I splenocytes using the Dynal mouse CD8^+^ T cell negative isolation kit (Invitrogen) were used as antigen-specific effector cells. Purified naïve wild-type OT-I (1 × 10^6^/well) were stimulated with OVA peptide (SIINFEKL) pulsed (5 μg/ml) and irradiated (2,000 rads) syngeneic splenocytes (6 × 10^6^/well) in 24-well plates. Forty-eight hours later, activated OT-I T cells were harvested and viable cells were enriched over a Ficoll-paque gradient and washed prior to being re-seeded in media (5 × 10^5^ cells/ml) and treated with the γc cytokines. Recombinant murine IL-2, IL-4, IL-7, IL-15 and IL-21 were purchased from eBioscience (San Diego, CA). Experimental samples were treated with 100 ng/ml of their respective gamma chain cytokine and incubated at 37°C for 24 hours.

### 5.3 Cell proliferation and survival assays

The total number of viable cells post-treatment was measured by counting, using trypan blue staining to exclude dead cells. The viable proportion of CD8^+^/Thy1.1^+^ cells in each treatment group was quantified by flow cytometry, using the eFluor780 viability dye (eBioscience). The cell proliferation assay was conducted with three biological replicates.

### 5.4 Flow cytometry

The cells were pre-treated with a blocking mixture of anti-CD16/32 and a mixture of polyclonal mouse and rat IgG for 10 min at 4°C, then stained for 30 min at 4°C with the following cytokines: CD8 BV785, Viability Dye eFluor780, Thy1.1 eFluor450, Dump (CD11b, CD11c, CD19) AF70, Granzyme-A APC, Granzyme-B PE, Perforin FITC, Gata-3 eFluor710, T-bet PE-Cy7, BCL2 PE, Ki-67 FITC, Eomes eFluor710, BTLA APC, OX40 PE, 4-1BB eFluor710, GITR PE-Cy7, ICOS PerCP5.5, KLRG1 APC, TIM-3 PE, CTLA-4 FITC, PD-1 PE-Cy7, CD215 APC, CD124 PE, CD127 APC, CD25 FITC, FasL eFluor710, and CD69 PE-Cy7. All antibodies were obtained from eBioscience (San Diego, CA), BD Biosciences (San Jose, CA), BioLegend (San Diego, CA), Miltenyi Biotec (Bergisch Gladbach, Germany), or Invitrogen. For intracellular staining, cells were fixed and permeabilized with the Foxp3 Staining Buffer Set (eBioscience) according to the manufacturer's instructions. Flow cytometry data was acquired on a LSRII flow cytometer using FACSDiva software (BD Biosciences). Data was processed and visualized with FlowJo (Treestar, Ashland, Oregon). OneComp beads (eBioscience) were used to define compensation settings. Analyses were gated on viable/Thy1.1^+^/CD8^+^/Dump^−^ cells. Histograms were normalized to the mode and obtained from representative samples. Mean fluorescent intensities (MFI) was calculated using the mean MFI for each target data sets representing three biological replicates. Data sets were collated and imaged with Prism (GraphPad Software, San Diego, CA), and statistical significance was determined by one-way ANOVA.

### 5.5 RNA isolation and microarray

RNA was isolated using either the RNeasy Mini kit (Qiagen, Valencia, CA) or a combination of TRIzol reagent (Life Technologies, Grand Island, NY, Grand Island, NY) and the Direct-zol RNA miniprep kit (Zymo Research, Irvine, CA), all following manufacturer protocols. Two biological replicates for mRNA analysis were prepped using the RNeasy kit. The third replicate was prepped using the Trizol/Direct-zol approach. Prior to submission to the Oregon Health & Science University Gene Microarray Shared Resource core facility (Portland, Oregon), the purity and quantity of the RNA was assessed by NanoDrop ND-1000 (Thermo Scientific, Wilmington, DE). The quality and quantity of RNA samples was further analyzed on the Bioanalyzer platform (Agilent, Santa Clara, CA). Labeled target cDNA was prepared from total RNA samples using the Ambion MessageAmp Premier protocol (3’IVT assay). Each sample target was hybridized to a Mouse 430 2.0 GeneChip array (Affymetrix, Santa Clara, CA). Image processing and expression analysis were performed using Affymetrix GeneChip Command Console (AGCC) v. 3.1.1 and Affymetrix Expression Console v.1.1 software, respectively. Data from all biological replicates and conditions was imported into the Affymetrix Expression Console and normalized (RMA), annotated and exported to CSV files, which were then processed in Excel. Raw expression data is represented on a log_2_ scale and data from biological replicates was averaged when comparing differences between experimental conditions.

### 5.6 Gene expression data processing and analysis

A log_2_ scale was used when representing raw gene expression values, and the relative changes between experimental conditions. Averages of the biologic replicates for each condition were used when comparing changes in gene expression. The raw data for each replicate, treatment averages, comparative changes, gene information and probe ID for the genes included in Figure 5 are included in Additional file 1: Table S1A. The complete CEL files were deposited in the GEO database (accession #GSE58262). Construction of functionally related gene clusters utilized data from the GO annotation database, as well as an aggregation of markers that have been reported in the literature to be associated with specific T cell functions and phenotypes. The list of genes in each cluster, along with their expression and probe data, is available in Additional file 3: Table S2. To visualize the transcriptional changes in each functional cluster, the gene clusters were imported into Cytoscape and each cluster was represented as a circle of spots, each representing a specific gene in the cluster. Previously annotated functional interactions between genes were identified and illustrated with the Reactome FI plugin. Changes in gene expression between each experimental group and the untreated control were overlaid into the network and visualized by amplitude (spot size) and direction (color; up-regulated = red, down-regulated = blue).

### 5.7 Cytokine bead array

Supernatants from each treatment group and controls were harvested and the concentration of cytokines was measured by cytokine bead array via flow cytometry, following manufacturer protocols (eBioscience).

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

MM and WR conceived and designed the study and experiments. MM, MK, SL, CD, and WR performed experiments and analyzed data. MM, CD, and WR wrote and revised the manuscript. All authors read and approved the final manuscript.

## Grant support

NIH 5R00CA136678 (WLR), NIH 5T32AI078903 (MJM), and the Providence Portland Medical Foundation.

## Additional files

## Supplementary Material

Additional file 1: Table S1. Complete gene set and probe information. Click here for file

Additional file 2: Figure S1. Autocrine γc cytokine signaling by recently activated CD8 T cells treated with exogenous γc cytokines. Purified naïve OT-I CD8^+^ T cells (1x10^6^/ml) were stimulated with peptide-pulsed APCs (6x10^6^/ml). After 48 hours, OT-I T cells were harvested, re-purified and re-cultured (5x10^5^/ml) in the presence of either plain media or media supplemented with IL-2, IL-4, IL-7, IL-15 or IL-21 (100 ng/ml). After 24 hours, cells and supernatants were harvested and the analyzed. A) Secretion of cytokines into the culture supernatant. B, C) Flow cytometry analysis of the expression of specific γc receptors. Data are generated from 3 biological replicates, histograms reflect a single representative biological replicate and the bar graphs depict the mean of replicates +/−SD (n = 3). Unless otherwise noted, significance reflects the difference between the treatment group and the media only control. *P < 0.05, *P < 0.01, ***P < 0.001. Click here for file

Additional file 3: Table S2. Complete gene cluster, transcriptomic data, and probe information. Click here for file

# Supplementary material for: Common gamma chain (γc) cytokines differentially potentiate TNFR family signaling in antigen-activated CD8+ T cells
**Source:** J Immunother Cancer. 2014 Sep 16;2:28. doi: 10.1186/s40425-014-0028-y
**Supplement:** Additional file 2: Figure S1. — Autocrine γc cytokine signaling by recently activated CD8 T cells treated with exogenous γc cytokines. Purified naïve OT-I CD8+ T cells (1x106/ml) were stimulated with peptide-pulsed APCs (6x106/ml). After 48 hours, OT-I T cells were harvested, re-purified and re-cultured (5x105/ml) in the presence of either plain media or media supplemented with IL-2, IL-4, IL-7, IL-15 or IL-21 (100 ng/ml). After 24 hours, cells and supernatants were harvested and the analyzed. A) Secretion of cytokines into the culture supernatant. B, C) Flow cytometry analysis of the expression of specific γc receptors. Data are generated from 3 biological replicates, histograms reflect a single representative biological replicate and the bar graphs depict the mean of replicates +/−SD (n = 3). Unless otherwise noted, significance reflects the difference between the treatment group and the media only control. *P < 0.05, *P < 0.01, ***P < 0.001.

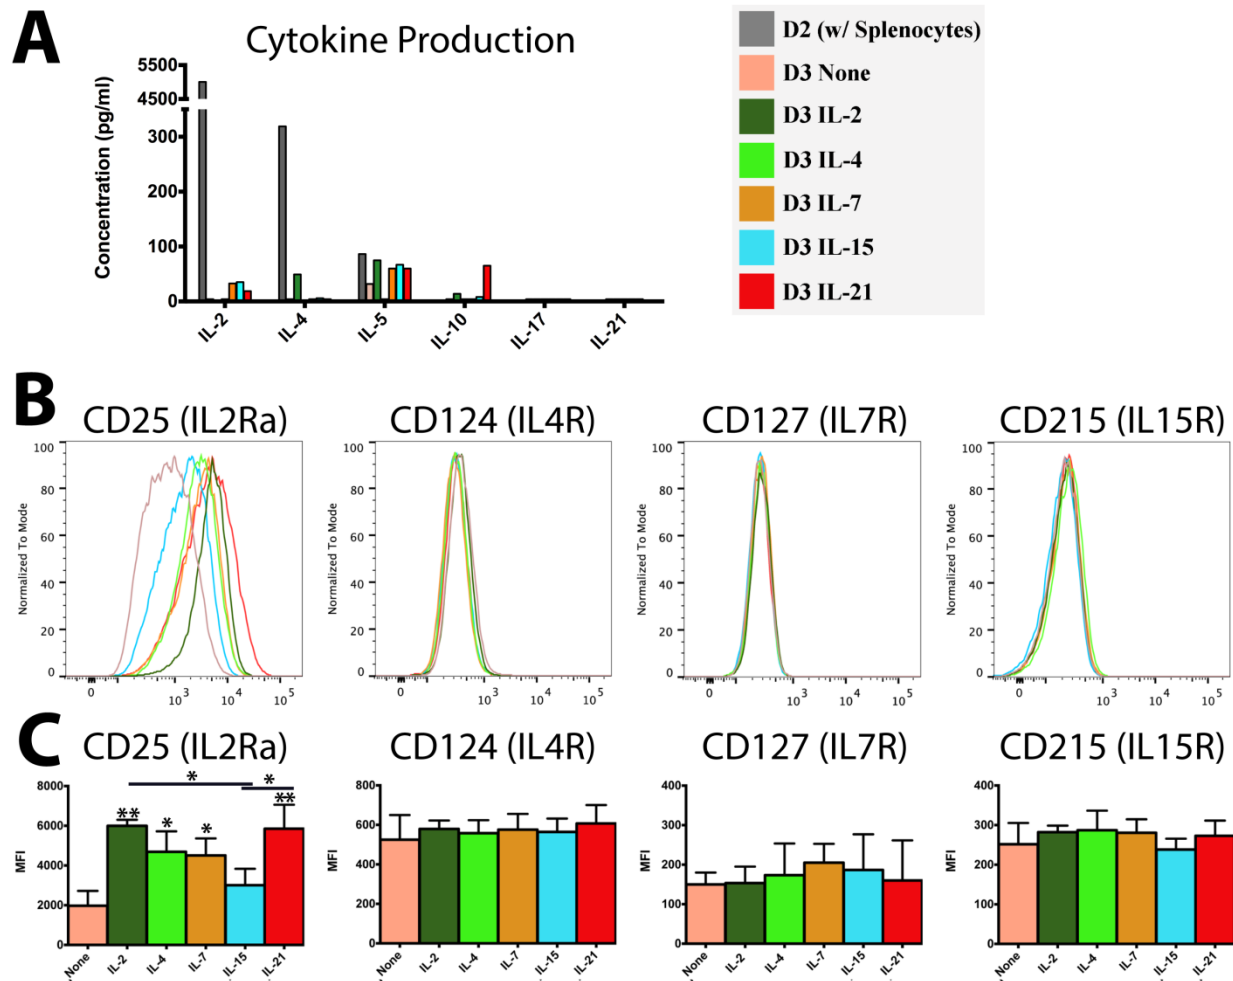

**Supplemental Figure 1. Autocrine  $\gamma$ c cytokine signaling by recently activated CD8 T cells treated with exogenous  $\gamma$ c cytokines.** Purified naïve OT-I CD8<sup>+</sup> T cells ( $1 \times 10^6$ /ml) were stimulated with peptide-pulsed APCs ( $6 \times 10^6$ /ml). After 48 hours, OT-I T cells were harvested, re-purified and re-cultured ( $5 \times 10^5$ /ml) in the presence of either plain media or media supplemented with IL-2, IL-4, IL-7, IL-15 or IL-21 (100 ng/ml). After 24 hours, cells and supernatants were harvested and the analyzed. A) Secretion of cytokines into the culture supernatant. B, C) Flow cytometry analysis of the expression of specific  $\gamma$ c receptors. Data are generated from 3 biological replicates, histograms reflect a single representative biological replicate and the bar graphs depict the mean of replicates  $\pm$  SD (n=3). Unless otherwise noted, significance reflects the difference between the treatment group and the media only control. \*P<0.05, \*\*P<0.01, \*\*\*P<0.001.

How the deposited data were processed for this re-analysis (not part of the article)

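RNA from OT-I CD8+ T cells was measured on 18 Affymetrix mouse arrays, 3 biological replicates for each of 6 groups, a media control and 5 cytokines. The cells had been primed for 48 hours and then cultured for 24 hours without cytokine or with 1 cytokine at 100 ng/ml. Replicates 1 and 2 were extracted with RNeasy and replicate 3 with TRIzol and Direct-zol. The deposited values are log2 values per probe set that the authors made with the RMA algorithm (background correction, quantile normalization and median polish) in Affymetrix Expression Console 1.1. They were used as deposited. They run from about 2 to 15 in every column and none is missing. The array files from before RMA were not used here, so the background correction could not be varied.

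The columns were compared with the values of Table S2 at its 275 probe sets. Those of 15 arrays equal a column of the table to within 0.001. Replicate 3 of media control, IL-2 and IL-15 equals none and lies lower over the whole array, and why is not stated. The table numbers its columns #1, #2 and #3 for the samples labelled replicates 3, 1 and 2. The samples were grouped by their labels, and the paper's values were compared through group means.

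Of 45101 probe sets, 35890 are listed with gene names in the annotation used here and 34958 have 1 gene symbol. The 932 with several symbols and the 9211 not listed were left out, except 26 that Tables S1 and S2 name. For each of 18219 genes 1 probe set was taken, that of Table S1, else the first listed in Table S2, else the one with the highest mean over the 18 arrays. No gene was removed for a low level. The arrays have no detection calls, and the background level was set at the 95th percentile of the means of 36 genes of other tissues. The size of a change from or to a level under it is not exact.

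Groups were compared with limma 3.58.1 in R 4.3.3, by lmFit over all 18 arrays with a mean for each group, no covariate and 12 residual degrees of freedom, and eBayes, two-sided. Each cytokine was compared with media control and with each other cytokine, and p was adjusted by the Benjamini-Hochberg method over the genes of 1 comparison, with a threshold of 0.05. Shifts of gene sets were tested with fry (limma), directional, adjusted over the 55 tests of the 11 clusters of Table S2 and the 110 tests of the 22 lists separately, and the size of a shift is the mean of its members' changes. Its SE is that of the difference of the group means of the set average. The 3 axes of Fig. 4F were compared with exact permutation tests of 3 against 3 arrays, which cannot give a p under 0.1, and, added later, with sign flips within the 3 pairs, which cannot give one under 0.25. Similarity of responses was compared with that of simulated groups sharing the noise of the control arrays (20 draws). Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

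The lists cover cholesterol synthesis, fatty acid synthesis, glycolysis, hypoxia response, amino acid synthesis and ATF4 targets, ribosome biogenesis, cell cycle, type I interferon response, naive and memory quiescence, STAT5 targets, STAT3 targets, STAT6 targets, exhaustion-associated genes, effector and memory precursor transcription factors, markers of B cells, myeloid cells, dendritic cells, NK cells, CD4 T cells and red cells, tissue genes not expected in T cells, and housekeeping genes. The clusters are those of Table S2, which the authors assembled from annotation databases and the literature. The values of the genes in Tables S1 and S2 had been seen in those tables when the rule for named genes was written. That rule takes every gene the paper names on the transcript data, for each cytokine the 10 largest rises and falls that pass with all 3 arrays beyond all 3 control arrays, within a set up to 4 members with the largest change that pass, and the largest rise and fall per cytokine outside the 2 tables. Some genes that this rule takes are not reported here.

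After gene and group means were removed, arrays with the same replicate number correlated across genes (45 pairs, lowest 0.472, median 0.628), while the highest of the 90 pairs with different numbers was 0.395. The numbers therefore pair the samples, and a fit with the replicate number as a block is given beside it.

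The pipeline was tested on simulated data for IL-2 against media control only, with 100 genes changed at each size. With all arrays on 1 scale the fit recovered 68% of the genes changed by 1 on the log2 scale (mean size 1.02) and 97% of those changed by 2 (mean size 1.98), with 10 false calls. With the 3 arrays offset as in the deposited values it recovered 0% of the genes changed by 1 on the log2 scale (mean size 1.01) and 86% of those changed by 2 (mean size 2.01), with 8 false calls, and after quantile normalization 72% of the genes changed by 1 on the log2 scale (mean size 1) and 95% of those changed by 2 (mean size 2), with 17 false calls. The precision is limited by 3 arrays per group.

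The alternatives tried were the replicate number or the kit as a block, a fit on the 6 arrays compared, quantile normalization again over the 18 arrays, median centring, removal of genes with a mean under 6, the probe set of highest mean for every gene, all probe sets with 1 symbol, eBayes with trend and robust set, array weights, camera with a preset correlation of 0.01 or an estimated one, other percentiles for the background level, and leaving out each replicate number and each array. Another 10 were added after seeing the data: leaving out the 3 arrays on the lower scale, these 3 as a block, quantile normalization with the replicates as a block, the similarity after quantile normalization, without and with the pairing, camera with an estimated correlation after quantile normalization, the axes of Fig. 4F with sign flips within the pairs, the comparisons between cytokines with the replicates as a block, the genes shared by 2 responses with that block and after quantile normalization, and IL-7 in place of IL-2 in the test of the IL-15 response. Counts under most alternatives had been seen before the text was written. A sign is called reversed under an alternative when it differs from that of the fit and the value passes in at least 1 of the 2. The flow cytometry, bead array and cell count results of the paper were not analysed here.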

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

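The tests of the RNA kit and of a separate normalization of 3 arrays were chosen only after the result was seen.

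The paper discusses the genes of Tables S1 and S2, and each cytokine but IL-15 also changed genes outside them. Given here are the largest rise and the largest fall per cytokine, each above or below the level in media control. Emilin2 had a change of 4.71 with IL-2 (SE 0.82, limma adjusted p = 0.0127, higher in 3 of 3 arrays than in all controls), 4.73 after quantile normalization (adjusted p = 1.0e-04, and 4.0e-09 on the deposited values with the block, over all alternatives 4.0e-09 to 0.416), and the call was lost without media control replicate 2 or IL-2 replicate 1 or 2 (adjusted p = 0.0546, 0.0717 and 0.0767). Kcna2 stood at -4.62 with IL-2 (SE 0.84, limma adjusted p = 0.0173, lower in 3 of 3 arrays than in all controls), -4.68 after quantile normalization (adjusted p = 1.3e-04, and 1.2e-07 on the deposited values with the block, over all alternatives 1.2e-07 to 0.545), and the call was lost without media control replicate 2 or IL-2 replicate 1 (adjusted p = 0.129 and 0.0717). For Epas1 the change with IL-4 was 5.25 (SE 0.90, limma adjusted p = 0.0111, higher in 3 of 3 arrays than in all controls), 4.85 after quantile normalization (adjusted p = 8.8e-05, and 1.5e-09 on the deposited values with the block, over all alternatives 9.9e-10 to 0.394), and the call was lost without IL-4 replicate 1 or 2 (adjusted p = 0.068 and 0.0932). S1pr1, also with IL-4, changed by -3.85 (SE 0.73, limma adjusted p = 0.0259, lower in 3 of 3 arrays than in all controls), -4.36 after quantile normalization (adjusted p = 3.9e-05, and 1.9e-06 on the deposited values with the block, over all alternatives 8.3e-09 to 0.659), and the call was lost without media control replicate 1 or 2 or IL-4 replicate 1, 2 or 3 (adjusted p = 0.0684, 0.128, 0.1, 0.174 and 0.0979). With IL-7, Drc1 was at 4.2 (SE 0.46, limma adjusted p = 7.1e-04, higher in 3 of 3 arrays than in all controls), 3.72 after quantile normalization (adjusted p = 0.0092, and 7.2e-07 on the deposited values with the block, over all alternatives 6.2e-10 to 0.264), and the highest adjusted p on leaving out 1 array was 0.0133. The change of Serpinb5 with IL-21 was 5.48 (SE 0.64, limma adjusted p = 2.0e-04, higher in 3 of 3 arrays than in all controls), 5.18 after quantile normalization (adjusted p = 7.7e-07, and 8.1e-11 on the deposited values with the block, over all alternatives 3.4e-14 to 0.0244), and the highest adjusted p on leaving out 1 array was 0.00268. At the other end, Capn3 with IL-21 was at -3.57 (SE 0.66, limma adjusted p = 0.0126, lower in 3 of 3 arrays than in all controls), -4.08 after quantile normalization (adjusted p = 7.7e-07, and 2.6e-06 on the deposited values with the block, over all alternatives 1.0e-11 to 0.609), and the call was lost without media control replicate 1 or 2 or IL-21 replicate 2 or 3 (adjusted p = 0.0609, 0.0746, 0.0904 and 0.0622). No gene outside the tables passed either direction with IL-15 under any alternative. A fall with IL-7 was passed by none on the deposited values (limma, 894 genes in all at an unadjusted p under 0.05), and after quantile normalization Slc6a19 had -1.80 (SE 0.43, adjusted p = 0.0457) and Cd74 -1.79 (SE 0.36, adjusted p = 0.0222).

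Other divisions of the 6 arrays into 3 and 3 were counted for each cytokine against media control. There are 10 such splits, too few for a share under 0.05. The numbers of genes called in the real split were 75 with IL-2, 67 with IL-4, 8 with IL-7, 0 with IL-15 and 97 with IL-21, and the highest number in any other split was 0 for each (limma). The splits with as many calls numbered 1 for each cytokine except IL-15, for which all 10 gave none, and the IL-15 comparison had 12 genes at an unadjusted p under 0.05. Replicate numbers pair the samples. Of the splits, 4 part all 3 pairs, the real one among them, and the others part only 1. The highest number in the others that part all 3 pairs was 0. After quantile normalization the real numbers were 2897 with IL-2, 1655 with IL-4, 310 with IL-7, 0 with IL-15 and 1224 with IL-21, and the highest other was again 0.

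The medians of replicate 3 of media control, IL-2 and IL-15 lie 1.24 log2 or more below those of the other 15 arrays. The RNA kit as the whole cause is argued against by the other replicate 3 arrays, which share the kit, since the highest replicate 3 median lies 0.08 above the lowest RNeasy median. A candidate explanation that stays open is a separate normalization of the 3 arrays, whose medians lie within 0.049 of each other, while Table S2 gives values for the 3 groups at the level of the other arrays (-0.17, 0.04 and -0.16 from the mean of the 2 other arrays). The value of the 3' minus the 5' actin probe set is also higher in these 3 arrays (0.61, 0.59 and 0.68) than in the others (0.19 to 0.39), while that of Gapdh is not (-0.05, -0.0039 and 0.02 against -0.01 to 0.12), and RNA quality in them was not tested as a cause. No biological explanation was tested, since the 3 arrays come from 3 different treatments.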

How the results depend on the processing

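Tests chosen after the result was seen are those without the 3 arrays on the lower scale, with these 3 as a block, with quantile normalization and the replicate block, with camera and an estimated correlation after quantile normalization, the similarity after quantile normalization and with the pairing in the simulated groups, the sign flips within pairs on the axes of Fig. 4F, the comparisons between cytokines with the replicate block, the genes shared by 2 responses with that block and after quantile normalization, and IL-7 in place of IL-2 in the test of the IL-15 response. The tests of the RNA kit and of a separate normalization of 3 arrays, given above, were also chosen then. The other tests and alternatives, the gene lists and the named-gene rule were chosen before the data were examined, when the values of the genes in Tables S1 and S2 had been seen in those tables.

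On the deposited values limma called the genes counted in the text, and fry called 2 of 55 cluster shifts and 5 of 110 list shifts. The cluster means that passed kept their sign under every alternative run, central homing with IL-2 from -2.15 to -1.40 and NK-like with IL-21 from 1.37 to 2.14. No gene was called with IL-15 under any alternative (limma, 12 at an unadjusted p under 0.05 on the deposited values, 391 after quantile normalization and, as the highest number, 1567 after it with the replicate block, where the lowest adjusted p was 0.159). Counts stayed within 1.5 times with the probe set of highest mean, with all probe sets and with eBayes with trend and robust set, and all cluster shifts kept their calls with the probe set of highest mean. The 15 changes along the axes of Fig. 4F moved by less than the spread between replicates after quantile normalization. Median centring and pairing by replicate number leave these changes as they are by construction, and the pairing allows no p under 0.25. Among the single genes the paper names, the numbers of changes that kept their call, passed newly, ceased to pass and reversed, where a value that passed neither time could change its sign and still counts among the first, were, of 350, 295, 55, 0 and 0 with the replicate block, 291, 58, 1 and 0 after quantile normalization, 296, 54, 0 and 0 after median centring, 234, 109, 0 and 7 under array weights, 273, 75, 0 and 2 without replicate 3. Of 340 changes of the other genes named in the text they were 241, 99, 0 and 0 with the replicate block, 235, 104, 1 and 0 after quantile normalization, 194, 145, 0 and 1 under array weights, 232, 108, 0 and 0 without replicate 3, and for the list shifts, of 110, 86, 24, 0 and 0 with the replicate block, 64, 46, 0 and 0 after quantile normalization, 105, 0, 5 and 0 with an estimated correlation, 60, 50, 0 and 0 without replicate 3. Calls ceased most often with replicate 1 or 2 left out. Of the changes of the paper's genes and of the other genes, those that ceased to pass numbered 38 and 52 without replicate 1, 39 and 50 without replicate 2, 9 and 12 without media control replicate 1, 15 and 21 without media control replicate 2, 11 and 15 without media control replicate 3, 13 and 13 in fits on the 6 arrays compared, and all 5 list shifts ceased to pass without replicate 1, without replicate 2, without media control replicate 3 and in fits on the 6 arrays compared.

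With the replicate block, which pairs the samples, the genes higher and lower numbered 401 and 366 with IL-2, 617 and 98 with IL-4, 167 and 2 with IL-7 and 515 and 50 with IL-21, and 5 of the cluster shifts and 29 of the list shifts passed. Newly past the threshold were the cluster means with IL-21 peripheral homing 1.11, cytotoxic effectors 1.81 and Th1/Tc1 1.40.

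With the RNA kit as a block the genes higher and lower numbered 368 and 328 with IL-2, 608 and 87 with IL-4, 146 and 1 with IL-7 and 511 and 45 with IL-21, and 6 of the cluster shifts and 30 of the list shifts passed. Cluster means that passed here and not in the fit were with IL-4 long-lived 1.12, with IL-21 peripheral homing 1.11, cytotoxic effectors 1.81 and Th1/Tc1 1.40.

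In fits on the 6 arrays compared the genes higher and lower numbered 4 and 5 with IL-2, 81 and 21 with IL-4, 9 and 1 with IL-7 and 137 and 14 with IL-21, and 0 of the cluster shifts and 0 of the list shifts passed. No longer past it were with IL-2 central homing -1.67, with IL-21 NK-like 1.81.

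After quantile normalization the genes higher and lower numbered 1434 and 1463 with IL-2, 728 and 927 with IL-4, 173 and 137 with IL-7 and 623 and 601 with IL-21, and 26 of the cluster shifts and 51 of the list shifts passed. Added to those that passed were the means with IL-2 short-lived -0.29, long-lived 0.67, cytotoxic effectors 0.29, co-repressive receptors -0.47 and Th2/Tc2 0.39, with IL-4 long-lived 0.65, central homing -1.30, cytotoxic effectors 0.50, NK-like -1.42 and Th2/Tc2 0.43, with IL-7 long-lived 0.42 and central homing -0.91, with IL-21 long-lived 0.40, central homing -0.65, peripheral homing 0.66, cytotoxic effectors 1.39, co-repressive receptors 0.36 and Th1/Tc1 0.95. Of opposite sign were with IL-4 short-lived -0.15, peripheral homing -0.32 and co-repressive receptors -0.32, with IL-7 short-lived -0.10, suppressive -0.31 and co-repressive receptors -0.23.

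After median centring the genes higher and lower numbered 1595 and 1045 with IL-2, 649 and 642 with IL-4, 140 and 52 with IL-7 and 502 and 408 with IL-21, and 22 of the cluster shifts and 47 of the list shifts passed. Gained calls were with IL-2 short-lived -0.22, long-lived 0.74, cytotoxic effectors 0.34, co-repressive receptors -0.41 and Th2/Tc2 0.42, with IL-4 long-lived 0.69, central homing -1.28, cytotoxic effectors 0.49, NK-like -1.42 and Th2/Tc2 0.43, with IL-7 long-lived 0.48 and central homing -0.89, with IL-21 long-lived 0.44, central homing -0.64, peripheral homing 0.67, cytotoxic effectors 1.38, co-repressive receptors 0.39 and Th1/Tc1 0.96. Signs opposite to those of the fit were found with IL-4 peripheral homing -0.31 and co-repressive receptors -0.27.

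Without dim genes the genes higher and lower numbered 47 and 55 with IL-2, and 4 of the cluster shifts passed. Of the list shifts, 1 ceased to pass and 1 passed newly. Newly past the threshold were the cluster means with IL-4 NK-like -1.55, with IL-21 cytotoxic effectors 1.98. The correlations of IL-2 and IL-21 rose to 0.668 and IL-7 and IL-15 rose to 0.854 there.

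Under array weights the genes higher and lower numbered 2402 and 2354 with IL-2, 1784 and 1991 with IL-4, 1129 and 989 with IL-7 and 1431 and 1320 with IL-21, and 22 of the cluster shifts and 49 of the list shifts passed. Cluster means that passed here and not in the fit were with IL-2 short-lived -0.30, long-lived 0.70, cytotoxic effectors 0.32, co-repressive receptors -0.46 and Th2/Tc2 0.58, with IL-4 long-lived 0.62, central homing -1.33, cytotoxic effectors 0.49, NK-like -1.36 and Th2/Tc2 0.49, with IL-7 long-lived 0.43 and central homing -0.86, with IL-21 long-lived 0.43, central homing -0.56, peripheral homing 0.89, cytotoxic effectors 1.42, suppressive 0.41, co-repressive receptors 0.49 and Th1/Tc1 0.97. Reversed values were with IL-4 co-repressive receptors -0.24, Il2 -0.45, Ccr2 -0.63, Socs7 -0.38 and Cd79a -0.40, with IL-7 Socs7 -0.32, with IL-21 red cell markers -0.53, Casp2 -0.59, Cd160 -0.44 and Socs7 -0.51.

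By camera with the preset correlation 28 of the cluster shifts and 72 of the list shifts passed. Added to those that passed were the means with IL-2 short-lived -0.25, long-lived 0.71, cytotoxic effectors 0.31, co-repressive receptors -0.44 and Th2/Tc2 0.39, with IL-4 short-lived 0.32, long-lived 1.12, central homing -0.85, cytotoxic effectors 0.92, NK-like -0.98, co-repressive receptors 0.16, Th1/Tc1 0.26 and Th2/Tc2 0.86, with IL-7 long-lived 0.91, central homing -0.47, suppressive 0.16 and NK-like 0.14, with IL-15 long-lived 0.20, central homing -0.23, cytotoxic effectors 0.22 and co-stimulatory receptors -0.093, with IL-21 long-lived 0.87, central homing -0.20, cytotoxic effectors 1.81, co-repressive receptors 0.83 and Th1/Tc1 1.40. Camera compares a set with the other genes, whose median change was 0.43 with IL-4, 0.41 with IL-7 and 0.43 with IL-21, so the positive means of short-lived, co-repressive receptors, Th1/Tc1 and NK cell markers with IL-4, suppressive, NK-like, type I interferon response, NK cell markers and red cell markers with IL-7 and type I interferon response and red cell markers with IL-21 passed for lying below the other genes and are not rises.

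By camera with an estimated correlation 1 of the cluster shifts and 0 of the list shifts passed. Gained calls were with IL-4 NK-like -0.98. Calls lost were with IL-2 central homing -1.67, with IL-21 NK-like 1.81.

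Leaving out the 3 arrays on the lower scale the genes higher and lower numbered 1229 and 1363 with IL-2, 608 and 1064 with IL-4, 117 and 130 with IL-7 and 523 and 727 with IL-21, and 21 of the cluster shifts and 42 of the list shifts passed. Newly past the threshold were the cluster means with IL-2 short-lived -0.29, long-lived 0.70, co-repressive receptors -0.51 and Th2/Tc2 0.52, with IL-4 long-lived 0.58, central homing -1.33, cytotoxic effectors 0.46, NK-like -1.37 and Th2/Tc2 0.43, with IL-7 long-lived 0.36 and central homing -0.94, with IL-21 long-lived 0.33, central homing -0.68, peripheral homing 0.78, cytotoxic effectors 1.35, co-repressive receptors 0.39 and Th1/Tc1 0.81. Values that changed sign were with IL-4 co-repressive receptors -0.28, with IL-7 suppressive -0.33.

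With the same 3 arrays as a block the genes higher and lower numbered 2085 and 1716 with IL-2, 1062 and 1359 with IL-4, 381 and 324 with IL-7 and 805 and 946 with IL-21, and 22 of the cluster shifts and 52 of the list shifts passed. Cluster means that passed here and not in the fit were with IL-2 short-lived -0.25, long-lived 0.71, cytotoxic effectors 0.31, co-repressive receptors -0.44 and Th2/Tc2 0.39, with IL-4 long-lived 0.60, central homing -1.24, cytotoxic effectors 0.45, NK-like -1.30 and Th2/Tc2 0.38, with IL-7 long-lived 0.39 and central homing -0.86, with IL-21 long-lived 0.35, central homing -0.59, peripheral homing 0.74, cytotoxic effectors 1.35, co-repressive receptors 0.40 and Th1/Tc1 0.88. Of opposite sign were with IL-4 co-repressive receptors -0.27, with IL-7 suppressive -0.34 and tissue genes not expected in T cells -0.072, with IL-21 Casp2 -0.72 and Socs7 -0.38.

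With quantile normalization and the replicate block together the genes higher and lower numbered 2820 and 2750 with IL-2, 2338 and 2351 with IL-4, 1523 and 1461 with IL-7 and 1942 and 1915 with IL-21, and 31 of the cluster shifts and 69 of the list shifts passed. Added to those that passed were the means with IL-2 short-lived -0.29, long-lived 0.67, cytotoxic effectors 0.29, co-stimulatory receptors -0.11, co-repressive receptors -0.47, Th1/Tc1 0.11 and Th2/Tc2 0.39, with IL-4 long-lived 0.65, central homing -1.30, cytotoxic effectors 0.50, NK-like -1.42 and Th2/Tc2 0.43, with IL-7 long-lived 0.42 and central homing -0.91, with IL-15 co-stimulatory receptors -0.11, with IL-21 long-lived 0.40, central homing -0.65, peripheral homing 0.66, cytotoxic effectors 1.39, suppressive 0.25, co-repressive receptors 0.36 and Th1/Tc1 0.95. Signs opposite to those of the fit were found with IL-4 short-lived -0.15, co-stimulatory receptors -0.050, co-repressive receptors -0.32 and Socs7 -0.41, with IL-7 short-lived -0.10, suppressive -0.31, co-stimulatory receptors -0.10, co-repressive receptors -0.23, type I interferon response -0.30, red cell markers -0.40, Il2rg -0.37, Socs7 -0.36 and Csf1r -0.41, with IL-21 type I interferon response -0.32, dendritic cell markers -0.18, red cell markers -0.43, Casp2 -0.50, Cd160 -0.43 and Socs7 -0.44.

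With camera and an estimated correlation on quantile-normalized values 1 of the cluster shifts and 28 of the list shifts passed. Gained calls were with IL-21 cytotoxic effectors 1.39. The means that ceased to pass were with IL-2 central homing -1.67, with IL-21 NK-like 1.37.

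Leaving out each replicate number and each array in turn gave, as lowest and highest, 0 and 2010 genes higher and 0 and 2177 lower with IL-2, 0 and 887 genes higher and 0 and 1356 lower with IL-4, 0 and 306 genes higher and 0 and 257 lower with IL-7, 20 and 829 genes higher and 0 and 829 lower with IL-21, 0 and 23 cluster shifts past the threshold, 0 and 55 list shifts past the threshold. Counts of genes higher and lower without single arrays were, for IL-2, 49 and 18 without media control replicate 1, 18 and 6 without media control replicate 2, 27 and 127 without media control replicate 3, 8 and 15 without IL-2 replicate 1, 9 and 18 without IL-2 replicate 2 and 171 and 28 without IL-2 replicate 3. For IL-4, 57 and 2 without media control replicate 1, 49 and 2 without media control replicate 2, 27 and 20 without media control replicate 3, 26 and 2 without IL-4 replicate 1, 17 and 1 without IL-4 replicate 2 and 25 and 5 without IL-4 replicate 3. For IL-7, 10 and 0 without media control replicate 1, 5 and 0 without media control replicate 2, 5 and 0 without media control replicate 3, 4 and 0 without IL-7 replicate 1, 4 and 0 without IL-7 replicate 2 and 2 and 0 without IL-7 replicate 3. For IL-21, 98 and 2 without media control replicate 1, 78 and 2 without media control replicate 2, 49 and 8 without media control replicate 3, 49 and 3 without IL-21 replicate 1, 47 and 1 without IL-21 replicate 2 and 49 and 2 without IL-21 replicate 3.

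The cluster means that a left-out replicate number or array moved over the threshold ranged, with IL-2 short-lived -0.75 to 0.20, long-lived 0.17 to 1.25, central homing -2.15 to -1.40, co-repressive receptors -0.88 to -0.070 and Th2/Tc2 -0.047 to 0.95. With IL-4 they were short-lived -0.17 to 0.57, long-lived 0.58 to 1.40, central homing -1.42 to -0.50, cytotoxic effectors 0.46 to 1.19, NK-like -1.53 to -0.53, co-repressive receptors -0.31 to 0.43, Th1/Tc1 -0.32 to 0.60 and Th2/Tc2 0.43 to 1.10. With IL-7 they were long-lived 0.36 to 1.18 and central homing -0.94 to -0.19. With IL-21 they were short-lived -0.018 to 0.73, long-lived 0.33 to 1.15, central homing -0.68 to 0.074, peripheral homing 0.78 to 1.30, cytotoxic effectors 1.35 to 2.05, suppressive 0.22 to 1.02, NK-like 1.43 to 2.02 and Th1/Tc1 0.81 to 1.74. By single arrays, central homing with IL-2 lost its call without media control replicate 1 (-1.47, adjusted p = 0.129), central homing with IL-2 lost its call without media control replicate 2 (-1.40, adjusted p = 0.121), NK-like with IL-21 lost its call without media control replicate 3 (1.43, adjusted p = 0.0799), central homing with IL-2 lost its call without IL-2 replicate 3 (-1.47, adjusted p = 0.0752) and cytotoxic effectors with IL-21 passed without IL-21 replicate 3 (1.91, adjusted p = 0.0387). Other values that moved were Casp2 with IL-21 (-0.71 to 0.40), Socs7 with IL-21 (-0.47 to 0.30) and the axis Th1/Tc1 minus Th2/Tc2 with IL-2 (-0.58 to -0.11). The same axis with IL-7 had 0.11 with all replicates, 0.17 and 0.20 without replicates 1 and 2, and the other sign without replicate 3 (-0.05).

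Where fewer arrays were used the smaller number of samples is part of the alternative's construction, and in the simulated data the offset of the 3 arrays alone took the recovery of changes of 1 log2 with IL-2 from 68% to 0%, and quantile normalization to 72%, so the offset can account for calls with IL-2 gained by rescaling. Beyond this the cause of the changes of call or sign was not tested. The settings with 1 array left out leave a group with 2 arrays, and the residual spread is that of all groups. The background level of 7.67 was 6.68 as the 90th percentile and 5.04 as the median of the same genes, and limits what can be called expressed for genes under it. eBayes with trend and robust set was not run for clusters and lists, as fry takes no such option, and changes within the TRIzol arrays alone, 1 array per group, were not tested. The array weights did not converge, and 1 array (IL-15 replicate 1) got a weight of 0.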

Differences from the paper's values

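The tests without the 3 arrays on the lower scale, with these 3 as a block and with quantile normalization plus the replicate block were chosen after the result was seen. The paper's log2 changes are differences of the group means that Table S1 gives, or Table S2 where Table S1 lacks the gene, and both sides are on the log2 scale. Of 340 changes of genes the paper names, 48 differ in sign or by more than the SD of the replicates. In each pair the paper's value stands first and the value here second. These are, for receptors and cytokines of the family, Il2rg -0.37 and 0.02 with IL-7 and -0.21 and 0.18 with IL-21, Il9r 0.07 and -0.01 with IL-2, Il15ra 0.05 and -0.08 with IL-2 and 0.03 and -0.08 with IL-15, Il2 -0.25 and 0.23 with IL-4, -0.09 and 0.39 with IL-7 and -0.10 and 0.38 with IL-21 and Il7 -0.04 and 0.02 with IL-2, -0.08 and 0.45 with IL-4 and -0.01 and 0.52 with IL-7. Next, Il9 -0.04 and 0.28 with IL-7 and -0.09 and 0.22 with IL-21, Il21 -0.13 and 0.27 with IL-7, Bcl2l11 -0.35 and 0.07 with IL-4 and -0.29 and 0.13 with IL-7, Casp2 -0.16 and 0.35 with IL-4, -0.04 and 0.47 with IL-7 and -0.50 and 0.01 with IL-21 and Bcl2l1 -0.04 and 0.29 with IL-21. Further, Icos -0.08 and 0.33 with IL-7, Btla -0.18 and 0.27 with IL-7 and -0.07 and 0.38 with IL-21, Cd160 -0.34 and 0.09 with IL-21, Ctla4 -0.14 and 0.26 with IL-4, -0.05 and 0.36 with IL-7 and -0.25 and 0.16 with IL-21 and Pdcd1 -0.70 and -0.32 with IL-4, -0.08 and 0.29 with IL-7 and 0.90 and 1.27 with IL-21. Then Gzma -0.39 and 0.03 with IL-7, Ccr2 -0.30 and 0.37 with IL-4, Socs5 -0.01 and 0.03 with IL-2, -0.09 and 0.38 with IL-4 and -0.13 and 0.33 with IL-7, Socs7 -0.39 and 0.09 with IL-4, -0.30 and 0.18 with IL-7 and -0.44 and 0.04 with IL-21 and Klrc1 -0.24 and 0.11 with IL-7. Also Klrk1 -0.24 and 0.14 with IL-21, Mki67 -0.01 and 0.34 with IL-4 and -0.06 and 0.29 with IL-21, Klrg1 -0.05 and 0.29 with IL-4, -0.22 and 0.12 with IL-7 and 0.09 and -0.19 with IL-15, Fas -0.17 and 0.35 with IL-7 and -0.01 and 0.05 with IL-15 and Ifitm1 -0.35 and 0.13 with IL-7.

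Of the alternatives set before the data were examined, quantile normalization gives a value that does not differ for 39 of the 48, all but Il15ra with IL-2 and IL-15, Il2 with IL-7, Il7 with IL-2, IL-4 and IL-7, Socs5 with IL-2, Klrg1 with IL-15 and Fas with IL-15. Median centring does so for 39, all but Il15ra with IL-2 and IL-15, Il7 with IL-2, IL-4 and IL-7, Casp2 with IL-7, Socs5 with IL-2, Klrg1 with IL-15 and Fas with IL-15. With array weights it is 34, all but Il2rg with IL-21, Il9r with IL-2, Il15ra with IL-2 and IL-15, Il7 with IL-2, IL-4 and IL-7, Il9 with IL-7 and IL-21, Bcl2l1 with IL-21, Pdcd1 with IL-7, Socs5 with IL-2, Klrg1 with IL-15 and Fas with IL-15. Without replicate 3 it is 32, all but Il9r with IL-2, Il15ra with IL-2 and IL-15, Il7 with IL-2, IL-4 and IL-7, Bcl2l1 with IL-21, Btla with IL-7 and IL-21, Cd160 with IL-21, Ctla4 with IL-4, Pdcd1 with IL-21, Socs5 with IL-2, Mki67 with IL-4 and Klrg1 with IL-4 and IL-15. Leaving out media control replicate 3 alone gives 33, all but Il9r with IL-2, Il15ra with IL-2 and IL-15, Il7 with IL-4 and IL-7, Il9 with IL-7, Il21 with IL-7, Btla with IL-21, Pdcd1 with IL-7 and IL-21, Gzma with IL-7, Klrc1 with IL-7, Mki67 with IL-4 and Klrg1 with IL-7 and IL-15. The probe set of highest mean gives 2, Bcl2l11 with IL-4 and Ccr2 with IL-4. The replicate block, the kit block, the fit on the 6 arrays compared and eBayes with trend and robust set give the same log2 changes and still differ for all 48, and with dim genes removed all 34 pairs still measured differ. Settings also make other pairs differ. Of all 340 changes, those that differ number 25 after quantile normalization, 17 after median centring, 50 with array weights, 53 with the probe set of highest mean, 86, 90 and 78 without replicates 1, 2 and 3, and 99, 103 and 88 without media control replicates 1, 2 and 3, against 48 in the fit. Of the other settings that leave out a replicate number or an array, those that end a difference are without replicate 1 Il7 with IL-2, Pdcd1 with IL-4 and Socs5 with IL-2, without replicate 2 Il15ra with IL-2 and IL-15 and Ifitm1 with IL-7, without media control replicate 1 Il9r with IL-2, Il15ra with IL-2 and IL-15 and Klrg1 with IL-15, without media control replicate 2 Il9r with IL-2, Il15ra with IL-2 and IL-15, Klrg1 with IL-15 and Ifitm1 with IL-7. For single cytokine arrays they are without IL-2 replicate 1 Il7 with IL-2 and Socs5 with IL-2, without IL-2 replicate 2 Il7 with IL-2 and Socs5 with IL-2, without IL-2 replicate 3 Il9r with IL-2 and Il15ra with IL-2, without IL-4 replicate 1 Pdcd1 with IL-4, without IL-4 replicate 3 Pdcd1 with IL-4, without IL-7 replicate 1 Gzma with IL-7 and Ifitm1 with IL-7, without IL-7 replicate 2 Il2rg with IL-7 and Gzma with IL-7, without IL-7 replicate 3 Il2rg with IL-7, Btla with IL-7 and Klrc1 with IL-7, without IL-15 replicate 1 Fas with IL-15, without IL-15 replicate 2 Fas with IL-15, without IL-15 replicate 3 Il15ra with IL-15 and Klrg1 with IL-15, without IL-21 replicate 1 Casp2 with IL-21, without IL-21 replicate 2 Casp2 with IL-21, without IL-21 replicate 3 Btla with IL-21 and Socs7 with IL-21. All other pairs differ under these settings, and without IL-4 replicate 2 ends none.

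The text of the paper gives directions for changes of single genes against media control, calling those of 4-1BB, GITR, ICOS and OX40 with IL-2 and of the receptors of IL-2, IL-4 and IL-21 significant but naming no test for the arrays, and 128 of them were compared. These statements were collected after the data had been seen. Of these, 32 passed here in that direction, 88 had it without passing and 8 had the other sign without passing (limma). Those of other sign are Btla 0.27 with IL-7 (adjusted p = 0.743), 0.00 with IL-15 (adjusted p = 1) and 0.38 with IL-21 (adjusted p = 0.679), Cd160 0.09 with IL-21 (adjusted p = 0.905), Fas 0.35 with IL-7 (adjusted p = 0.728), Pdcd1 0.29 with IL-7 (adjusted p = 0.728) and Icos -0.13 with IL-4 (adjusted p = 0.814) and -0.06 with IL-15 (adjusted p = 1), of which those of Icos are given as higher in the paper and the others as lower. After quantile normalization they were -0.23, -0.04, -0.12, -0.43, -0.18, -0.25, -0.64 and -0.10 in the same order. Of the 96 that did not pass, 25 were called under no alternative in the paper's direction, namely the changes of Btla, Fas, Pdcd1 and Icos just given and Bcl2 0.84 with IL-15 and 0.54 with IL-21, Bcl2l1 0.28 with IL-15 and 0.29 with IL-21, Bnip3 1.39 with IL-15, Tnfrsf9 0.11 with IL-15, Tnfrsf4 0.15 with IL-15, Tnfrsf18 0.09 with IL-15, Cd160 -0.03 with IL-15, Gzmb 1.13 with IL-15, Itgae -1.35 with IL-15, Ccr7 -0.16 with IL-15, Ccr9 -0.34 with IL-15, Hk2 1.15 with IL-15, Fads2 0.61 with IL-15, Ifng 1.06 with IL-7 and 0.44 with IL-15 and Icos 0.33 with IL-7.

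The others passed in the paper's direction under some alternatives. Their values on the deposited scale are given, and "added" marks those chosen after seeing the values. Of the 7 changes the paper calls significant, 2 passed on the deposited values, Il2ra and Tnfrsf4, and Il4ra, Il21r and, with IL-2, Tnfrsf9, Tnfrsf18 and Icos did not (adjusted p = 0.308, 0.147, 0.379, 0.16 and 1). Of the added settings, leaving out the 3 arrays dropped 1 of these calls, Icos, and the other 2 dropped none. Il4ra 2.48 with IL-4, Il21r 1.83 with IL-21, Bcl2 2.24 with IL-7, Bcl2l1 1.22 with IL-4, Bnip3 2.36 with IL-2, 2.62 with IL-4, 2.42 with IL-7 and 2.11 with IL-21, Tnfrsf9 1.87 with IL-2, Tnfrsf4 1.80 with IL-7 and 1.77 with IL-21, Tnfrsf18 1.82 with IL-4, Btla -1.69 with IL-4, Ccr7 -1.61 with IL-2 and -1.29 with IL-4 and Hk2 2.55 with IL-7 passed under the replicate block, the kit block, quantile normalization, median centring, array weights, leaving out the 3 arrays (added), the 3 arrays as a block (added), quantile normalization with the replicate block (added) and the fit without replicate 3, below called the common settings. Bcl2 1.80 with IL-2, Bcl2l1 1.32 with IL-2, Tnfrsf18 1.51 with IL-2, Ccr4 1.38 with IL-2 and Fads2 2.15 with IL-2 passed under the common settings and under the fit without IL-2 replicate 3. Tnfrsf18 1.26 with IL-7 and 1.04 with IL-21, Cd160 -0.65 with IL-4 and Fas -0.91 with IL-2 passed under the common settings except the replicate block and the kit block. Cd160 0.09 with IL-21, Tbx21 1.09 with IL-4, Socs1 1.32 with IL-7 and Fas -0.07 with IL-4 passed under array weights and quantile normalization with the replicate block (added). Itgae -2.37 with IL-4 and -2.93 with IL-7, Hk2 2.52 with IL-4 and Il24 2.68 with IL-4 passed under the common settings and under the fit on the 6 arrays compared. Ccr9 -0.74 with IL-4, -0.89 with IL-7 and -0.53 with IL-21 and Ccr4 0.74 with IL-7 passed under array weights and leaving out the 3 arrays (added). Tnfrsf9 1.73 with IL-4 and 1.74 with IL-21 and Fads2 2.08 with IL-7 passed under the common settings except median centring, leaving out the 3 arrays (added) and the 3 arrays as a block (added). Ccr7 -0.14 with IL-7 and Socs6 0.96 with IL-4 and 0.91 with IL-7 passed under quantile normalization with the replicate block (added). Tnfrsf9 1.44 with IL-7 and Gata3 1.30 with IL-4 passed under the common settings except quantile normalization, median centring, leaving out the 3 arrays (added) and the 3 arrays as a block (added). Btla -0.93 with IL-2 and Pdcd1 -0.32 with IL-4 passed under array weights, quantile normalization with the replicate block (added) and the fit without replicate 3. Pdcd1 1.27 with IL-21 and Ccr9 -1.97 with IL-2 passed under the common settings except quantile normalization and median centring. Ccl9 2.30 with IL-21 and Socs3 1.61 with IL-4 passed under the replicate block, the kit block, array weights and quantile normalization with the replicate block (added). Casp2 -0.60 with IL-2 passed under array weights, the 3 arrays as a block (added), quantile normalization with the replicate block (added) and the fit without replicate 3. Bcl2l1 1.19 with IL-7 passed under the common settings except the replicate block, the kit block and quantile normalization. Cd160 -1.75 with IL-2 passed under the common settings and under the fit without media control replicate 3. Cd160 -0.13 with IL-7 passed under array weights, the 3 arrays as a block (added) and quantile normalization with the replicate block (added). Gzmc 2.35 with IL-4 passed under the common settings and under the fit on the 6 arrays compared, dim genes removed and the fit without media control replicate 1. Gzmc 1.95 with IL-21 passed under the common settings except leaving out the 3 arrays (added) and the fit without replicate 3, and under the fit without media control replicate 1. Gzmd 4.03 with IL-21 passed under the common settings except leaving out the 3 arrays (added) and the fit without replicate 3, and under the fit on the 6 arrays compared. Tbx21 1.43 with IL-21 passed under the replicate block, array weights and quantile normalization with the replicate block (added). Ccr7 -0.84 with IL-21 passed under the common settings except the replicate block, the kit block and the fit without replicate 3. Socs1 1.25 with IL-2 passed under the common settings except the replicate block, the kit block, leaving out the 3 arrays (added) and the fit without replicate 3. Socs1 2.19 with IL-4 passed under the common settings except the fit without replicate 3, and under the fit without media control replicate 2. Socs6 0.72 with IL-2 passed under the common settings except the replicate block, the kit block and median centring. Fads2 2.64 with IL-4 passed under the common settings and under the fit on the 6 arrays compared and dim genes removed. Fads2 2.49 with IL-21 passed under the common settings and under the fit on the 6 arrays compared and the probe set of highest mean. Pdcd1 -0.38 with IL-2 passed under array weights and the fit without replicate 3. Fas 1.32 with IL-21 passed under the common settings except quantile normalization, median centring and the fit without replicate 3. Ifitm3 2.86 with IL-21 passed under the common settings except the fit without replicate 3, and under the fit on the 6 arrays compared and the fit without media control replicate 1. Ifng 2.09 with IL-4 passed under the common settings except leaving out the 3 arrays (added) and the fit without replicate 3. Icos 0.51 with IL-2 passed under the 3 arrays as a block (added) and quantile normalization with the replicate block (added). Icos 1.06 with IL-21 passed under the common settings except the replicate block, the kit block, quantile normalization and median centring.

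Some rankings of the paper also differ from the values here. The paper places granzyme B highest with IL-2. Here Gzmb changed by 2.50 with IL-2 (adjusted p = 0.00721), 2.52 with IL-4 (adjusted p = 0.0043), 2.27 with IL-7 (adjusted p = 0.0384) and 2.73 with IL-21 (adjusted p = 0.00106), highest with IL-21, and no difference among these passes, while after quantile normalization the value is 2.36 with IL-2 and 2.42 with IL-21. These levels lie near the top of the scale, which ends at about 15, so their order may reflect saturation and the sizes of the changes are not exact. Of OX40, GITR and 4-1BB, which the paper has highest with IL-2, only 4-1BB was highest there, at 1.87. OX40 and GITR were highest with IL-4, at 2.65 and 1.82 against 2.47 and 1.51 with IL-2. After quantile normalization OX40 was 2.37 with IL-2 and 2.17 with IL-4, and GITR 1.40 and 1.37. TIM-3 is uniquely higher with IL-21 in the paper. Havcr2 (TIM-3) rose by 4.36 with IL-21, and had 2.28 with IL-4 (adjusted p = 0.12), called by the replicate block, the kit block, the fit on the 6 arrays compared, quantile normalization, median centring, array weights, leaving out the 3 arrays (added), the 3 arrays as a block (added), quantile normalization with the replicate block (added) and the fit without replicate 3.

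The paper has peripheral homing genes up with each cytokine. The cluster mean was -0.19 with IL-2 and -0.03 with IL-15, and 0.13 with IL-4 and 0.18 with IL-7, the last 2 being -0.32 and -0.25 after quantile normalization, against 1.11 with IL-21 (fry adjusted p = 0.202). Pro-apoptotic genes are lowered by every cytokine in the paper. The short-lived cluster had 0.32 with IL-4, 0.40 with IL-7 and 0.48 with IL-21, against -0.25 with IL-2 and -0.01 with IL-15. After quantile normalization it had -0.15 with IL-4 and -0.10 with IL-7, in the paper's direction, and 0.01 with IL-21. The paper gives IL-2 a Tc1/Th1 phenotype and, in another place, a balanced rise of both clusters, and with IL-2 the mean was 0.12 for Th1/Tc1 and 0.39 for Th2/Tc2 (fry adjusted p = 0.914 and 0.861), with 0.11 and 0.39 after quantile normalization (adjusted p = 0.498 and 0.0328, the latter 0.372 with an estimated correlation). The paper proposes a lower NK-like cluster with IL-2, IL-7 and IL-15, where it had -0.41, 0.14 and -0.02 (adjusted p = 0.841, 0.914 and 0.98), with IL-7 at -0.32 after quantile normalization.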

Other observations

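The test of camera with an estimated correlation after quantile normalization was chosen only after the result was seen.

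Several groups of metabolic genes had higher means than in media control, none of which passed on the deposited values while several passed after quantile normalization or with the replicates as a block. Arrays are counted as beyond all controls where the mean of the list lies beyond its mean in each of the 3 control arrays, in the direction of the change. The lowest p over the alternatives is mostly that of camera with the preset correlation, which compares a list with the other genes, so that a small positive mean can pass for lying below them. Cholesterol synthesis, a list of 20 enzymes and regulators, had mean changes of 1.18 with IL-2, 1.65 with IL-4, 1.42 with IL-7 and 1.69 with IL-21 (SE 0.77, 0.55, 0.55 and 0.55, fry adjusted p = 0.181, 0.0718, 0.146 and 0.0718, over the alternatives 1.2e-19 to 0.707, 2.7e-23 to 0.622, 2.4e-27 to 0.622 and 8.2e-29 to 0.622, 2, 3, 3 and 3 of 3 arrays beyond all controls). After quantile normalization these were 1.11, 1.15, 0.91 and 1.20 (SE 0.14, 0.13, 0.12 and 0.11, adjusted p = 6.1e-05, 4.4e-05, 2.7e-04 and 2.8e-05, and 0.0479, 0.0274, 0.0233 and 0.0195 with an estimated correlation, 3, 3, 3 and 3 of 3 arrays beyond all controls), and 16, 17, 12 and 16 members were higher with none lower. With IL-21 its largest changes that passed were Lss 1.91 (SE 0.27, limma adjusted p = 3.3e-04), Fdps 1.90 (SE 0.24, limma adjusted p = 1.4e-04), Msmo1 1.88 (SE 0.28, limma adjusted p = 5.6e-04) and Cyp51 1.64 (SE 0.22, limma adjusted p = 2.7e-04), all enzymes of the pathway, after quantile normalization. Hypoxia response genes, 16 in number, had means of 1.42 with IL-2, 1.65 with IL-4, 1.66 with IL-7 and 1.53 with IL-21 (SE 0.97, 0.75, 0.78 and 0.76, fry adjusted p = 0.197, 0.178, 0.178 and 0.195, over the alternatives 7.3e-14 to 0.707, 2.6e-10 to 0.622, 1.2e-16 to 0.622 and 2.3e-09 to 0.622, 2, 3, 3 and 3 of 3 arrays beyond all controls), and after quantile normalization 1.36, 1.16, 1.17 and 1.04 (SE 0.33, 0.29, 0.33 and 0.29, adjusted p = 6.8e-04, 0.00252, 0.00236 and 0.00442, and 0.108, 0.102, 0.0479 and 0.128 with an estimated correlation, 3, 3, 3 and 3 of 3 arrays beyond all controls). Their largest changes with IL-7 were Egln3 2.05 (SE 0.29, limma adjusted p = 0.0033), Bnip3 1.94 (SE 0.36, limma adjusted p = 0.014), Vegfa 1.53 (SE 0.30, limma adjusted p = 0.0174) and Bhlhe40 1.13 (SE 0.19, limma adjusted p = 0.0092), and 9, 9, 6 and 7 members were higher in the same order of cytokines, none lower. The 29 genes of amino acid synthesis and ATF4 targets stood at 1.38 with IL-2, 1.15 with IL-4, 0.92 with IL-7, 0.15 with IL-15 and 0.86 with IL-21 (SE 0.75, 0.52, 0.54, 0.68 and 0.54, fry adjusted p = 0.178, 0.197, 0.327, 0.936 and 0.394, over the alternatives 5.1e-25 to 0.707, 3.2e-08 to 0.665, 5.4e-06 to 0.73, 0.0029 to 0.999 and 0.00348 to 0.781, 2, 3, 3, 1 and 3 of 3 arrays beyond all controls), and after quantile normalization at 1.33, 0.68, 0.43, 0.13 and 0.38 (SE 0.13, 0.09, 0.14, 0.17 and 0.16, adjusted p = 9.2e-06, 0.0027, 0.0451, 0.61 and 0.12, and 0.0162, 0.0928, 0.153, 0.486 and 0.391 with an estimated correlation, 3, 3, 3, 2 and 3 of 3 arrays beyond all controls). With IL-2, 20 of them were higher and none lower after quantile normalization, with Asns 3.71 (SE 0.64, limma adjusted p = 8.6e-04), Gpt2 3.50 (SE 0.56, limma adjusted p = 5.0e-04), Cth 3.43 (SE 0.60, limma adjusted p = 9.2e-04) and Pycr1 2.71 (SE 0.45, limma adjusted p = 7.0e-04). Ribosome biogenesis, 25 genes, had means of 0.96 with IL-2, 0.91 with IL-4, 0.88 with IL-7, 0.17 with IL-15 and 0.62 with IL-21 (SE 0.58, 0.49, 0.49, 0.55 and 0.51, fry adjusted p = 0.181, 0.197, 0.197, 0.899 and 0.418, over the alternatives 1.4e-19 to 0.643, 8.5e-08 to 0.622, 6.4e-11 to 0.622, 5.4e-06 to 0.973 and 0.0405 to 0.997, 2, 3, 2, 0 and 2 of 3 arrays beyond all controls). After quantile normalization they were 0.89, 0.44, 0.39, 0.12 and 0.15 (SE 0.21, 0.18, 0.19, 0.29 and 0.23, adjusted p = 0.00616, 0.162, 0.201, 0.728 and 0.728, and 0.18, 0.458, 0.391, 0.623 and 0.846 with an estimated correlation, 3, 3, 2, 1 and 1 of 3 arrays beyond all controls), with 16 members higher with IL-2, Gnl3 1.56 (SE 0.48, limma adjusted p = 0.035), Nolc1 1.46 (SE 0.29, limma adjusted p = 0.00228), Nop56 1.38 (SE 0.37, limma adjusted p = 0.0172) and Rrp1b 1.33 (SE 0.28, limma adjusted p = 0.00334) leading. With the replicates as a block the cholesterol and hypoxia means passed with these 4 cytokines and that of the ATF4 list with IL-2 and IL-4. None of these means passed on the deposited values with an estimated correlation (adjusted p = 0.207, 0.166, 0.142 and 0.134 for cholesterol, 0.223, 0.299, 0.179 and 0.326 for hypoxia and 0.172 and 0.423 for the ATF4 list).

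Lists of quiescence genes, effector transcription factors and exhaustion-associated genes were also tested, and none of the means given here passed on the deposited values. Naive and memory quiescence genes had means of -1.11 with IL-4, -0.46 with IL-7, -0.39 with IL-15 and -0.73 with IL-21 (SE 0.49, 0.50, 0.85 and 0.52, fry adjusted p = 0.239, 0.729, 0.777 and 0.495, over the alternatives 2.6e-48 to 0.777, 4.7e-32 to 0.999, 1.7e-17 to 0.973 and 1.9e-37 to 0.913, 3, 0, 1 and 1 of 3 arrays beyond all controls), and after quantile normalization -1.59, -0.95, -0.42 and -1.20 (SE 0.15, 0.17, 0.31 and 0.21, adjusted p = 5.0e-05, 0.00243, 0.12 and 3.4e-04, and 0.0265, 0.045, 0.0796 and 0.0439 with an estimated correlation, 3, 3, 2 and 3 of 3 arrays beyond all controls). Then 19, 3, 0 and 15 of 27 were lower and 1, 0, 0 and 0 higher, and with IL-4 the largest falls were Klf2 -3.59 (SE 0.45, limma adjusted p = 1.4e-04) and Cxcr5 -2.95 (SE 0.29, limma adjusted p = 2.2e-05). Effector and memory precursor transcription factors, 18 genes, had 0.09 with IL-2, 0.75 with IL-4, 0.64 with IL-7, 0.09 with IL-15 and 1.11 with IL-21 (SE 0.68, 0.50, 0.50, 0.72 and 0.51, fry adjusted p = 0.95, 0.484, 0.504, 0.957 and 0.197, over the alternatives 4.0e-04 to 0.999, 7.5e-06 to 0.917, 3.9e-04 to 0.919, 0.0972 to 0.999 and 1.3e-08 to 0.622, 1, 3, 1, 1 and 3 of 3 arrays beyond all controls). After quantile normalization they had 0.04, 0.26, 0.14, 0.06 and 0.63 (SE 0.10, 0.10, 0.11, 0.12 and 0.12, adjusted p = 0.197, 0.00639, 0.105, 0.607 and 3.6e-05, and 0.865, 0.38, 0.431, 0.396 and 0.0302 with an estimated correlation, 1, 3, 2, 1 and 3 of 3 arrays beyond all controls), and with IL-2 and IL-7 mean and median differ in sign (medians -0.13 and -0.04). Members moved both ways, 8 higher and 3 lower with IL-21, among them Klf2 -2.87 (SE 0.45, limma adjusted p = 9.3e-04), Id2 2.78 (SE 0.38, limma adjusted p = 2.5e-04) and Nfil3 2.73 (SE 0.39, limma adjusted p = 3.8e-04). Exhaustion-associated genes, 16 in number, had 0.19 with IL-2, 0.55 with IL-4, 0.53 with IL-7, 0.01 with IL-15 and 1.19 with IL-21 (SE 0.59, 0.42, 0.42, 0.62 and 0.44, fry adjusted p = 0.932, 0.666, 0.519, 0.985 and 0.157, over the alternatives 0.166 to 0.999, 0.00693 to 0.978, 0.192 to 0.996, 0.5 to 0.999 and 1.1e-05 to 0.623, 2, 3, 3, 1 and 3 of 3 arrays beyond all controls). With IL-21 the mean after quantile normalization was 0.72 (SE 0.13, adjusted p = 2.7e-04, and 0.369 with an estimated correlation, 3 of 3 arrays beyond all controls), and the median -0.18 has the other sign. With it 5 members were higher and 2 lower. With the other 4 cytokines it was 0.15, 0.07, 0.03 and -0.02 (SE 0.09, 0.09, 0.09 and 0.09, adjusted p = 0.837, 0.614, 0.715 and 0.813, and 0.861, 0.825, 0.861 and 0.883 with an estimated correlation, 1, 0, 0 and 1 of 3 arrays beyond all controls), and mean and median differ in sign with IL-2 and IL-7 (medians -0.10 and -0.27), as they do on the deposited values with IL-2 and IL-15 (-0.049 and -0.029) and for the transcription factors with IL-2 (-0.13). On the deposited values with the replicates as a block, the means of the transcription factors and of the exhaustion-associated genes passed with IL-21 alone (adjusted p = 0.0306 and 0.0147, against 0.505 and 0.623 with an estimated correlation on these values), and none of the quiescence means given here did.

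The other lists passed with the cytokines named here neither on the deposited values nor after quantile normalization. Type I interferon response genes (30) had 0.35 with IL-4, 0.19 with IL-7 and -0.07 with IL-15 (SE 0.61, 0.62 and 0.85, fry adjusted p = 0.808, 0.899 and 0.964, over the alternatives 0.185 to 0.965, 1.2e-04 to 0.973 and 0.108 to 0.999, 0, 0 and 1 of 3 arrays beyond all controls). Myeloid cell markers (19) had -0.38 with IL-7, -0.43 with IL-15 and -0.04 with IL-21 (SE 0.90, 1.15 and 0.93, fry adjusted p = 0.899, 0.835 and 0.972, over the alternatives 1.8e-15 to 0.999, 3.8e-10 to 0.985 and 1.2e-05 to 0.999, 0, 1 and 0 of 3 arrays beyond all controls). Dendritic cell markers (11) had -0.02 with IL-2, 0.55 with IL-4, 0.32 with IL-7, -0.07 with IL-15 and 0.26 with IL-21 (SE 0.66, 0.55, 0.54, 0.72 and 0.53, fry adjusted p = 0.964, 0.509, 0.765, 0.964 and 0.824, over the alternatives 0.461 to 0.999, 0.234 to 0.983, 0.0546 to 0.958, 0.357 to 0.999 and 0.0415 to 0.973, 0, 1, 0, 0 and 0 of 3 arrays beyond all controls). NK cell markers (11) stood at -0.33 with IL-2, 0.06 with IL-4, 0.15 with IL-7 and 0.04 with IL-15 (SE 0.56, 0.47, 0.44 and 0.65, fry adjusted p = 0.679, 0.899, 0.936 and 0.972, over the alternatives 0.0346 to 0.955, 3.2e-05 to 0.999, 0.00253 to 0.973 and 0.5 to 0.999, 1, 0, 0 and 2 of 3 arrays beyond all controls). CD4 T cell markers (6) had 0.13 with IL-2, 0.30 with IL-4, 0.34 with IL-7, -0.06 with IL-15 and 0.59 with IL-21 (SE 0.40, 0.32, 0.33, 0.44 and 0.34, fry adjusted p = 0.899, 0.612, 0.56, 0.95 and 0.282, over the alternatives 0.331 to 0.999, 0.243 to 0.993, 0.336 to 0.978, 0.35 to 0.999 and 0.0733 to 0.773, 2, 0, 1, 1 and 3 of 3 arrays beyond all controls). Red cell markers (6) were at -0.28 with IL-2, 0.09 with IL-4, 0.02 with IL-7, -0.16 with IL-15 and 0.02 with IL-21 (SE 0.50, 0.38, 0.38, 0.49 and 0.39, fry adjusted p = 0.887, 0.824, 0.936, 0.899 and 0.936, over the alternatives 0.246 to 0.973, 0.066 to 0.973, 0.0157 to 0.998, 0.0825 to 0.999 and 0.0115 to 0.998, 1, 0, 0, 1 and 0 of 3 arrays beyond all controls). Tissue genes not expected in T cells (36) had 0.00 with IL-2, 0.49 with IL-4, 0.34 with IL-7, -0.02 with IL-15 and 0.41 with IL-21 (SE 0.59, 0.42, 0.42, 0.59 and 0.42, fry adjusted p = 0.985, 0.519, 0.709, 0.972 and 0.648, over the alternatives 0.423 to 0.999, 0.103 to 0.924, 0.0388 to 0.924, 0.5 to 0.999 and 0.374 to 0.983, 1, 3, 0, 1 and 1 of 3 arrays beyond all controls). Housekeeping genes (13) were at 0.16 with IL-2, 0.46 with IL-4, 0.48 with IL-7, 0.10 with IL-15 and 0.43 with IL-21 (SE 0.53, 0.39, 0.39, 0.52 and 0.39, fry adjusted p = 0.899, 0.517, 0.504, 0.936 and 0.519, over the alternatives 0.00169 to 0.995, 0.00238 to 0.924, 9.8e-04 to 0.924, 0.0267 to 0.999 and 0.00494 to 0.996, 2, 2, 2, 1 and 2 of 3 arrays beyond all controls). The dendritic cell list holds genes that activated CD8 T cells also express, such as Batf3, and so do the NK cell markers, such as Gzma, Prf1 and Il2rb.

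The response to IL-15 was small, with no gene called (limma, 12 at an unadjusted p under 0.05, and 1567 after quantile normalization with the replicate block, where none was called either). A candidate explanation is that it is a weaker form of the response to another cytokine with a shared receptor chain. Across genes, the change with IL-15 against media control correlated by 0.33 with the difference of IL-2 and IL-21, which share no array with the 2 groups, and by 0.344, 0.288 and 0.184 without replicates 1, 2 and 3. The size falls by over 1.5 times without replicate 3, which holds the 3 arrays on the lower scale, and what these add to the correlation stays open. The value without it is still above the bound of 0.1 set beforehand. With IL-7 in place of IL-2, chosen after seeing the result, the correlations were 0.118, and 0.127, 0.045 and 0.104. The change with IL-15 itself shares the control arrays with the others. It correlated by 0.786 with that of IL-7 and by 0.711 with that of IL-2 after quantile normalization. The SD over the replicate numbers was 0.0271 and 0.222, and simulated groups that share the controls and do not differ from them gave 0.504. This spread is too wide to order the 2 values. Whether the response to IL-15 is nearer to that to IL-2 or to IL-7 thus stays open. The test could have given a lower value, and it does not tell an effect of the low receptor level from one of dose or time, which were not varied.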
